# The whole genome sequence of the Mediterranean fruit fly, *Ceratitis capitata* (Wiedemann), reveals insights into the biology and adaptive evolution of a highly invasive pest species

**DOI:** 10.1186/s13059-016-1049-2

**Published:** 2016-09-22

**Authors:** Alexie Papanicolaou, Marc F. Schetelig, Peter Arensburger, Peter W. Atkinson, Joshua B. Benoit, Kostas Bourtzis, Pedro Castañera, John P. Cavanaugh, Hsu Chao, Christopher Childers, Ingrid Curril, Huyen Dinh, HarshaVardhan Doddapaneni, Amanda Dolan, Shannon Dugan, Markus Friedrich, Giuliano Gasperi, Scott Geib, Georgios Georgakilas, Richard A. Gibbs, Sarah D. Giers, Ludvik M. Gomulski, Miguel González-Guzmán, Ana Guillem-Amat, Yi Han, Artemis G. Hatzigeorgiou, Pedro Hernández-Crespo, Daniel S. T. Hughes, Jeffery W. Jones, Dimitra Karagkouni, Panagiota Koskinioti, Sandra L. Lee, Anna R. Malacrida, Mosè Manni, Kostas Mathiopoulos, Angela Meccariello, Shwetha C. Murali, Terence D. Murphy, Donna M. Muzny, Georg Oberhofer, Félix Ortego, Maria D. Paraskevopoulou, Monica Poelchau, Jiaxin Qu, Martin Reczko, Hugh M. Robertson, Andrew J. Rosendale, Andrew E. Rosselot, Giuseppe Saccone, Marco Salvemini, Grazia Savini, Patrick Schreiner, Francesca Scolari, Paolo Siciliano, Sheina B. Sim, George Tsiamis, Enric Ureña, Ioannis S. Vlachos, John H. Werren, Ernst A. Wimmer, Kim C. Worley, Antigone Zacharopoulou, Stephen Richards, Alfred M. Handler

**Keywords:** Medfly genome, Tephritid genomics, Insect orthology, Gene family evolution, Chromosomal synteny, Insect invasiveness, Insect adaptation, Medfly integrated pest management (IPM)

## Abstract

**Background:**

The Mediterranean fruit fly (medfly), *Ceratitis capitata*, is a major destructive insect pest due to its broad host range, which includes hundreds of fruits and vegetables. It exhibits a unique ability to invade and adapt to ecological niches throughout tropical and subtropical regions of the world, though medfly infestations have been prevented and controlled by the sterile insect technique (SIT) as part of integrated pest management programs (IPMs). The genetic analysis and manipulation of medfly has been subject to intensive study in an effort to improve SIT efficacy and other aspects of IPM control.

**Results:**

The 479 Mb medfly genome is sequenced from adult flies from lines inbred for 20 generations. A high-quality assembly is achieved having a contig N50 of 45.7 kb and scaffold N50 of 4.06 Mb. In-depth curation of more than 1800 messenger RNAs shows specific gene expansions that can be related to invasiveness and host adaptation, including gene families for chemoreception, toxin and insecticide metabolism, cuticle proteins, opsins, and aquaporins. We identify genes relevant to IPM control, including those required to improve SIT.

**Conclusions:**

The medfly genome sequence provides critical insights into the biology of one of the most serious and widespread agricultural pests. This knowledge should significantly advance the means of controlling the size and invasive potential of medfly populations. Its close relationship to *Drosophila*, and other insect species important to agriculture and human health, will further comparative functional and structural studies of insect genomes that should broaden our understanding of gene family evolution.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-016-1049-2) contains supplementary material, which is available to authorized users.

## Background

The Mediterranean fruit fly (medfly, *Ceratitis capitata*, Diptera: Tephritidae) is one of the most destructive agricultural pests throughout the world due to its broad host plant range that includes more than 260 different fruits, vegetables, and nuts [1]. Host preferences vary in different regions of the world, which can be associated with its ability to invade and adapt to ecological niches throughout tropical and subtropical regions. While the species originated in sub-Saharan Africa [2, 3], it is currently endemic throughout Africa, the Middle East, European countries adjacent and proximal to the Mediterranean Sea, the Hawaiian Islands, the Caribbean, and Central and South America [4]. Thus the worldwide economic costs due to crop damage, export control due to quarantine restrictions, and control and prevention of medfly infestation reach many US$ billions each year [5] (for an overview of medfly biology, ecology, and invasiveness, see: http://www.cabi.org/isc/datasheet/12367).

Medfly has also been an established lab organism for several decades and is notable as being the closest non-drosophilid relative to *Drosophila* subject to intensive genetic analysis, with broad chromosomal syntenic relationships established. These studies have been largely driven by efforts to use genetic manipulation to improve the sterile insect technique (SIT), which is the primary biologically based method used to control medfly as a component of area-wide multi-tactical integrated pest management (IPM) approaches, which include the use of natural enemies and insecticide/bait formulations. Current SIT applications are based on the use of a classical genetic sexing strain that incorporates female-specific activity of an embryonic temperature-sensitive lethal (*tsl*) mutation. Resultant males are mass-reared in billions per week for sterilization and release in North, Central and South America, Australia, South Africa, and Mediterranean countries including Spain and Israel, to not only control existing populations but to also prevent new invasions [6]. As such, medfly has served as a model system for developing genetic analyses and manipulations that might improve these population control programs that are applicable to a large number of tephritid fruit fly species throughout the world, which range from similarly polyphagous species to ones that are more highly specialized.

Previous studies in medfly mapped ~30 cloned genes and ~40 microsatellite sequences by in situ hybridization to larval salivary gland polytene chromosomes [7, 8]. It was also the first non-drosophilid insect to have its germ-line efficiently transformed by a transposon-based vector system [9], an approach that has since been applied to several orders of non-drosophilid species. This has included functional genomics analysis, new vector systems for transgene stabilization, genomic targeting, and transgenic and *Wolbachia*-infected strains created for potential population control.

To further our understanding of this critical agricultural pest and its genomic organization in comparison to *Drosophila* and other dipteran/insect species, we now present the results of the medfly whole genome sequencing (WGS) project. This is one of 30 arthropod genome sequencing projects that have been initiated as a part of a pilot project for the i5K arthropod project [10] at the Baylor College of Medicine Human Genome Sequencing Center (BCM-HGSC). Notably, the quality of this analysis is unusually strong for an insect genome, comparable to the more compact genome of *Drosophila melanogaster*, where half the 479 Mb medfly genome sequence was assembled in 35 scaffolds larger than 4 Mb (NG50). A thorough automated structural annotation of the genome was conducted, aided by RNA sequencing (RNA-Seq) data, which allowed a curation community of 20 groups to make key sequence assignments related to genome structure, orthology, and genetic regulation, and to manually annotate key gene families related to invasiveness and adaptation, insecticide resistance and detoxification, and aspects of sex-determination, reproduction, and cell death.

This extensive resource is expected to provide a foundation for continued research on fundamental and comparative studies of insect genomes and gene family evolution and the high-quality reference genome assembly should have far-reaching practical applications in pest management research. It will be instrumental to the development of methods for the identification of genome-wide polymorphisms that can be used for population genetic analysis and source determination of medflies identified in ports of entry. Furthermore, its extensive annotated gene set will facilitate identifying the molecular basis of mutations in strains used for SIT (e.g. *tsl* sexing strain) and the identification of novel targets that can be utilized to facilitate higher efficiency and efficacy of IPM programs.

## Results and discussion

### Genome sequence, structure, orthology, and function

#### Whole genome sequencing and assembly

The medfly WGS project reported here is a continuation of an initial project initiated at HGSC that is summarized in Additional file 1: Supplementary material A. Briefly, the initial 454 sequencing project used mixed-sex embryonic DNA from a long-term caged population of the ISPRA strain maintained at the University of Pavia, Italy. This approach yielded relatively low N50 values for both contigs (~3.1 kb) and scaffolds (~29.4 kb) that are presumed to be the result of high levels of polymorphism and repetitive DNA. Thus, the subsequent sequencing attempt reported here used DNA from 1–3 adults that arose from ISPRA lines inbred in single pairs for 12–20 generations. This DNA was used to create 180 bp to 6.4 kb insert-size libraries for Illumina HiSeq2000 sequencing followed by an ALLPATHS-LG assembly (Additional file 2: Table S1; see “Methods”). This yielded a highly improved assembly (GB assembly acc: GCA_000347755.1), though it was determined that 5.7 Mb comprised endosymbiotic bacterial sequences (Enterobacteriaceae and Comamonadaceae; see Additional file 1: Supplementary material C) localized to 18 scaffolds. The majority of the contaminant sequences represent the genome of *Pluralibacter gergoviae* that was recovered in two contigs (see Additional file 1: Supplementary material D and Additional file 2: Tables S2 and S3 for the *P. gergoviae* genome details and annotation). After removal of these bacterial sequences, the new assembly (GB assembly acc: GCA_000347755.2) revealed a final genome size of 479.1 Mb, corresponding to the initial estimated size of 484 Mb that included the bacterial sequences. The 479 Mb assembly size is slightly less than earlier estimates of 540 Mb and 591 Mb, derived from Feulgen stain [11] and qPCR [12] studies, respectively, due to the difficulty of assembling highly repetitive heterochromatic sequences. Re-estimation of the genome size by k-mer analysis, using Jellyfish [13], of the 500 bp insert library sequences obtained a value of 538.9 Mb, in agreement with the Feulgen stain study. Using this estimate, we presume the remaining 11 % of the genome is repetitive heterochromatic regions that could not be assembled with our short read procedure.

The revised assembly yielded 25,233 contigs with an N50 of 45,879 bp assembled into 1806 scaffolds with an N50 of 4.1 Mb (Table 1; see Table 2 for additional assembly features). Using BUSCO [14] on the final genome assembly, it was determined that the assembly correctly identified the full sequence of 2556 genes from a total of 2675 (95 %) found to be conserved across most arthropods. Furthermore, partial coverage of 91 (3.4 %) genes was identified, with only 28 (1.0 %) missing, and an additional 153 (5.7 %) being duplicated. For comparison, the same analysis run on the *D. melanogaster* genome sequence (v. 5.53) identified 98 % of the genes as complete, 0.7 % partial, 0.3 % missing, and 6.5 % duplicated (see Additional file 2: Table S4 for comparisons to *Drosophila* and tephritid species).

**Table 1:** Medfly genome assembly metrics for NCBI Genome assembly accession GCA_000347755.2 that replaces assembly GCA_000347755.1 after removal of bacterial contaminant sequences

Genome assembly	Contigs (n)	25,233
	Contig N50	45,879 bp
	Scaffolds (n)	1806
	Scaffold N50	4,118,346 bp
	Size of final assembly	479,047,742
	Size of final assembly - without gaps	440,703,716 bp
	NCBI Genome Assembly Accession	GCA_000347755.2 http://www.ncbi.nlm.nih.gov/assembly/GCA_000347755.2

**Table 2:** Medfly genome NCBI annotation features for the assembly Ccap_1.0 (see http://www.ncbi.nlm.nih.gov/genome/annotation_euk/Ceratitis_capitata/101/ for details and additional features)

Feature	Count	Mean length (bp)
Genes and pseudogenes	14,652	_
Protein-coding	14,162	_
Non-coding	385	_
Pseudogenes	105	_
Genes with variants	3527	_
Genes	14,547	16,014
All transcripts	24,125	2903
Messenger RNA	23,075	2979
Miscellaneous RNA	238	3506
Transfer RNA	416	74
Long non-coding RNA	396	1074
Single-exon transcripts	2833	1193
CDSs	23,075	2198
Exons	77,742	465
Introns	62,132	4117

#### Curation and gene ontology

Automated annotations were performed using three approaches (see “Methods” and Additional file 1: Supplementary material B): (1) Maker 2.0 [15] at HGSC with the assembled genome and adult male and female RNA-Seq data used to improve gene models; (2) at NCBI using the Gnomon pipeline; and (3) our in-house Just_Annotate_My_genome (JAMg) annotation platform that makes use of RNA-Seq data and de novo predictions (http://jamg.sourceforge.net). Preliminary analysis showed that the NCBI and JAMg annotations broadly agreed and had fewer false positives than Maker 2.0. For manual annotations, curators were provided with the WebApollo manual curation tool [16, 17] hosted by the U.S. Department of Agriculture, National Agricultural Library (USDA-NAL), and data from the JAMg annotation pipeline (and associated tools) with NCBI Ref-Seq derived models. The annotation of 20 key gene sets has resulted, thus far, in curation of 1823 gene (messenger RNA [mRNA]) models, making medfly one of the most highly curated non-drosophilid insects. This has allowed in depth genomic analyses that have revealed divergent genes exhibiting rapid evolutionary rates. These data have been integrated into the dipteran phylogenetic framework by undertaking orthology and synteny comparisons, especially with the closely related species, *D. melanogaster*, and the housefly, *Musca domestica*.

#### Orthology to other arthropod genomes

To assess the conservation of protein-coding genes between *C. capitata* and other arthropods, complete proteomes from 14 additional arthropod species were used with *C. capitata* to determine orthology. The analysis of 254,384 protein sequences from 15 species identified 26,212 orthologous groups (defined as containing at least two peptide sequences), placing 202,278 genes into orthologous groups while failing to allocate 52,106 (unique) protein-coding genes into any group. The majority of the unique proteins were identified in *Acyrthosiphon pisum* and *Daphnia pulex*, while interestingly, *C. capitata* had the largest proportion (87 %) of proteins placed into an orthologous group (Fig. 1). This could have been influenced by the larger sampling of dipteran genomes relative to other taxa.

**Fig. 1:**
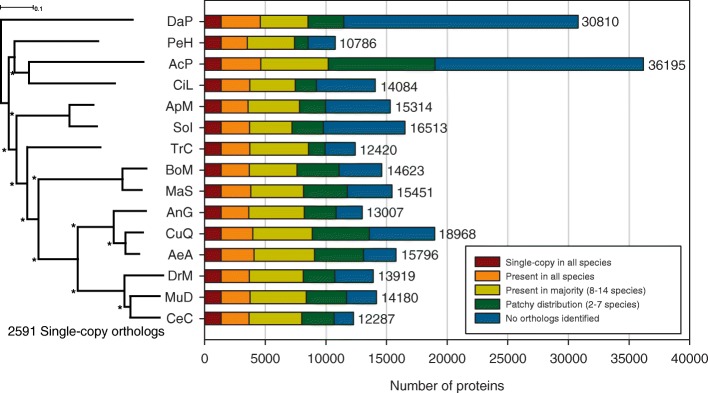
Genome-wide phylogenomics and orthology. The phylogenetic relationship of *C. capitata* and 13 species in Arthropoda was estimated using a maximum likelihood analysis of a concatenation of 2591 single-copy orthologous protein sequences, 1000 bootstrap replicates, and rooted with *D. pulex*. The *scale bar* represents 0.1 amino acid substitution per site and the *asterisks* represent nodes with a bootstrap value of 100. *Horizontal bars* for each species show the absolute number of proteins that are: single-copy orthologs in all species, present in all species (not necessarily in single-copy), present in the majority of species in the analysis, present in a minority of the species (patchy distribution) in the analysis, and unique to the species. Species/strain designations are: *Acyrthosiphon pisum* (AcP), *Aedes aegypti* (strain Liverpool) (AeA), *Anopheles gambiae* (strain PEST) (AnG), *Apis mellifera* (ApM), *Bombyx mori* (BoM), *Ceratitis capitata* (CeC), *Cimex lectularius* (CiL), *Culex quinquefasciatus* (strain Johannesburg) (CuQ), *Daphnia pulex* (DaP), *Drosophila melanogaster* (DrM), *Manduca sexta* (MaS), *Musca domestica* (MuD), *Pediculus humanus* (PeH), *Solenopsis invicta* (SoI), and *Tribolium castaneum* (TrC)

The distribution of proteins among orthologous groups is presented in Additional file 2: Table S5a. When examining conserved proteins, 1345 orthologous groups were found to contain a single-copy protein from all species, while an additional 1879 orthologous groups were found to contain multiple members in one or more species. Moreover, there are 5767 orthologous groups unique to Diptera, 224 of which are present in all dipterans. Within *C. capitata*, 1608 putative peptide sequences could not be placed into any orthologous group, thus identifying them as more recently evolved orphan genes (see Additional file 2: Tables S5b and S5c for orthologous groups and the number of groups for analyzed species, respectively). The distribution of these orphans across the genome is relatively uniform, with no clear pattern or clusters of genes. While these orphan genes are unique to *C. capitata* within this analysis, we would expect this to be less likely if more dipteran species were included within the analysis. Current work is ongoing to provide a more robust orthology of proteins within the family Tephritidae compared to related taxa in Diptera.

#### Chromosomal assignment of scaffolds

A physical map of the genome that assigns scaffolds to chromosomal loci helps to refine and verify the genomic assembly and allows the analysis of syntenic relationships between species for evolutionary comparisons [18, 19]. It should also aid in the design and analysis of genetic manipulations (e.g. genomic targeting, creation of chromosome inversions and translocations) and especially gene-editing approaches. Similar to *Drosophila*, *C. capitata* is among the few species subject to genomic analysis for which a larval salivary gland polytene chromosome map is available that has been subjected to cytogenetic analysis by in situ hybridization of cloned genes and microsatellite sequences [7, 8]. This has allowed the initiation of a physical genome map by assigning 43 scaffolds, linked to these genes and sequences, to defined loci on five autosomal chromosomes (chromosomes 2 to 6) and a single scaffold to the X (Fig. 2, Additional file 2: Table S6). Four repetitive DNA clones proven to be Y-linked by in situ hybridization to mitotic chromosomes [20] were associated with three scaffolds, though neither the X nor Y have defined polytene mapped loci. Thus, *ceratatoxin* (*ctx*) genes, linked to a single 6.4 Mb scaffold, were also mapped to chromosome 1 (X chromosome) by mitotic chromosome hybridization [21]. Scaffolds with a combined length of 42.6 Mb were linked to chromosome 2, 7.2 Mb to chromosome 3, 60.9 Mb to chromosome 4, 49.1 Mb to chromosome 5, and 45.8 Mb to chromosome 6. The Y-linked sequences could be assigned to more than ten scaffolds, though all were relatively short with the four mapped sequences comprising 0.81 Mb. Thus, more than 212 Mb has been mapped, representing nearly 45 % of the genome, allowing a large proportion of the curated genes to be localized to chromosomal map positions.

**Fig. 2:**
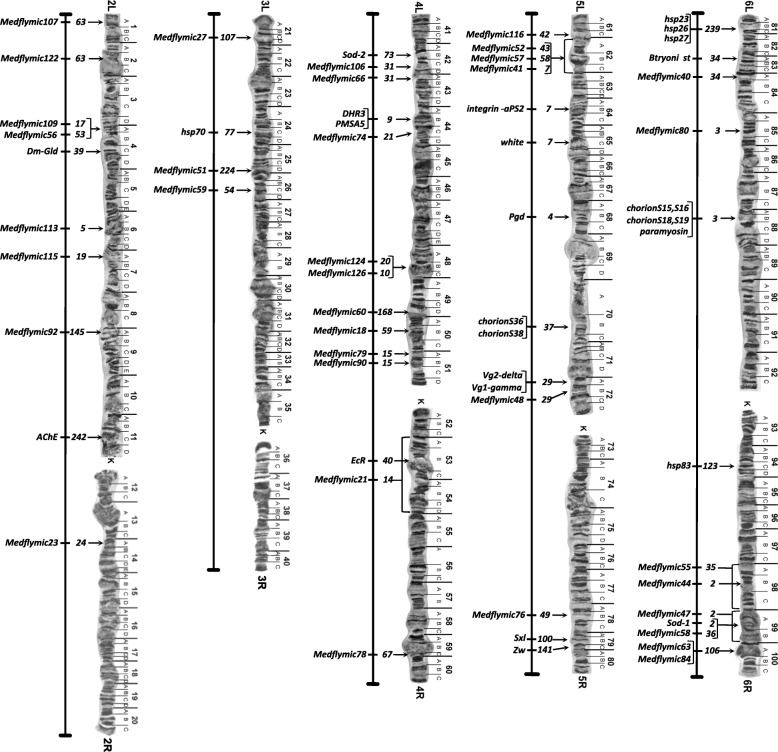
*C. capitata* genome scaffold map based on scaffold linkage of annotated genes and microsatellite (*Medflymic*) sequences previously localized to map banding positions by in situ hybridization to autosomal polytene chromosomes (chromosomes 2 to 6). The larval salivary gland polytene chromosome map [193] presented includes left (*L*) and right (*R*) autosomal chromosome arms linked at a centromeric region (*K*). *Arrows* with adjacent scaffold numbers point to mapped loci positions of designated genes/microsatellites, with *bracketed positions* used for less precise mapping. See Additional file 2: Table S6 for sequence and scaffold accession numbers and sizes, in addition to map positions for sex-linked (chromosome 1; X and Y) genes/sequences mapped to undefined loci on mitotic non-polytenized chromosome spreads [20, 21]

This initial step in the development of a physical map already provides significant support for the assembly since localization of 14 (of 45) mapped scaffolds were supported by two or more mapped genes/sequences, and in no case was discontinuity by intervening scaffolds observed. This includes the 15.8 Mb scaffold 3 (NW_004523802.1) on 6L, to which *Medflymic80* at 85B and the *chorion S15-S19* cluster/*paramyosin* genes at 88B are linked. The extrapolated length spanning three map sections (~4.8 Mb/ map section) is also consistent with approximately 90 % of the scaffold size and the high quality of its linkage. The assignment of the 11 Mb scaffold 7 (NW_004524245.1) to 5L-62 to 65C by linkage to three in situ hybridized sequences (*Medflymic41*, *integrin-αPS2*, and *white*) is also consistent with scaffold length and integrity.

Continued scaffold assignment to linkage groups by genome-wide SNP analysis and continued chromosomal hybridizations of annotated genes should aid in the further expansion of the physical map and assembly confirmation. This may also be facilitated by insertion site sequencing of transformant vector integrations that have been localized by in situ hybridization, especially a series of *piggyBac* vector insertions [22] mapped to chromosome 5 of the D53 inversion strain used (to suppress recombination) in the *temperature sensitive lethal* genetic-sexing strain (Fig. 3). Insertion site sequencing for these transformant lines, among others using several transposon-based vectors, should allow further scaffold assignments to these loci.

**Fig. 3:**
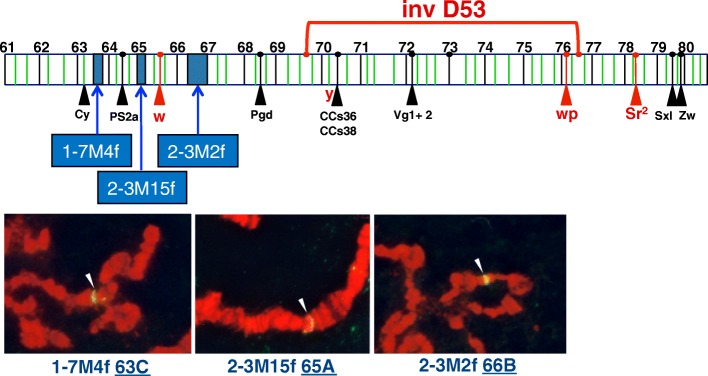
In situ hybridization *mapping* of *piggyBac* transformation vector insertions on chromosome 5 having the D53 inversion used in the VIENNA-8 *tsl* genetic sexing strain. *Top*: a *schematic* of chromosome 5 showing the *piggyBac* vector insertion sites along with other mapped genes and the D53 inversion breakpoints. *Bottom: images* of the yellow fluorescent-tagged hybridization site loci (*arrows*) on third larval instar salivary gland polytene chromosome spreads

#### Transposable elements

Mobile or transposable elements (TE) are major constituents of many metazoan genomes that play a significant role in the generation of spontaneous mutations, either by insertional mutagenesis or imprecise excisions that delete critical coding or regulatory sequences [23], making their presence and activity a major contributor to the evolutionary potential of most organisms. The ability of many functional autonomous elements to undergo lateral inter-species transfer, expansion in the new host genome and then accumulation of mutations rendering them inactive, also provides several means of defining phylogenetic relationships.

The presence and activity of TEs (especially Class II elements), in species such as *C. capitata*, has particular significance since medfly was the first non-drosophilid insect to be genetically transformed using a transposon-based vector system [9] and has been the subject of genetic manipulations for improved functional analysis and sexing and sterility strains for improved SIT [24–29]. In this regard, expansion of transformation-based manipulations may depend on the further identification of new TE vector systems, as well as ensuring the stability of previous and new transgenic strains by identifying the genomic presence of potential cross-mobilizing systems [28, 30, 31].

Approximately 18 % of the assembled *C. capitata* genome contains sequences of TE origin (see Additional file 2: Table S7). Of these sequences, 55.9 % are composed of retrotransposons (15.7 % long terminal repeats [LTRs] and 40.2 % non-LTRs) and 44.1 % are DNA transposons. This is higher than the proportion estimated for the euchromatic region of *D. melanogaster* (5.3 %), but not much above the combined estimate as a proportion of the total euchromatic and heterochromatic *D. melanogaster* genome (10–15 %) [32]. Among Class I elements, the *RTE* and *Jockey* non-LTR TE subclasses occupy 5.27 % and 1.47 % of the genome, respectively, while the *Gypsy* LTR TE subclass occupies 1.4 % of the genome. Among DNA transposons, all the major superfamilies are represented with sequences derived from the *Tc1/mariner* superfamily comprising a large majority (82.1 %) of the identified genomic sequences (approximately 6.8 % of the entire genome). This is consistent with the observation in *Drosophila* species in which *Tc1/mariner* elements are a large percentage of DNA transposons, and also with studies from other tephritid species [33, 34].

The large *Tc1/mariner* element representation is of interest since the *Tc1*-like *Minos* element from *D. hydei* [35] was used for the first germ-line transformation of *C. capitata* [9] and the *mariner Mos1* element has a similar potential [11, 36]. BLASTp with the *Minos* transposase amino acid sequence provided no significant alignments, though tBLASTn provided several high similarity alignments including a 1040 nt translated sequence on scaffold 145 (NW_004523255.1) having 55 % identity (1e^–102^).

Medfly has been most commonly transformed with *piggyBac*-based vectors [22] and many of these lines have been stably maintained under artificial marker selection for ten years or more. It is thus unlikely that *piggyBac*-related elements have cross-mobilizing activity, which is supported by relatively low similarities to *piggyBac* at the nucleotide or amino acid sequence level. This is in contrast to nearly identical *piggyBac* elements (>95 % nucleotide coding-region identity) that exist in a broad range of *Bactrocera* species, and throughout the *Bactrocera dorsalis* species complex, though none have been shown to be functional [37, 38]. Indeed, amino acid sequences in the medfly database that are most highly similar to *piggyBac* transposase by BLASTp include the human Pgdb4 isoform X2 (1e^–27^; XP_012161257.1) and *piggyBac*-derived protein 4-like (1e^–25^; XP_004524835.1) sequences, all of which belong to the transposase IS4 family having the DDE_Tnp_1_7 domain. Alignments to the *piggyBac* transposase by tBLASTn, however, yielded multiple sequences with e-values <1e^–10^, with a translated 1281 nucleotide sequence on scaffold 297 (NW_004523799.1) yielding the most significant e-value of 7e^–148^.

The *hAT*-family *Hermes* element from *M. domestica* [39] has also been used to transform medfly [40], and similar to *Minos*, significant similarities in the medfly genome have yet to be found to the complete nucleotide sequence by BLASTn, nor the transposase amino acid sequence by BLASTp. However, tBLASTn provided alignments to two translated nucleotide sequences on scaffold 50 (NW_004524024.1) having significant identities to *Hermes* transposase (43 % identity, 4e^–128^; and 39 % identity, 1e^–116^). Notably, overlapping sequences on scaffold 50 also show relatively high similarity to the *D. melanogaster hobo* (HFL1) *hAT* element that, thus far, has not shown vector function beyond drosophilid species. Partial sequences of several *hobo*-like elements were previously identified in medfly [41, 42].

As expected for members of Class II transposon superfamilies, related elements (or sequences) exist in medfly, though the relatively low levels of identity to transposon vector systems functional in this species, especially in the transposase-coding regions, suggest that significant divergence has occurred during vertical inheritance. If functional, the potential for cross-mobilization would require empirical evidence given the relative stability of transformant lines created with the three vector systems thus far. However, it may be assumed that transposon vectors currently in use will remain stable within the medfly genome with respect to potential re-mobilization by a cross-mobilizing transposase. This is a critical consideration for evaluating strain stability and environmental risks for transgenic strains used in field release programs.

#### microRNAs and microRNA machinery

microRNAs (miRNAs) are small (~22 nts) non-coding RNAs that play a critical role in gene regulation by inducing mRNA degradation and/or translation suppression for genes involved in reproduction, metamorphosis, aging, and social behavior, among numerous other aspects of insect biology [43]. This RNA interference (RNAi) mechanism for regulation of gene expression has facilitated the development of novel strategies for population control. Notably, the role of *Cctra* and *Cctra-2* in medfly sex determination has been clarified by RNAi studies where chromosomal XX females have undergone a sex reversal to phenotypic males [44, 45]. This result has also provided a unique approach to creating male-only populations for SIT release.

To identify precursor and mature miRNAs in *Ceratitis*, a step-wise annotation methodology was utilized. In brief, Hexapoda miRNA precursors and mature sequences were aligned against the assembled genome, while novel miRNA precursors were detected by a modified version of the Maple algorithm [46]. In total, 158 mature miRNAs were identified with high confidence along with 83 precursors. A total of 129 presented significant homology with known Hexapoda miRNAs (Additional file 2: Table S8). The number of identified miRNAs is considerably less than those annotated in *D. melanogaster* (n = 430), but comparable to *Aedes aegypti* (n = 125), and twice the number found in *Musca domestica* (n = 69). A set of 13 putative clusters comprising more than one pre-miRNA have been identified. The majority of clusters (10 out of 13) range in size between 260 and 8514 bp, while the remaining three have sizes of 14,436 bp, 18,467 bp, and 25,941 bp, respectively. Thirty-three of the 83 precursors (~39.7 %) belong to a cluster. The genomic localization of the identified pre-miRNAs (based on the NCBI Gnomon annotation) are putatively detected as six read-through pre-miRNAs (7.2 %; same strand orientation within 4 kb of a start/stop coding region), 30 intronic (36.2 %), three antisense (3.6 %), and 44 intergenic (53 %).

In addition to the mature and precursor miRNA sequences, genes associated with RNAi have been characterized, including *dicer1*, *drosha*, *dgcr8* (*pasha*), and *argonaute-2*, which play key roles in miRNA biogenesis and function [47, 48] (Additional file 2: Table S9). Other important identified miRNA-related genes include *snd1*, *gawky*, *dcp2*, and *ccr4-not. Snd1* is a member of the RISC complex [49, 50], while *gawky* is required for miRNA-mediated gene silencing, promoting mRNA deadenylation and decapping via *ccr4-cnot* and *dcp2* recruitment [51–53]. Moreover, genes encoding *exportin-5* and *ran* proteins, which are responsible for miRNA precursor nuclear export [54] were also characterized.

The identified miRNA-related proteins and the number of predicted miRNAs, exhibit a well-formed layer of post-transcriptional regulation through miRNA-induced translation suppression or mRNA degradation. The high number of conserved miRNAs indicates regulation networks conserved in Hexapoda. No *Sid-1* homologue, which is involved in systemic miRNA, was found in the *C. capitata* genome, similar to other dipteran species. Genes related to siRNA and piRNA biogenesis and function were also identified, including *prkra*, which is required for miRNA/siRNA production by *dicer1*, and *piwi*, *argonaute-3*, *aubergine*, *hen1*, *spindle-e*, *tejas*, *vasa*, *maelstrom*, *deadlock*, *cutoff*, and *tdrkh*, which are part of the piRNA pathway [55]. Interestingly, only *deadlock* and *cutoff* were identified*,* while a *rhino* homologue was not detected in the medfly genome. These three proteins form the proposed *rhino*, *deadlock*, *cutoff* (RDC) complex and loss of *rhino* leads to loss of piRNAs from dual-strand, but not from uni-strand clusters in *Drosophila* [56]. Furthermore, *Yb*-like genes were not identified and it is of interest to determine how the lack of highly homologous *Yb* and *rhino* genes affect piRNA germline transcription or if there are proteins presenting similar functions. Nevertheless, the numerous piRNA-related proteins signify a well-structured pathway.

### Gene families associated with adaptation and invasiveness

Unlike *Drosophila* that inhabits and feeds on rotting and decaying organic matter, and *Musca* that feeds and develops in excreta, carcasses, and other septic matter, medfly is an opportunistic phytophagous species whose survival and dispersion is tightly dependent on its interactions with its different host plants [57]. Adult medfly reproductive behavior is very elaborate and involves the use of sexual pheromones [58, 59] and adults must seek out a rich diet based on carbohydrates and proteins to support a high reproductive rate [60], which involves chemoreception and vision to detect appropriate plant hosts and adaptation to aqueous larval environments. In addition, all invasive insects require adaptation to new and diverse microbial environments requiring immunity mechanisms that defend against multiple pathogens. These are especially important to medfly which oviposits its eggs in microbiologically rich environments. These different resource exploitation and survival strategies are reflected in adaptive differences in the chemoreception, water transport, and visual and immunity system pathways of these species. Indeed, the impressive biological success of medfly is supported by these and additional adaptive traits involving larval to adult life stages in which plasticity for these pathways play a fundamental role [61].

#### Chemoreception

Insect olfaction and gustation is the product of a signal transduction cascade that includes four major gene families [62]. These include the water-soluble odorant-binding proteins (OBPs) that bind to the membrane-bound odorant receptors (ORs) [62, 63], the gustatory taste receptors (GRs) [64], and the ionotropic receptors (IRs) that evolved from the ionotropic glutamate receptor superfamily that respond to amines, acids, and other odorants not perceived by the ORs [65, 66].

The *C. capitata* OBP and chemoreceptor family repertoires (ORs, GRs, and IRs) were compared with those of *D. melanogaster* [63, 65, 67] and the housefly, *M. domestica* [68] (Fig. 4). The total of 46 OBP genes encoding 48 proteins augments the 17 OBP transcripts identified previously from a transcriptome study [58], which is less than the other flies; however, medfly has chemoreceptor repertoires of intermediate size between the lower and higher counts of *D. melanogaster* and *M. domestica*, respectively (see Additional file 3: Figure S1 and Additional file 2: Table S10). 

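The proteins listed in Additional file 4 (48 OBP, 76 OR, 81 GR and 70 IR) were searched with BLASTp against 76362 open reading frames predicted by the authors on a transcriptome assembly of dissected medfly reproductive tracts and female gut, from the Egypt II strain. The assembly groups its contigs into 95106 components, of which 16149 carry a predicted frame. A protein was matched when its best-scoring frame was at least 95% identical over at least 50% of the protein. By this rule 31 OBP proteins (64.6%) had a frame, on 28 components, with a median identity of 99.4%, and 26 of these frames covered the whole protein. Of the other families, 11 OR, 14 GR and 12 IR proteins were matched, or 14.5%, 17.3% and 17.1% of those listed. CcapObp11 and CcapObp12, CcapObp31 and CcapObp32, CcapObp36 and CcapObp37A, and CcapOr49 and CcapOr50 fell on the same component, so that the reads of each such pair were counted together. In all, 68 of the 275 proteins were matched, and requiring an alignment over 80% of the protein, the alternative that moved this number most, left 51. A protein without a frame was not detectable in the assembly of these tissues by this rule. Heads, antennae and mouthparts are not among the samples.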

The 17 previously identified OBPs were characterized for their transcription activities in different body compartments of each sex and a subset showed transcriptional changes related to maturation, mating, and time of day [59, 69]. Further biochemical assays indicated that CcapObp24 (previously named CcapOBP83a-2) showed high affinity for (E,E)-a-farnesene, one of the five major components of the medfly male pheromone [59]. Detailed examination of the gene family relationships in *C. capitata*, *D. melanogaster*, and *M. domestica* revealed expected patterns of birth-and-death gene family evolution typical of environmentally relevant genes.

**Fig. 4:**
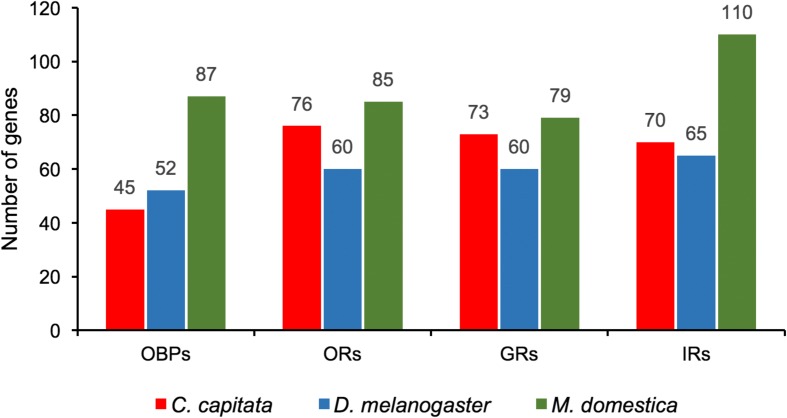
Comparison of gene numbers for odorant-binding proteins (OBPs), odorant receptors (ORs), gustatory receptors (GRs), and ionotrophic receptors (IRs) in *C. capitata*, *D. melanogaster*, and *M. domestica*. Gene numbers provided above each *bar*

Medfly shares the highly conserved members of these families, such as the Orco protein that functions with each specific OR to make a functional olfactory receptor (Fig. 5; see Additional file 2: Table S11) and the equivalent Ir8a/25a proteins, along with the conserved suites of sugar and carbon dioxide GRs and some bitter taste GRs. In contrast to *Musca*, which exhibited expansions of several lineages of candidate bitter taste receptors in the GR and IR families, as well as expansion of the DmelOr45a lineage implicated in repulsion from aversive chemicals in larvae [70], *Ceratitis* is more similar to *Drosophila* in having few differential expansions of candidate bitter GR and IRs and a single ortholog of DmelOr45a (Fig. 6; see Additional file 2: Tables S12 and S13 and Additional file 3: Figure S2). It also has an expansion of the DmelGr32a and 39b lineages (single orthologs in *Musca*), as well as an ortholog for DmelGr68a (lost from *Musca*), all of which are implicated in pheromone perception [71]. 

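Of the proteins CcapOrCo, CcapIr8a and CcapIr25a, only CcapIr25a had a matched frame, with 100% identity over 80.8% of the protein, on a component of the assembly (comp20511_c0) that carries 8 predicted frames. The authors counted reads on the components in 3 libraries each of virgin female gut, virgin female lower reproductive tract, mated female lower reproductive tract and mated male reproductive tract. Before any normalization, the component with CcapIr25a had 1312 to 1769 reads per library in gut, 1239 to 1628 in the virgin female tract, 1044 to 1387 in the mated female tract and 2726 to 4453 in the male tract, and these counts cover all 8 frames. The best frame for CcapIr8a was 98.4% identical but reached over 19.9% of the protein. For CcapOrCo the best frame had 23.2% identity over 32.8% of the protein, so no expression value is given for either.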

*Ceratitis* also has an expansion (CcapOr58-62) equidistant from the DmelOr67d and DmelOr83c lineages that have, apparently, very different functions. DmelOr67d is involved in the perception of a male-produced pheromone [72] whereas DmelOr83c is specific for farnesol, a component of citrus peel [73], as well as a major component of the medfly pheromone [59]. An extensive expansion of the DmelOr67d lineage is present in *Musca* (MdomOr53-65) suggesting that the housefly, and perhaps medfly, may have more complex pheromone repertoires than *D. melanogaster. Ceratitis* also differs from the other flies in having four genes related to the DmelGr43a lineage, which is a fructose receptor [74] expressed in both mouthparts and the brain, and details of the expression patterns of these four genes may reveal sub-functions for this lineage. Finally, the DmelOr7a lineage that includes a receptor for fruit odors in *Drosophila* [75] shows a medfly-specific expansion to ten genes, while this lineage was lost in *Musca*, which presumably does not require fruit detection. *Ceratitis* has a similar expansion of seven GRs related to the DmelGr22a-f expansion, and two proteins related to DmelGr93b-d, both lineages lost from *Musca*, raising the possibility for the bitter taste receptors involvement in fruit perception.

**Fig. 5:**
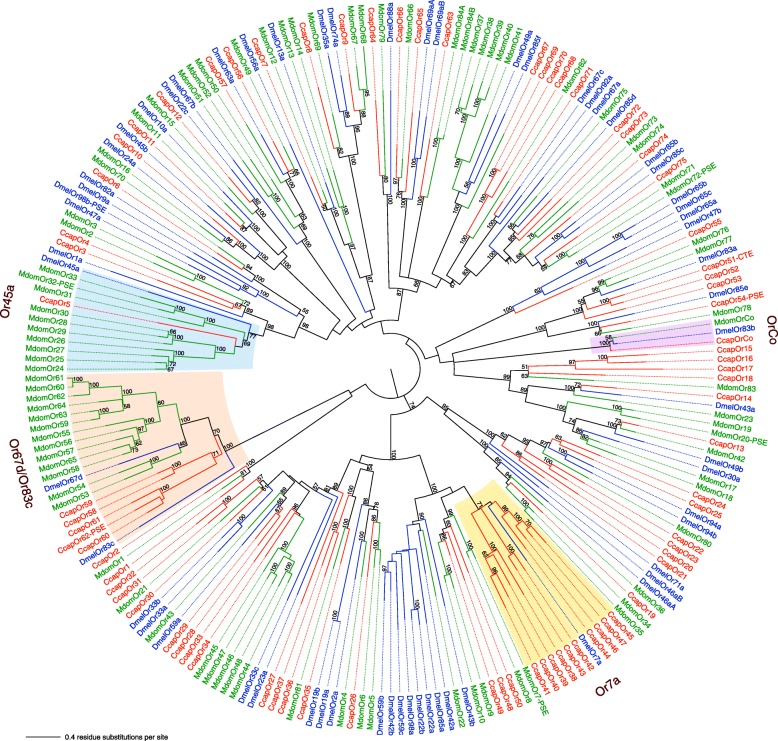
Phylogenetic relationships of OR proteins from *C. capitata*, *D. melanogaster*, and *M. domestica*. The unrooted maximum likelihood (log likelihood = –140908) tree was inferred using the Le and Gascuel model [208] with a discrete Gamma distribution and some invariable sites. Bootstrap values greater than 50 % (1000 replications) are shown. Suffixes after the gene/protein names are: -CTE, C-terminus missing; -PSE, pseudogene

**Fig. 6:**
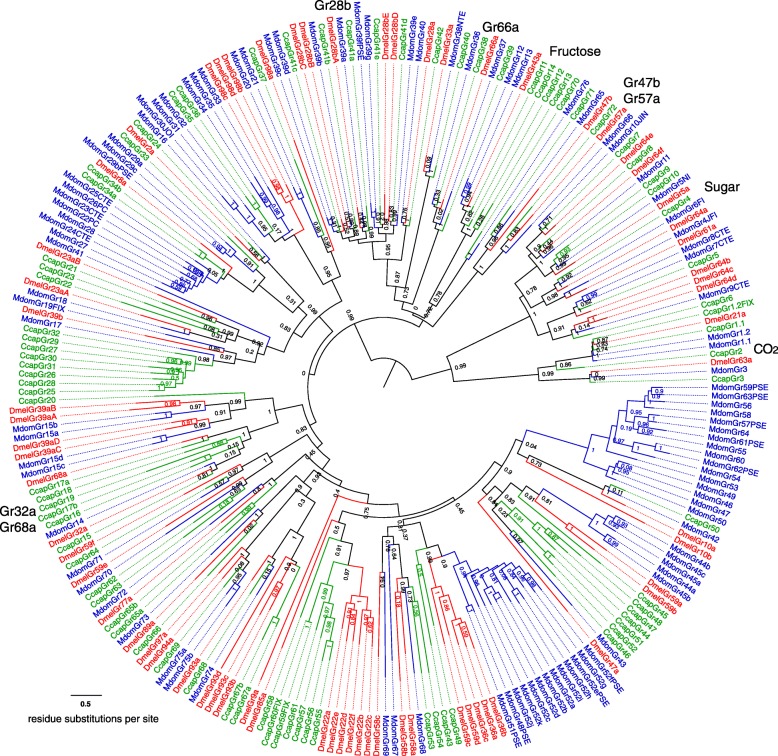
Phylogenetic tree of *C. capitata* GR proteins with those from *D. melanogaster* and *M. domestica*. The maximum likelihood tree was rooted by assigning the carbon dioxide and sugar receptor subfamilies as the outgroup. Clades discussed in the text are indicated on the outer edge

In summary, *Ceratitis* is more similar to *Drosophila* than *Musca* in its repertoire of chemoreceptors, most likely due to a more similar ecology, despite being more basal phylogenetically [76]. *Ceratitis* is also distinctive in having several separate expansions of receptors implicated in fruit detection and courtship in *Drosophila*. See Additional file 4 for further results, discussion, and protein sequences for the OBP/OR and GR/IR chemoreception gene families.

#### Opsin genes

In addition to odorants, field experiments have shown that the visual system plays a significant role in medfly host fruit detection, for which medflies are equipped with prominent, colorfully patterned compound eyes [77]. This has allowed the development of visual traps for both trapping and monitoring that are effective in both sexes, particularly using coloration in the yellow-orange wavelength range [78, 79]. The attractive effect of specific color hues, however, appears to vary across populations, which reflects genetic plasticity that fine-tunes color preference to the range of available host fruits [80]. In addition, shape recognition represents another vision-guided component in host fruit detection [81] and vision is further assumed to generally play a role in the courtship of tephritid flies [82]. Physiological measurements revealed sensitivity peaks in the UV range (365 nm) and in the yellow-green range (485–500 nm) [77].

These data are compatible with the apparent absence of a member of the blue sensitive opsin subfamily in the *Ceratitis* genome, while the repertoire of long wavelength-sensitive (Rh1, Rh2, and Rh6) and UV-sensitive (Rh3 and Rh4) opsins is conserved between *Ceratitis* and *Drosophila* (Additional file 3: Figure S3). In *Drosophila*, the blue-sensitive *opsin* gene Rh5 is specifically expressed in ommatidia sensitive to shorter wavelengths (“pale” ommatidia), whereas the long wavelength-sensitive opsin Rh6 is present in ommatidia sensitive to green (“yellow” ommatidia) [83]. Given that the blue *opsin* gene subfamily is equally conserved in winged insects [84], as are the UV and green *opsin* gene subfamilies, the absence of a blue opsin from *Ceratitis* indicates unexpected regressive differences in the organization and genetic regulation of differential *opsin* expression compared to *Drosophila*, deserving further exploration.

#### Aquaporin genes

Twelve putative *aquaporin* (AQP) genes have been identified from the *C. capitata* genome and predicted gene sets (Additional file 2: Table S14), which is the highest number of AQP genes documented for any insect thus far (two more than those discovered in *Glossina morsitans* [85] and four more than those in *D. melanogaster* [86]). This increased gene number is the result of an expanded water transporting Drip/Prip (Clade A) family, which has been demonstrated in other brachycerans such as *Glossina* and *Musca* [85] (Fig. 7). In addition, four putative entomoglyceroporins (Clade B), a recently described Prip-like channel capable of transporting glycerol and urea due to a single mutation of transmembrane domain 5 from a charged histidine to an uncharged amino acid [87], are present in the medfly genome, which is similar to *Drosophila*, *Glossina*, and *Musca* and twice the number found in mosquitoes (Fig. 7). As expected, at least one gene for each of the five previously identified insect AQP groups are present in the *C. capitata* genome [87, 88] (Additional file 2: Table S14). The identification of expanded Drip/Prip genes among most higher flies suggests increased or specialized water transport, but functional studies will be necessary to establish the role of these additional AQPs in relation to brachyceran physiology.

**Fig. 7:**
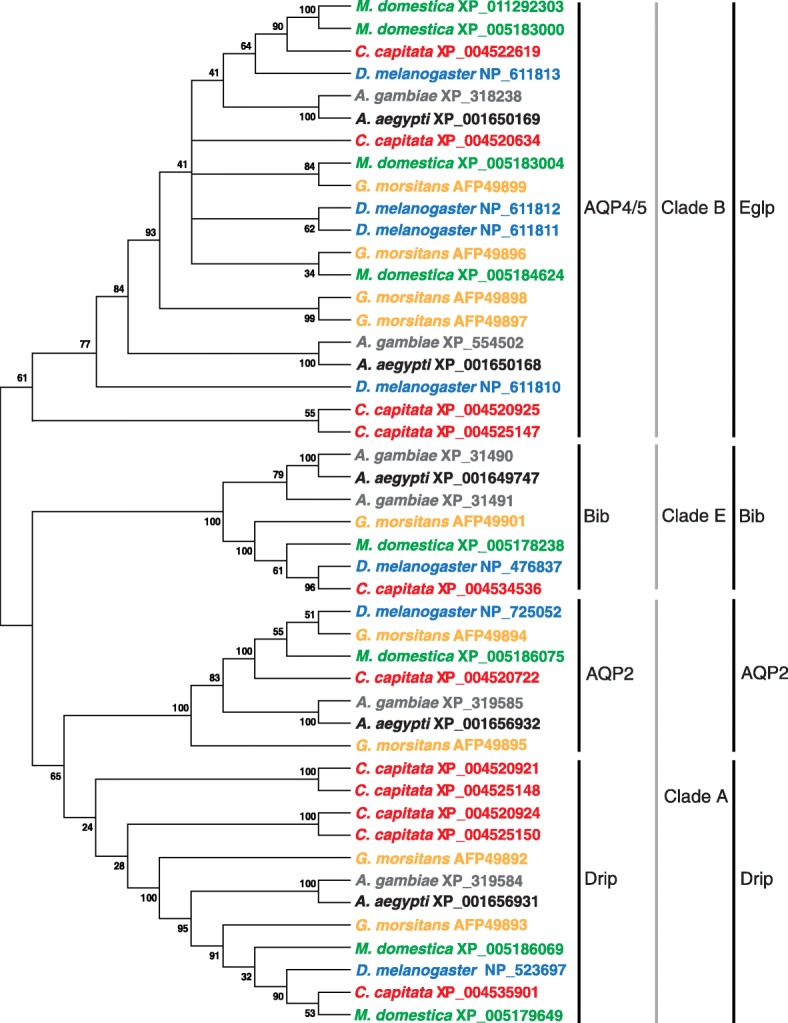
Comparison of predicted AQP amino acid sequences from *C. capitata* and other indicated Diptera. The *neighbor-joining tree* was produced using MEGA6 using Dayhoff Model and pairwise matching; *branch values* indicate support following 3000 bootstraps with values below 20 % omitted. Classification is based upon Finn et al., Benoit et al., and Fabrick et al. [87, 88, 226]. *Drip Drosophila* integral protein, *Prip Pyrocoelia rufa* integral protein, *Eglp* entomoglyceroporin, *AQP* aquaporin. Unorthodox AQPs are not included in this analysis

#### Immunity-related gene*s*

The immunity response includes melanization, phagocytosis, encapsulation, clotting, and biosynthesis of antimicrobial peptides and proteins (AMP) by the fat body [89]. Four main signaling pathways are involved in pathogen recognition and defense response: the Toll, immune deficiency (IMD), JAK/STAT, and JNK pathways [90]. The recognition of bacteria in insects is achieved through two families of pattern recognition receptor (PRRs), peptidoglycan recognition proteins (PGRPs), and Gram-negative binding proteins (GNBPs), that bind microbial ligands and activate the immunity pathways [91–93]. Genes representative of all four pathways were identified in the *C. capitata* genome.

The *C. capitata* genome annotation initially identified 413 putative immunity genes by a search of the innate immunity databases for *D. melanogaster* and *An. gambiae* (see http://bordensteinlab.vanderbilt.edu/IIID/test_immunity.php) [94]. Of these, 63 showed direct homology to both *D. melanogaster* and *Anopheles gambiae* putative immunity genes, 77 solely to *An. gambiae* genes, and 122 solely to *D. melanogaster* genes (Additional file 2: Table S15). The remaining 151 genes were identified, via a Hidden Markov model (HMM) analysis, by possessing all the aforementioned components of the insect immune system. The availability of additional insect genomes now allows for more comprehensive comparisons of the various insect immune systems. The total number of medfly immunity genes (n = 413) is somewhat higher than *D. melanogaster* (n = 379), but less so than the housefly (n = 771), which must cope with a pathogen-rich environment [68]. Nevertheless, the enormously diverse host-choice for medfly and its cosmopolitan nature has resulted in a robust immune system providing a defense for the diverse pathogens encountered in the various hosts and environmental conditions.

Specific gene families provide several interesting insights. The antibacterial ceratotoxin peptide family (seven genes), for example, is thus far unique to medfly and several other species in the *Ceratitis* genus, where they exist in the female accessory glands to protect the reproductive tract from bacterial infection during mating. They are also found on the surface of oviposited eggs where they may create a microbiologically controlled environment that favors early larval development [95–98]. These genes are clustered together on the X chromosome and apparently arose as a result of gene duplication [99]. The *spätzle* gene family is also highly expanded in medfly, where it is an immune response effector that activates the Toll signaling pathway [89, 100, 101] induced by Gram-positive bacteria and fungi [102]. Indeed, fungal infections commonly follow fruit punctures after oviposition, which may contribute to the expanded *spätzle* family in medfly. In this respect there is a significant expansion in the Toll receptor family, having 17 genes, relative to nine in *Drosophila* and *M. domestica*. The clip-domain serine protease gene family, required for *spätzle* activation [103, 104], is also expanded in medfly, having 50 genes relative to 45 in *D. melanogaster* and 28 in *M. domestica*. However, *Toll* is also involved in embryonic development [105–107] and, therefore, the observed expansion may involve other systems in addition to immune response.

### Gene families associated with insecticide resistance and detoxification

The emergence of resistance to insecticides is recognized as a major challenge for IPM control of economically important tephritid flies such as *C. capitata* [108]. Thus, a high priority is the identification of genes associated with insecticide resistance, including the three major detoxification enzyme families (cytochrome P450, carboxylesterases, and glutathione S-transferases), known receptors/targets for the main groups of insecticides (cholinesterase, cys-loop ligand-gated ion channel, and voltage-gated sodium channels genes), and cuticle proteins. This analysis also provides significant knowledge relevant to the role of these genes and their gene families in biological processes fundamental to development and behavior.

#### Cytochrome P450 genes

The P450 enzymes, including mixed function oxidases and cytochrome P450 (CYP450) mono-oxygenases, have a highly diverse array of functions including synthesis of hormones critical to insect development and reproduction, as well as chemical metabolism that facilitates host plant adaptation and survival in toxic environments (e.g. insecticide detoxification). This array of functions is achieved, typically, by a large number of related, though structurally independent P450 proteins, whose total number and rate of expansion is influenced by species-specific physiology and environmental challenges.

The *C. capitata* cytochrome P450 family is composed of 103 genes and nine pseudogenes (Additional file 2: Table S16) having a greater level of expansion compared to *D. melanogaster* where 88 CYP450 genes and three pseudogenes have been identified (http://flybase.org/). This expansion is mainly found in CYP6 (clan 3) and CYP12 (mitochondrial clan) genes (Fig. 8), but is less expanded than the respective clans found in *M. domestica* [68]. The medfly CYP6 family is composed of 40 genes and four pseudogenes, almost doubling the 23 genes found in *D. melanogaster*, by the notable expansion of subfamilies CYP6A (14 genes), CYP6G (nine genes), and CYP6D (five genes). Interestingly, members of the three subfamilies have been previously associated with insecticide resistance in higher Diptera and clan 3 has been previously characterized as proliferating rapidly by gene cluster duplications [109]. Indeed, a cluster of 18 consecutive CYP genes (13 of which belong to the CYP6A subfamily) is found in the *Ceratitis* genome. Two related, but shorter clusters of two and nine consecutive CYP6 genes are found in the *D. melanogaster* genome separated by 6 Mb. Notably, orthologs for the flanking genes upstream (*mtt,* FBgn0050361) and downstream (*Kank*, FBgn0027596) of the first and the second cluster, respectively, in *D. melanogaster* are found flanking the CYP6 gene cluster in *Ceratitis* (Additional file 3: Figure S4A). The CYP6A51 gene (XP_004534861), whose overexpression had been previously associated with lambda-cyhalothrin resistance in *Ceratitis* [110], is located at one end of this cluster.

**Fig. 8:**
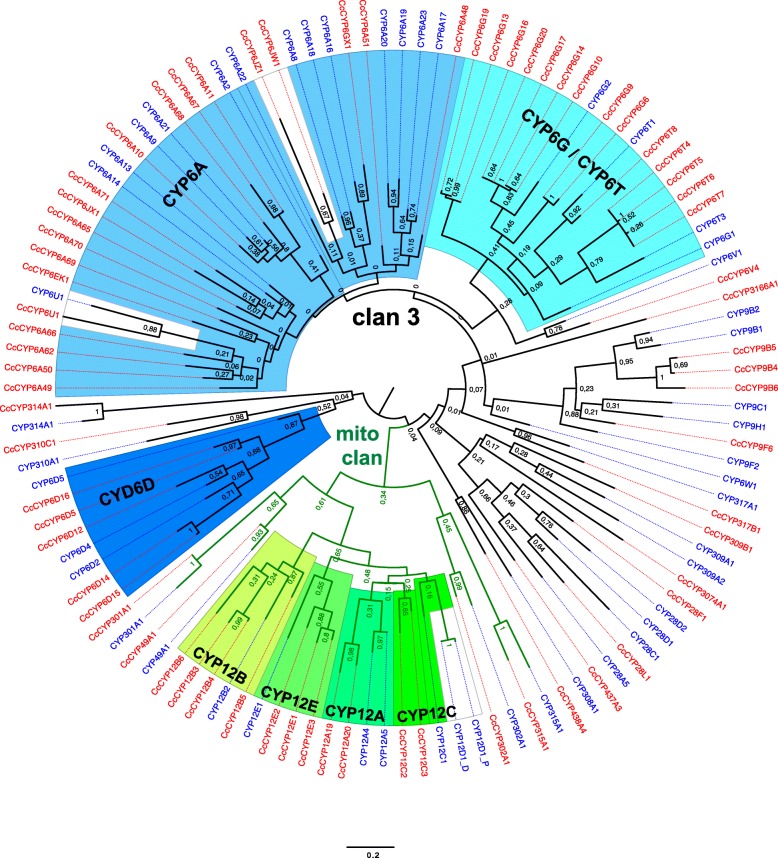
Bootstrap PhyML tree (http://phylogeny.lirmm.fr/) performed with protein sequences of the CYP3 and mitochondrial clans of cytochrome P450 genes found in the genome of *C. capitata* (*red*) and *D. melanogaster* (*blue*). Expanded CYP6 and CYP12 subfamilies are highlighted. Branch length scale indicates average residue substitutions per site

The two in tandem CYP6G genes in opposite orientation followed by one CYP6T gene found in *D. melanogaster* is also found in *Ceratitis*, having the same conserved gene order and orientation. However, the tandem array in *Ceratitis* includes three CYP6G genes and one CYP6T, and is repeated at least three times resulting in nine CYP6G genes, four CYP6T genes, and four CYP6G pseudogenes (Additional file 3: Figure S4B). We have also found two more CYP6D genes in *C. capitata* than in *D. melanogaster*.

Finally, the CYP12 family is formed by 11 genes and one pseudogene in *Ceratitis*. Homologs for five of the seven genes of this family identified in *D. melanogaster*, except for Cyp12d1-d and Cyp12d2-p, are found in *Ceratitis*. Interestingly, the additional genes found in *Ceratitis* most likely resulted from duplication events, since they are located in four clusters of two CYP12A (+1 pseudogene), four CYP12B, two CYP12C, and three CYP12E genes (+1 pseudogene). These duplications may be explained by their participation in environmental responses, suggesting that these genes should be of interest to studies on P450-mediated resistance in *Ceratitis*. Indeed, genes of the CYP12 family have been associated with insecticide resistance in both *Musca* and *Drosophila* [109].

Among cytochrome P450 genes there are also components of the ecdysone biosynthesis pathway. 20-hydroxyecdysone (20E) plays a critical role in both early development and female reproduction in most, if not all, insects and, thus, can be targeted by highly specific insect growth regulators (IGR) for population control. Of particular interest are orthologs of the four P450 Halloween genes that act in the final steps of ketodiol conversion to the active hormone [111] (Additional file 2: Table S16). Those found in *Ceratitis* include: *phantom* (*CcCYP306A1*), *disembodied* (*CcCYP302A1*), *shadow* (*CcCYP315A1*), and *shade* (*CcCYP314A1*). By contrast, one of the two genes that may participate as stage-specific components in 20E biosynthesis in *D. melanogaster* (*Cyp307a1*, *spook*, and *Cyp307a2*, *spookier*) is absent in medfly. The gene found in *Ceratitis* contains an intron and has been consequently named *CcCYP307A2*, considering that *D. melanogaster Cyp307a1* is an intronless mRNA-derived paralog of *Cyp307a2* [112] that is only found in the Sophophoran subgenus of *Drosophila* [113].

#### Carboxyl/cholinesterase genes

Insect carboxyl/cholinesterases have been classified within 14 clades (A to N), while two of the clades (C and G) have yet to be found in higher Diptera [114]. A total of 35 carboxyl/cholinesterase genes were identified in *D. melanogaster* while 43 were found in *C. capitata*. Orthologous genes for all members of the acetylcholinesterase and non-catalytic neurodevelopmental clades (I to N) are found in *Ceratitis* with no additional gene duplications or deletions. The differences in the number of carboxyl/cholinesterases genes in *Ceratitis* compared to *D. melanogaster* are found in clades A, D, E, F, and H (Fig. 9; see Additional file 2: Table S17). Three tandem copies of a *cricket-like* gene (clade A, FBgn0000326), putatively influencing male mating behavior in *D. melanogaster* [115], are found in *C. capitata*. The microsomal alpha-esterase gene cluster [116] (Clade B) involved in detoxification is also found in the *C. capitata* genome, and has two extra genes compared to *D. melanogaster*. Here we find two copies of the “*aliesterase*” gene (*alpha-7* or *E3*) that has been associated with organophosphate resistance in *M. domestica* and *Lucilia cuprina* [117]. Interestingly, an unknown mechanism of malathion resistance mediated by an alteration in aliesterase activity is also being studied in *C. capitata* [118]. The cluster of *Est6* and *Est7* genes (Clade E, beta-esterases) conserved in the *Drosophila* species group [116] is not found in the *Ceratitis* genome, which possesses only one of the two genes. Nonetheless, the total number of genes in Clade E is preserved in *C. capitata* due to the tandem duplication of another gene, similar to CG6414 (FBgn0029690). Finally, a single *juvenile hormone esterase* (*JHE*) gene and three tandem copies of the *juvenile hormone esterase duplication* (*JHEdup*) gene, which encode proteins lacking the GQSAG motif found in active JHE [119], are found in *Ceratitis*. A proliferation in the *JHEdup* gene by a duplication event in cactophilic *Drosophila* has been associated with ethanol degradation in rotting fruits [120], although the exact function of these genes remains uncertain. Nevertheless, *JHE* and related genes involved in JH metabolism may also provide important targets for IGRs.

**Fig. 9:**
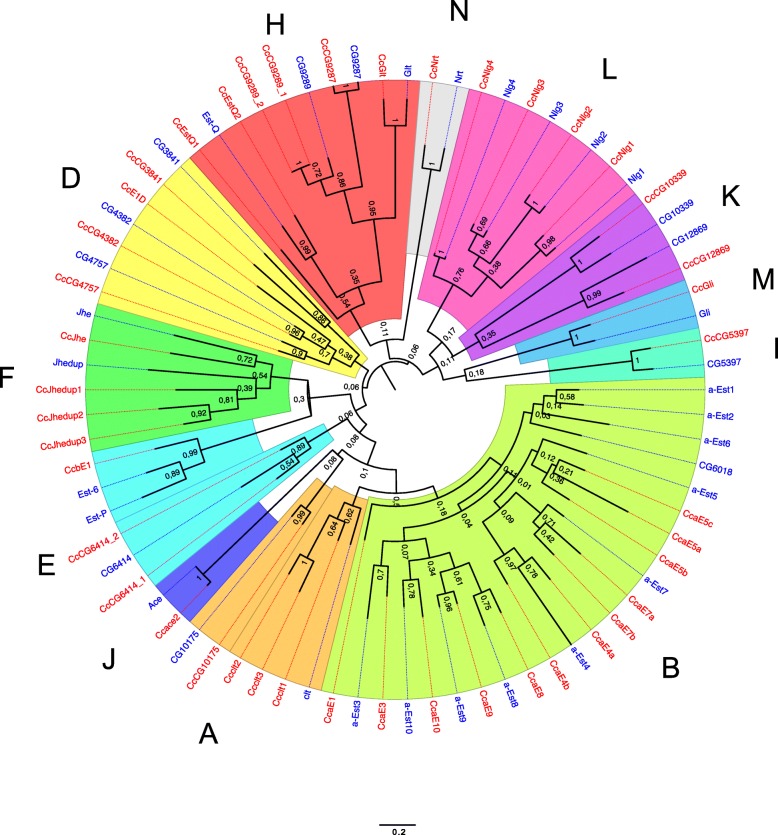
Bootstrap PhyML tree of *C. capitata* (*red*) and *D. melanogaster* (*blue*) esterase protein sequences (http://phylogeny.lirmm.fr/). Clades are indicated by letters, A–N. *Branch length scale* indicates average residue substitutions per site

#### Glutathione S-transferase genes

Glutathione S-transferases (GSTs) are a large family of proteins that are involved in metabolic detoxification. We have identified 28 cytosolic GST genes in the *C. capitata* genome and 1 pseudogene (Additional file 2: Table S18), which is fewer than the 36 GST genes found in *D. melanogaster* and equal to the number of genes in *M. domestica*. Phylogeny-based classification has allowed their grouping into six GST subclasses (Additional file 3: Figure S5): seven *Delta* GSTs, 14 *Epsilon* GSTs, one *Omega* GST, three *Theta* GSTs, two *Zeta* GSTs, and one *Sigma* GST. As in *Drosophila*, many of the insect-specific genes of the *Delta* and *Epsilon* subclasses, putatively involved in insect responses to environmental conditions [121, 122], are organized within clusters in the *C. capitata* genome. Genes of these two subclasses have been involved in insect responses to xenobiotics and in insecticide resistance [121, 122], such as OP-resistance in *M. domestica* mediated by gene amplification of *MdGSTD3* and DDT-resistance in *D. melanogaster* associated to over-expression of *DmGSTD1*. However, resistance to insecticides mediated by GSTs have not yet been reported in *Ceratitis*, which may be related to the few cases in which resistance mechanisms have been elucidated for this species when compared to *Musca* and *Drosophila*.

#### Cys-loop ligand-gated ion channel superfamily genes

Members of the cys-loop ligand-gated ion channel (cysLGIC) superfamily [123], including the highly conserved nicotinic acetylcholine receptor (nAChR) subunits and the GABA receptors, GluCls and HisCls, are targets for insecticides. In the medfly genome we find orthologous genes for most of the cysLGIC members described in insects (Additional file 2: Table S19). Interestingly, an additional divergent nAChR subunit gene, coding for an α subunit receptor (nAChRα8) that conserve the two adjacent cysteine residues involved in acetylcholine binding, is identified in *Ceratitis* (Additional file 3: Figure S6). Orthologous genes for this divergent subunit are only found in other tephritid flies such us *Bactrocera cucurbitae* (XP_011189556), *B. dorsalis* (XP_011213957), and *B. oleae* (XP_014090995). This represents a minor expansion of the *C. capitata* nAChR group, which has also been observed in *Apis mellifera* (nine α and two β subunits), *Tribolium castaneum* (11 α and one β subunits), and, more noticeably, in *Nasonia vitripennis* (12 α and four β subunits) [124] (Additional file 2: Table S19). Recently, resistance to spinosad, a major natural control compound for medfly, has been selected in a *C. capitata* laboratory strain [125]. Since spinosyns target nAChR subunits, the functional characterization of this group should be important to elucidating the molecular mechanism involved in this resistance.

#### Voltage-gated sodium channel genes

The voltage-gated sodium channel, the target site for DDT and pyrethroid insecticides, is composed of a pore-forming subunit encoded by a unique gene with extensive alternative splicing and RNA editing, which generate a large collection of sodium channel isoform variants [126] interacting with auxiliary subunits that modulate their function [127]. In *Ceratitis*, orthologs are found for the *D. melanogaster DmNa*_*v*_ gene (formerly *para*) and the auxiliary subunits: *TipE* and four *TipE*-homologous genes (*Teh1*, *Teh2*, *Teh3*, *Teh4*) [127, 128]. The genomic arrangement of the TipE gene family members in *C. capitata* coincides with the one observed in *D. melanogaster* (*TipE*, *Teh2*, *Teh3*, and *Teh4* genes in a cluster separated from *Teh1*), which is believed to be conserved among the Insecta [129]. A well characterized mechanism of resistance to pyrethroids is target site insensitivity mediated by mutations in the voltage-gated sodium channel gene [126], often referred to as knockdown resistance or “kdr resistance.” The information acquired after sequencing the genome would be highly valuable to study this complex target. Resistance to pyrethroids has been reported in both Spanish field populations and a laboratory selected strain of *Ceratitis* [110]; however, this resistance is suspected to be mediated by P450 detoxification as mentioned above.

#### Cuticle protein genes

Using sequence motifs that are characteristic for several families of cuticle proteins [130], 202 genes coding for putative cuticle proteins were identified (Additional file 2: Table S20). These genes were analyzed with CutProtFam-Pred, a cuticular protein family prediction tool [131], and 195 genes could be assigned to one of eight families (CPR, CPAP1, CPAP3, CPF, CPCFC, CPLCA, CPLCG, and TWDL) (Additional file 2: Table S21). The remaining seven proteins lack a defining conserved domain but possess characteristics commonly associated with cuticle proteins, including the repeated low-complexity sequences (AAP[A/V]/GGY). Many of the genes (~77 %) are arranged in clusters of 3–28 genes (Additional file 2: Table S22 and Additional file 3: Figure S7) that are primarily specific to the type of cuticular protein. However, in several cases multiple family types were found in a single cluster. The size and number of clusters was similar to that observed in other species [132, 133] and may be a common feature of cuticle proteins in arthropods. Clustering may be important for the coordinated expression of these genes during critical points in development [134] and it has been suggested that clustering could facilitate the development of insecticide resistance [132].

Similar to other insects, the CPR family, with the RR-1 (soft cuticle), RR-2 (hard cuticle), and unclassifiable types, constitute the largest group of cuticle protein genes in the *Ceratitis* genome. The 110 CPR genes identified in medfly are comparable to the number in *Tribolium*, but slightly less than the 137 genes found in *D. melanogaster* [134, 135]. The number of genes in the protein families CPAP1, CPAP3, CPF, CPCFC, and CPLCG are similar to the number in other insects [134, 136]; however, *Ceratitis* shows an expansion in the Tweedle (TWDL) and CPLCA families similar to that in *D. melanogaster* and *M. domestica* (Fig. 10; see Additional file 3: Figure S8). Most insects have only 2–5 members of the TWDL family, while dipterans have an expanded family with mosquitoes (Culicidae) possessing 6–12 Tweedle genes, and *Drosophila*, *Musca*, and *Ceratitis* exhibiting a greater expansion of ~30–40 Tweedle genes. Similarly, *Drosophila* and *Ceratitis* also show a greater number of CPLCA genes (13–25 genes) than that found in other species (1–9 genes). The notable exception to the expansion of these gene families within Schizophora is *Glossina* (Fig. 10). The expansion of cuticle protein families likely reflects adaptive evolution [133, 135] and the lack of expansion in *Glossina* may reflect the difference in developmental strategies among these dipterans, with larval development occurring in utero in *Glossina* females. However, the precise role of these protein families, and the functional implications of expanded gene families, requires further study.

**Fig. 10:**
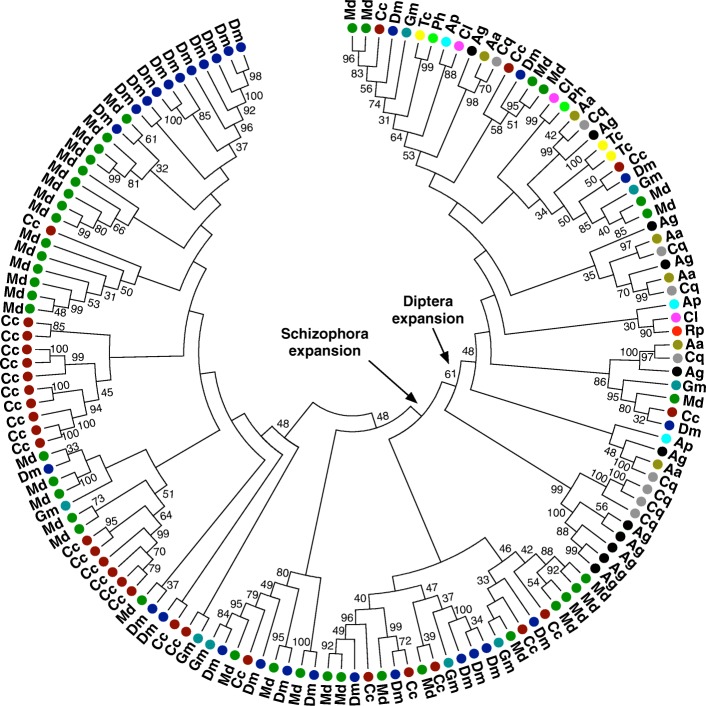
Phylogenetic tree demonstrating relationships of Tweedle proteins from *Ceratitis capitata* (Cc), *Drosophila melanogaster* (Dm), *Musca domestica* (Md), *Anopheles gambiae* (Ag), *Aedes aegypti* (Aa), *Glossina morsitans* (Gm), *Culex quinquefasciatus* (Cq), *Cimex lectularius* (Cl), *Rhodnius prolixus* (Rp), *Tribolium castaneum* (Tc), *Pediculus humanus* (Ph), and *Acyrthosiphon pisum* (Ap). The tree was constructed using the neighbor-joining method in MEGA6; Poisson correction and bootstrap replicates (2000 replicates) were used

### Gene families associated with sex, reproduction, and population control

SIT is the major biologically-based tactic for the control of medfly populations, in addition to several other tephritid pest species. Genomic data related to sex-determination, sex-specific gene expression, reproduction, and programmed cell death have already proven essential to the development of transgenic strains that improve the efficiency of female-lethality for male-only populations, male sterilization, and genetic marking systems for sperm and trapped males. Continued development and improvement of these strains will depend on new strategies that result in: (1) the suppression of testis-specific genes to induce male sterilization (as an alternative to irradiation); (2) the manipulation of sex determination genes in chromosomal females resulting in their development as sterile phenotypic males; (3) the identification of lethal effector genes for tissue and sex-specific conditional lethality; and (4) defining the molecular effects of seminal fluid proteins on female physiology and behavior, which may provide mechanisms that interfere with medfly reproduction.

#### Sex-determination, sex-linked, and sex-specific genes

Sex determination is a fundamental developmental process that regulates male-specific and female-specific sexual differentiation, and thus, various sex-specific aspects of fertility, courtship behavior, and, in some species, dosage compensation. Given the importance of these functions to medfly IPM population control, the sex-determining genetic constituents in this species, and their interactions, have been studied for many years [44, 137]. This has revealed many commonalities with *Drosophila*, including most of the identified sex-determination genes, yet several important distinctions exist [138].

In *Drosophila*, the *Sex-lethal* (*Sxl*) > *transformer/transformer-2* (*tra/tra-2*) *> doublesex/fruitless* (*dsx/fru*) sex-determination gene pathway hierarchy initiates female-specific differentiation when *Sxl* > *tra* transcripts encode functional splicing factors resulting in *dsx*-female expression. In the default state, when *Sxl* > *tra* non-functional products result in *dsx*-male expression, male-specific differentiation ensues. Orthologues to all of these genes were previously identified and tested in *C. capitata*, resulting in a similar hierarchy of activity [44, 45, 139, 140], except that the *Sex-lethal* ortholog (*CcSxl*) does not act as the upstream regulator of *Cctra* in females. Indeed, *Sxl* does not have any apparent sex-determining function in *Ceratitis*, similar to other other non-drosophilid dipterans including *Musca* [141, 142]. Alternatively, it has been shown that *Cctra* activity is required in XX embryos to establish the female developmental pathway, initiating *Cctra* positive auto-regulation by maternal *Cc*TRA, while male differentiation is regulated by a male determining factor (M-factor) that prevents *Cctra* activation [44, 143].

To further elucidate and confirm the relationship between sexual differentiation in *Drosophila* and *C. capitata*, 35 cognates of *Drosophila* genes were identified in the medfly genome that are directly or indirectly involved in sex determination or sexual differentiation (25 genes including *Cctra*, *Ccdsx*, and *CcSxl*), six sex-specifically spliced genes, and four genes having somatic sex-specific functions such as dosage compensation [144, 145] (see Additional file 2: Table S23). A tBLASTn analysis showed sequence conservation for all 35 orthologs, having amino acid sequence identities in the range of 35–98 %, with 20 genes expressed at early embryonic stages [142]. Novel sex-determining genes have evolved from gene duplications in other insects (e.g., *complementary sex-determiner*/*feminizer* in *Apis*, *Nix* in *Aedes*, and *Sxl/sister-of-Sex-lethal* [*ssx*] in *Drosophila*) [140, 146, 147], though paralogs of the *Ceratitis Sxl*, *tra*, and *tra-2* genes have yet to be identified in the medfly genome. While *Nix* is part of the male-determining M-locus in *Aedes*, its relationship to sex-determining genes in medfly (and other species) appears to be limited to the RNA recognition motif (RMM) most often found in *tra-2*. Thus, the molecular nature of the upstream splicing regulator(s) of *Cctra* and the putative Y-linked male determining factor have yet to be clarified, which remains a high priority [137, 142].

Known Y-linked genes are highly limited, and while none are known to encode the M factor, they do provide scaffold identification for sequences that are potentially related. These include four 1–6 kb highly repetitive Y-linked genes (GB acc: AF071418.1, AF154063.1, AF115330.1, and AF116531.1) first identified in a phage library and found to be male-specific and Y-linked by southern blot and mitotic chromosome in situ hybridizations, respectively [20] (see Additional file 2: Table S6). Y-linkage was later confirmed by a Bowtie mapping analysis of >10^8^ male and female genomic reads against the four sequences [137].

For X-linked scaffold identification, the *ceratotoxin* (*ctx*) genes (GB acc: CtxA2, Y15373.1; CtxC1, Y15374.1, and CtxC2-CtxD, Y15375.1), previously mapped by in situ hybridization to the mitotic X chromosome [21], were found on the 6.4 Mb genomic scaffold 23 (NW_004523725), which otherwise provides very low gene content (14 transcribed regions), as expected for a highly heterochromatic chromosome. Within a 0.8 Mb flanking region of the *ctx* family, only the orthologs of *Drosophila carboxylesterase 4* and *tolloid* exist (*Cc*CG4757-like).

The identification of key medfly sex-determining genes has been important to novel sexing strategies for SIT population control, that have incorporated the *Cctra* sex-specific first intron splicing cassette into cell death genes to achieve female-specific lethality [24, 26, 27, 148]. Of particular interest has been the potential use of conditional knock-outs of *Cctra* or *Cctra-2* to transform chromosomal females to phenotypic XX males [44, 45] for high level production of male-only populations for SIT release programs.

#### Seminal fluid protein genes

Insect seminal fluid proteins (SFPs), transferred from males to females during mating along with sperm, are powerful modulators of multiple aspects of female reproductive physiology and behavior, including sperm storage and use, ovulation, oviposition, and receptivity to re-mating [149–153]. These proteins belong to functional classes that are rather conserved across different insect species, and include proteases and protease inhibitors, lipases, sperm-binding proteins, antioxidants, lectins, and prohormones [154, 155]. However, their identification based on sequence similarity searches is challenging, as many have been shown to undergo rapid evolution and gene expansion [156]. This can be explained by the critical roles they play in sperm activation, gamete interaction, and ovulation. Only limited information is currently available relevant to the molecular identity and functional roles of medfly SFPs [157–160]. Recent transcriptomic analyses on the testes and male accessory glands identified transcripts that exhibit mating-induced changes in abundance, most likely related to replenishment of their protein products after multiple matings [159] that are frequent in nature [161–164]. Patterns of sperm use in twice-mated females have also been investigated, revealing that sperm are stored in the female fertilization chamber in a stratified fashion, mostly likely to initially favor the fresher ejaculate from the second male [165]. Studies on the effects of SFPs on female physiology and fertilization dynamics may provide the key to understanding how sperm mobilization within the female reproductive tract is regulated.

A total of 459 genes were annotated in the medfly genome and grouped into 17 functional classes based on the categories defined for *Drosophila* SFPs [166] (see Additional file 2: Table S24 and Additional file 3: Figure S9). The most abundant class corresponds to predicted protease genes, genes involved in lipid metabolism and chitin binding, and sequences with yet unknown function, respectively. Comparison of transcriptional levels between male (ISPRA SRR836190) and female (ISPRA SRR836189) whole body RNA-Seq libraries, as well as reproductive tissue datasets revealed that 37 of all annotated genes are male-biased, with 31 of them being predominantly transcribed in the male reproductive tissues (see Additional file 2: Table S24). These features make them particularly interesting candidates for further functional analysis, although it is noteworthy that SFP-encoding genes do not necessarily display a male-biased expression profile [166, 167].

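The reproductive tissue data analysed here are RNA-Seq libraries of the Egypt II wild-type strain, which the sample labels describe, whereas the genome is of the ISPRA strain. Tables S24 and S26 and the whole body libraries were not used here, so it was not checked which reproductive tissue datasets the comparison took. Of 21 libraries, 9 with 100 bp reads were assembled by the authors, and 12 with 50 bp reads were counted on the assembly. The 12 libraries are 3 each of the gut of virgin females, the lower reproductive tract of virgin females, the lower reproductive tract of females 1 day after mating, and the testes and accessory glands of males 1 day after mating. The labels give 4 days as the age of the gut donors and 5 days for the mated flies, and for the virgin female tract they give both 1 day and 4 days. The authors deposited an estimated read count for every component of the assembly in every library, without normalization. The aligner and the counting program are not given in the sources used here. The estimates are not all whole numbers (91.0% of the values are), and they were rounded to whole counts. The total counts were 24585626 to 27095073 per library in gut (median 24965028), 22804523 to 26856670 in the virgin female tract (median 24727448), 24032001 to 28032427 in the mated female tract (median 24532474) and 24147580 to 27306985 in the male tract (median 24604654). The 10 most abundant components held 23.0% to 24.8% of the counts in gut, 37.3% to 46.0% in the virgin female tract, 48.5% to 51.1% in the mated female tract and 20.7% to 25.6% in the male tract. Spearman's rho across components lay between 0.738 and 0.785 for libraries of the same group and between 0.526 and 0.743 for libraries of different groups, and components are not independent replicates. CPM values were normalized by edgeR's TMM method. The 17824 components that passed edgeR's filterByExpr filter were fitted in one model with 4 groups, and the male tract was compared with the mean of the virgin and mated female tracts by edgeR's quasi-likelihood test, with Benjamini-Hochberg adjusted p under 0.05 as the threshold. Values below are means ± SD over the 3 libraries of a group. A count of 0 in all 3 libraries of a group allows up to 3 counts, or 0.0386 CPM in gut, 0.0404 in the virgin female tract, 0.0438 in the mated female tract and 0.0355 in the male tract on the normalized scale, and this covers counting error only.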

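Between the male and the female reproductive tract, 12014 components differed, of which 6686 were higher in the male and 5328 in the female. A component was called male-predominant when it was past the threshold and at least 2-fold higher in the male tract in each of 3 separate tests, against the gut, the virgin female tract and the mated female tract, and 3411 components met this. The converse set, at least 2-fold higher in both female tracts than in the male tract and the gut, held 1354 components. Without a filter on low counts, the alternative that moved the count most, 19247 components differed and 5826 were male-predominant. Among the male-predominant components, 449 had at least 100 CPM on average in the male tract and 46 had at least 1000. The files do not pair most components with gene names, and none of the components named in this paragraph carries a predicted open reading frame. The component with the largest difference, comp22289_c7, had 312 ± 80.9 CPM in the male tract (27249 counts) and no count in the 6 female tract libraries. It had 55 counts over the gut libraries. With a floor of 3 counts over the female group it was at least 14849-fold higher in the male tract (adjusted p = 1.8e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A second, comp11090_c0, had 23.9 ± 0.426 CPM in the male tract and no count in the female tract either, so that it was at least 1138-fold higher (adjusted p = 1.5e-08 from the same test). In the other direction, comp21761_c0 had 20.9 ± 4.48 CPM in the virgin and 19.1 ± 0.976 in the mated female tract and no count in the male tract, at least 564-fold lower there (adjusted p = 2.1e-06 from the same test). For comp29302_c0 the female values were 31.5 ± 3.91 CPM in virgin and 50.4 ± 2.61 in mated females, and the male libraries together had 2 counts. From the whole body and reproductive tissue comparisons the paper states which annotated seminal fluid protein genes are male-biased and that most of these are predominantly transcribed in the male reproductive tissues (Table S24). Its gene list is not paired with the components here, so its members were not counted among the 3411.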

Proteases also represent a major class among *Drosophila* SFPs, which are thought to be involved in the regulation of female post-mating responses [168], including cleavage of inactive molecules into their active forms [169]. A previous analysis of medfly testes and male accessory glands expressed sequence tags (ESTs) found that one of the proteases, *trypsin alpha-3*, is a mating-responsive gene [159]. This gene, indeed, displays a significant increase in transcript abundance immediately after male copulation, including after successive matings. This may indicate that the depletion of its protein products may trigger transcription to replenish the proteins to be transferred upon mating.

Lipid metabolism genes that may encode SFPs are also abundant in the medfly genome and include sequences that may be active in the breakdown of complex energy sources to be used by stored sperm, or in the remodeling of the sperm phospholipid membrane for capacitation [170]. The high number of genes encoding proteins with predicted chitin-binding activity may be related to antimicrobial roles, and indeed, chitin-binding abilities have been reported for several antifungal peptides [171]. Proteins with such chitin-binding activity have been previously identified not only in *Drosophila* [166], but also in *An. gambiae* [172]. We also identified genes putatively encoding proteolysis regulators, which are a highly represented protein class in the seminal fluid of multiple species [173]. This finding supports the notion that proteolysis-mediated sperm activation might have broad phylogenetic conservation and that proteolytic activity is essential for male reproductive success [174].

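Chemosensory genes were looked up in the male and female reproductive tract and gut libraries through their matched open reading frames, and a gene was counted as expressed in a group at 1 CPM or more in all 3 libraries, here without TMM factors. In the male reproductive tract 39 such genes were expressed, against 24 in gut and 23 in each of the female tract groups. For OBP genes the numbers were 19 in the male tract and 13 in each of the other groups. No OR gene was expressed in gut or either female tract group by this threshold, whereas 7 were in the male tract. On the TMM-normalized scale, chosen after seeing the data, CcapOr18 passed in the mated female tract as well (1.00 to 1.30 CPM). With an alignment over 30% of the protein allowed, 1 OR gene was expressed in each of these groups and 8 in the male tract. Of the GR genes 6 were expressed in the male tract, 5 in gut and 4 in each female tract group, and of the IR genes 7 in the male tract and 6 in every other group. These calls rest on the counts of whole components, and reads of other frames could be counted with a gene. The component of CcapIr21a carries 142 predicted frames, that of CcapIr64a 20, that of CcapObp30 11 and that of CcapGr1.2 10. With 5 CPM as the threshold, 26 chemosensory genes were expressed in the male tract, 15 in gut, 17 in the virgin and 18 in the mated female tract, and with 1 CPM in any 1 library 43, 30, 31 and 30. Among the components tested, 11 of 19 with an OBP were male-predominant, or 57.9%, compared with 19.1% of all components tested (two-sided Fisher's exact test, p = 8.1e-04 after Benjamini-Hochberg adjustment over 8 tests). All 6 OR components tested were male-predominant (Fisher's exact test, adjusted p = 3.9e-04), and 6 of 12 GR components (Fisher's exact test, adjusted p = 0.042). For the GR this passed no longer when an alignment over 80% of the protein was required, with 5 of 10 (Fisher's exact test, adjusted p = 0.073, with a range of 0.040 to 0.073 over the alternatives). Of the IR components 4 of 11 were male-predominant, which was not beyond the background (Fisher's exact test, adjusted p = 0.48). No matched component of any family was female-predominant, compared with 7.60% of all components tested (with an alignment over 30% of the protein allowed, 1 of 7 OR components was), and at these family sizes that is not a detectable difference (Fisher's exact test, adjusted p = 0.63 to 1). Of the receptors, CcapOr75 had 3.66 ± 0.784 CPM in the male tract, from 316 counts, and no count in the other 9 libraries, at least 174-fold higher than in the female tract with the floor of 3 counts over the group (adjusted p = 1.5e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The component shared by CcapOr49 and CcapOr50 had 9.92 ± 1.65 CPM in the male tract, 1.41 in virgin and 1.18 in mated females, and its counts cover 13 predicted frames.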

The identification of genes encoding proteins involved in odor perception is in agreement with several studies reporting the expression of such genes in the male accessory glands and testes of multiple species [175–182]. 

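In the tree of Figure S1, read by eye, CcapObp15 and CcapObp16 lie beside the *Drosophila* Obp56d and Obp56e genes, and CcapObp17 to CcapObp20 beside Obp56g and Obp56h, while the paper's text does not say which medfly genes it takes as the orthologs. CcapObp16 matched a complete frame with 100% identity over the whole protein (comp24893_c0). It had 641 ± 32.8 CPM in the male reproductive tract, 28.1 ± 2.55 in the virgin and 15.9 ± 4.65 in the mated female tract and 8.78 ± 3.54 in gut (SD, n = 3 libraries each). The log2 fold change of the male against the female tract was 4.92 (standard error 0.24, adjusted p = 6.9e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with each library left out in turn it stayed between 4.78 and 5.05. From virgin to mated females it fell by 0.82 on the log2 scale, which is not past the threshold (standard error 0.28, adjusted p = 0.18 from the same test). CcapObp15 and CcapObp17 had too few reads to be tested, with 9 and 16 counts over the 3 male libraries, 0 and 15 over the virgin and 0 and 1 over the mated female libraries. CcapObp19 and CcapObp20 had no matched frame, with best identities of 41.2% and 88.4%. The best frame for CcapObp20 is the one that CcapObp18 matched (comp27470_c0). Both are listed with the same sequence beyond the N-terminus, so CcapObp20 cannot be called absent from the assembly.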

The identification of the medfly putative orthologs for Obp56e and Obp56g, which encode proteins found in the *Drosophila* seminal fluid, suggests that medfly OBPs may act as carriers for physiologically active ligands, such as hormones, that are transferred from the male to the female upon mating.

Approximately 10 % of the putative SFP genes annotated could not be associated to a specific functional class. Interestingly, several of these genes (n = 19) displayed a male-biased transcriptional profile and a particularly high abundance in male reproductive tissues. Among them is *CG5867-like*, for which previous ESTs analyses revealed a transcriptional profile possibly related to the replenishment of ejaculate components after mating [159]. Its *Drosophila* ortholog has a hemolymph juvenile hormone-binding domain that has been suggested to be involved in the regulation of hormone levels. Among the genes with unknown functions, of particular interest is the Uncharacterized protein LOC101454281. While lacking significant sequence similarity to known sequences, the presence of multiple glycosylation sites allows us to speculate on its potential mucin nature. In *Drosophila*, mucins have been shown to participate, together with other proteins and lipids, in the formation of mating plugs, often produced within the female reproductive tract during or shortly after mating [149, 183]. Medfly does not produce a plug, but mucins may have a role in protecting sperm and assisting their movement through the female tract, as occurs in mammals [184, 185].

These data lay the foundation for deeper proteomics-based investigations aimed at identifying and quantifying the peptides delivered to the female reproductive tract by medfly males. A deeper understanding of the identity and functional roles of the medfly SFPs will allow their exploitation for manipulating female reproductive physiology, behavior, and fertility. This could possibly lead to the development of novel environmentally acceptable species-specific chemosterilants [186, 187], capable of mimicking the behavior-modulating effects of an SFP by impeding correct sperm storage or interfering with female re-mating.

#### Programmed cell death genes

Pro-apoptotic proteins from the *reaper* (*rpr*), *hid*, *grim* (RHG) gene family, first described for insects in *Drosophila*, are primary regulators of programmed cell death by their negative control of the inhibitor of apoptosis (IAP) proteins, thereby allowing caspase activation resulting in cell death [188]. As such, they have critical roles in development, especially in the larval to adult cellular transitions during metamorphosis, and the removal of cells damaged by environmental stress. In *Drosophila*, their vital roles in development have been demonstrated by lethality resulting from *hid* and *rpr* null mutations or their ectopic misexpression from transgenes [189]. Ectopic misexpression of *hid*, in particular, has been used as an effective lethal effector for uni-sex and female-specific conditional lethality for improved SIT in several species, including medfly where the *Drosophila* cognate was found to be functional [28]. In the caribfly, *Anastrepha suspensa*, the native RHG genes were isolated and functionally validated using cell death assays [190], with the *A. ludens* (mexfly) *Alhid* cognate subsequently used for highly effective conditional lethality in *A. suspensa* [25].

Conservation between the *Drosophila* and medfly apoptotic cognates was first tested by performing the BLASTn algorithm on 95 *Drosophila* genes from four Gene Ontology (GO) groups against the medfly genome: programmed cell death (GO:12501), germ cell programmed cell death (GO:35234), negative regulation of apoptotic process (GO:43066), and apoptotic processes (GO:6915) (Additional file 2: Table S25). Eighty-one genes were highly conserved, of which 57 had e-values less than 1e^–30^, while 14 genes did not show significant similarity to medfly sequences. Notably, the medfly *reaper*, *hid*, and *grim* genes were identified by similarities to multiple regions of the orthologous protein, while *sickle* was only identified by homology of two conserved protein motifs after an additional tBLASTx algorithm search—one being the N-terminal IAP motif and the second being the GH3-binding motif. Both motifs are essential for apoptotic function in *D. melanogaster* and *A. suspensa* [190–192] and their conservation suggests a conserved pathway for the two species.

Comparisons of the genomic structure of *Drosophila reaper*, *hid*, *grim*, and *sickle* to their medfly orthologs revealed conserved synteny and genomic organization of the respective regions. In *Drosophila*, all four genes are located within a 272 kb region on chromosome 3L, while in *Ceratitis*, the region is located on scaffold 2 (NW.004523691) that maps to chromosome 6R (see Fig. 2, Additional file 2: Table S6). These loci are syntenic based on the polytene map [193], and the region in medfly is nearly three-fold longer, consistent with relative genome sizes (Fig. 11). Nevertheless, the orientation and relative distances among the genes are conserved between the two species.

**Fig. 11:**
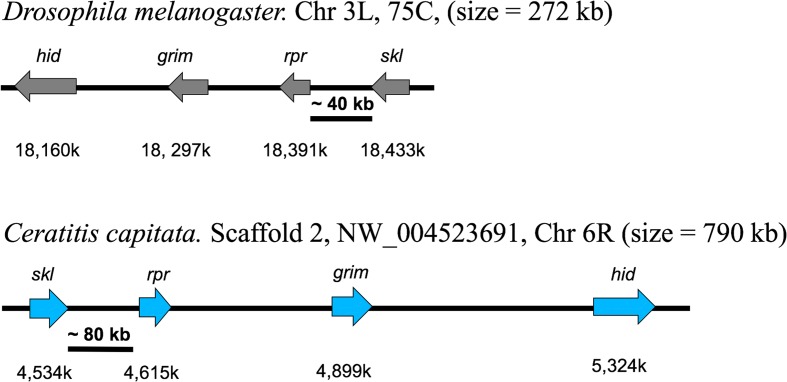
Pro-apoptotic RHG gene group syntenic relationships and relative distances in *D. melanogaster* (*top*) and *C. capitata* (*bottom*). A comparison between the RHG regions, including the *hid*, *grim*, *rpr* (*reaper*), and *skl* (*sickle*) genes, located on chromosome 3L (75C) in *D. melanogaster* and on chromosome 6R (scaffold 2; NW_004523691) in *C. capitata*, reveals a similar organization of genes in the two species. The RHG region in *C. capitata* is 2.9-fold larger relative to *D. melanogaster*, which correlates approximately to the relative total genome size of the two species

## Conclusions

Here we report the whole genome sequence of the Mediterranean fruit fly, *C. capitata*, which is one of the most highly invasive and destructive plant pests throughout the world. Of particular interest are the comparative relationships of gene families between this species and two closely related dipterans, *D. melanogaster* and *M. domestica*, having implications for the adaptation and invasiveness of medfly and presenting specific methods and targets for control of its population size. Current research may also utilize the genome assembly as a foundation to characterize population structure of this pest insect throughout tropical regions of the world and the genomic context for genetic sexing strategies for SIT can now be explored utilizing this as a reference genome.

The final 479 Mb genome assembly size varies from our 538.9 Mb k-mer value and an earlier 540 Mb Feulgen stain estimate [11], and we presume this is due to an inability to assemble highly repetitive heterochromatic sequences that account for approximately 11 % of the genome. The high quality of the assembly, however, is reflected in a contig N50 of 45.7 kb and scaffold N50 of 4.06 Mb, and the integrity of 11–15.8 Mb scaffolds consistent with physical mapping. We conclude that this resulted from the use of genomic DNA from highly inbred single and small-pooled flies to minimize polymorphisms. This is in comparison to an initial sequencing attempt using DNA extracted from non-inbred flies from the same laboratory strain, which yielded low-quality assemblies. This protocol has now been established for all species in the i5K pilot project and should serve as a guide for future projects.

The adaptation of medfly to diverse fruits and vegetables, and its successful invasion of associated habitats, may be related to specific gene expansions relative to *Drosophila* and *Musca*. The more similar behavioral ecologies between *Drosophila* and medfly, for instance, seem to be reflected in more similar expansions of the IR and GR taste receptor gene families, as well as receptors for pheromone attractants, compared to the housefly disease vector, *M. domestica*, which is considered to be more closely related to *D. melanogaster* [76]. On the other hand, the larger number of cytochrome P450 genes and the common expansion of CYP6 subfamilies in medfly and *Musca*, relative to *Drosophila*, may reflect their cosmopolitan nature requiring an increased need for adaptation, as well as their more pestiferous behavior. This comparison is consistent with the higher number of immunity system genes relative to *Drosophila*, with the notable expansion of the *Toll* and *spätzle* families, and the unique existence and expansion of *ceratotoxins*, thus far specific to medfly, and both of which may enhance protection of eggs oviposited into diverse microbial-rich environments. Adaptation and invasiveness for medfly may also be reflected in the expansion of the TWDL and CPLCA cuticle protein families, and the highest number of *aquaporin* genes reported thus far in insects.

Another critical role for the medfly genome analysis is defining potential gene targets and genetic reagents relevant to the IPM control of its behavior and population size. The functional characterization of chemoreception molecules, especially those implicated in courtship/pheromone or fruit detection, may permit the development of new synthetic ligands that act as attractants, repellents, or antagonists to disrupt oviposition or mating behaviors. These molecules may also be used as lures for trapping or pest population monitoring. Knowledge of the spectral sensitivity of opsins should also guide the use of optimal trap colors, and while there is conservation for most of the *opsin* genes with *Drosophila*, the absence of the typically conserved blue *opsin* subfamily in medfly is a notable distinction that should be explored. More generally, an improved understanding of the genetic systems involved in fundamental biological processes should aid in the development of specific and more ecologically sound insecticides. The genomic data generated will also facilitate the development of specific tools for the detection of incipient resistance and the implementation of appropriate resistance management strategies.

Genetically modified strains are currently being developed for control of medfly and related tephritid species, and further advances in the effectiveness and safety of these strains will depend on the identification and isolation of stage, tissue, and sex-specific genes and their promoters, and the lethal effectors they will control. The RHG pro-apoptotic cell death gene family was identified in medfly and found to have a genomic organization analogous to *Drosophila*. Functional conservation of these genes is also expected, raising the possibility of using the *reaper* and *grim* genes, along with *hid*, for redundant secondary lethality [194]. SFPs present a large repertoire of potential targets for controlling reproduction, including peptides that might be modified for improved suppression of female multiple matings to enhance SIT.

Central to current gene modification protocols is the use of transposon-mediated germline transformation, for which new and highly efficient TE systems are an ongoing need. Thus, the relatively high euchromatic representation of all the DNA transposon superfamilies is encouraging for the discovery of new elements that may be used as vectors. However, these elements may also have the potential for cross-mobilizing related elements, some of which are in current use as transformation vectors. The full genome sequence now allows the identification of potential mobilizing and cross-mobilizing systems, which is critical to evaluating potential instability of transposon vectors for genome modification and mitigation of associated risks. Therefore, the lack of apparent mobilizing systems in the medfly genome for current vectors diminishes the potential for transgene instability and possible lateral inter-species transfer. This alleviates a serious concern for an environmental risk related to the release of genetically modified medflies.

The relatively high quality of this genome sequence is also a prerequisite for highly specific gene editing and the identification of specific genomic sites that can be used for insertional targeting that avoids deleterious genomic effects. Routine use of such target sites could be made most efficacious by initially introducing small recombination sites by gene editing that could be subsequently used for repetitive recombinase-mediated megabase transgene insertions and deletions [29, 30]. This would allow for genomic modifications that avoid position effects on transgene expression and insertional mutations that debilitate the host strain, resulting in enhanced functional studies and modified strains for the most effective and ecologically sound means of population control.

## Methods

### Genome sequencing and assembly

The second attempt to improve genome sequence quality was initiated by consecutive single pair sib inbreeding of the *C. capitata* ISPRA strain for 20 generations, to achieve a high level of genome homozygosity thereby reducing sequence polymorphisms that were the likely cause of previous weak assemblies (Additional file 1: Supplementary material A). The more highly successful genome assembly reported here was thus, importantly, dependent on this level of inbreeding, and it was used as a strong recommendation to perform inbreeding for 10–12 generations for all i5K projects [10], or as many generations as possible. The assembly reported here used an enhanced Illumina-ALLPATHS-LG sequencing and assembly strategy that is being used for other species in the BCM-HGSC i5K pilot project, which enabled multiple species to be approached efficiently in parallel.

Details for the insert library preparation and sequencing are available in Additional file 1: Supplementary material B. Briefly, the sequencing read data were assembled using ALLPATHS-LG (v35218) [195] and further scaffolded and gap-filled using the in-house tools Atlas-Link (v.1.0) and Atlas gap-fill (v.2.2, https://www.hgsc.bcm.edu/software/). Alignments were conducted as part of the ALLPATHS-LG assembly process and the true insert size of mate pair libraries was estimated, with the 8 kb library adjusted to 6.4 kb. This assembly was 484.7 Mb in total length with a contig N50 of 45,711 bp and a scaffold N50 of 4.06 Mb; however, initial annotations revealed the presence of significant bacterial sequence that was identified as 5.7 Mb of endosymbiotic bacterial sequences localized to 18 scaffolds (see Additional file 1: Supplementary material C for details). Analysis of the metagenomics content was conducted using Blast [196] and Kraken [197] and is described in detail within Additional file 1: Supplementary material C. Removal of the contaminant sequences (with the GenBank assembly accession iterated to GCA_000347755.2) revealed a final genome size of 479.1 Mb with a contig N50 of 45,879 bp and a scaffold N50 of 4.12 Mb, which has been deposited in the NCBI: BioProject PRJNA168120 (see Table 1 and Additional file 2: Table S1).

### Genome annotation and downstream informatics analysis

To facilitate annotation, RNA-Seq data were generated from three samples, including mixed-sex embryos and whole body male and female adults, using RNA extracted with Trizol reagent (Life Technologies) followed by DNase treatment (DNAfree, Ambion). A total of 5.3 Gb sequence data were produced for the embryo, 4.9 Gb for the female, and 7.8 Gb for the male samples (see Additional file 2: Table S1 and NCBI BioSample: SAMN02055687 - SAMN02055689). These data were aggregated with data contributed by the community (see Additional file 2: Table S26; complete dataset including experimental procedures available at GEO, accession number GSE80605). The assembly was annotated by the consortium using three distinct approaches: (1) Maker 2.0 [15] at HGSC with the assembled genome and adult male and female RNA-Seq data used to improve gene models; (2) at NCBI using the Gnomon pipeline; and (3) our in-house JAMg, all publicly available with details for Maker 2.0 and Gnomon described in Additional file 1: Supplementary material B. Briefly, JAMg was used to produce automated annotations which made use of GSNAP, Trinity RNA-Seq de novo, Trinity RNA-Seq genome-guided [198], PASA [199], Augustus [200], and other tools before deriving a consensus gene set using EvidenceModeler [201]. Then PASA was used again to annotate UTRs and generate alternative splicing isoforms. Annotations from the three platforms were provided to the curation community using the WebApollo JBrowse tool as hosted by the USDA, National Agricultural Library (https://apollo.nal.usda.gov/cercap/sequences).

### Orthology assignment

The final annotation set for *C. capitata* (CeC) was compared to other arthropod genomes to characterize orthology. First, the following annotation sets were extracted from genomic databases for the arthropod species: *Acyrthosiphon pisum* (AcP), aphidbase.com ACYPI OGS 2.1B; *Aedes aegypti* (strain Liverpool) (AeA), vectorbase.org, OGS AaegL3.3; *Anopheles gambiae* (strain PEST) (AnG), vectorbase.org, OGS AgamP4; *Apis mellifera* (ApM), hymenopteragenome.org/beebase, OGS Amel_4.5; *Bombyx mori* (BoM), Ensembl build 29, GCA_000151625.1.29; *Cimex lectularius* (CiL), i5k.nal.usda.gov, OGS v1.2; *Culex quinquefasciatus* (strain Johannesburg) (CuQ), vectorbase.org, OGS CpipJ2.2; *Daphnia pulex* (DaP), genome.jgi.doe.gov, OGS FrozenGeneCatalog20110204; *Drosophila melanogaster* (DrM), flybase.org, OGS r6.08; *Manduca sexta* (MaS), i5k.nal.usda.gov, OGS v2.0; *Musca domestica* (MuD), vectorbase.org, OGS MdomA1.1; *Pediculus humanus* (PeH) vectorbase.org, OGS PhumU2.1; *Solenopsis invicta* (SoI) hymenopteragenome.org/ant_genomes, OGS 2.2.3 w/ HGD-IDs; and *Tribolium castaneum* (TrC), NCBI WGS, OGS GCF_000002335.2_Tcas_3.0. For each gene set, the longest peptide sequence was selected for each gene model from all available isoforms, removing low-quality and short sequences. The final counts of proteins for each species is indicated in Fig. 1. The OrthoMCL pipeline (v2.0.9) was followed to define orthologous groups of proteins between these peptide sets [202]. Briefly, after formatting the peptide sequence file for each species, an all-by-all BLASTp search was performed between all proteins from all species. The resulting blast hits were loaded into the OrthoMCL schema within a MySQL database. Ortholog groups were calculated using the scripts provided with OrthoMCL and the MCL clustering algorithm [203]. This results in sets of orthologs, co-orthologs, and in-paralogs defined between all peptides from all species. From this, counts of shared proteins between species were calculated and summarized in Fig. 1. To place the species within a phylogenetic context, single copy orthologs were identified between all species using BUSCO [14, 204]. A total of 2591 single copy orthologs were used to generate a multigene alignment. Peptide sequences from each species for each orthologous group were aligned independently using MUSCLE [205], trimmed using trimAl with parameters “-w 3 -gt 0.95 -st 0.01” [206], and trimmed sequences were concatenated using ElConcatenero (https://github.com/ODiogoSilva/ElConcatenero). Phylogenetic analysis in RAxML was performed using the PROTGAMMA amino acid substitution model and 1000 bootstrap replicates [207]. This substitution model was selected due to its use of empirical base frequencies and the LG substitution model which is a general amino-acid replacement matrix that was demonstrated to produce a tree topology with a higher likelihood than trees produced using an alternative amino acid substitution model such as WAG or JTT [208]. This tree was rooted with *D. pulex* and was visualized using Dendroscope 3.2.10 [209]. The resulting tree was used to order the species in Fig. 1.

### Manual annotation of specific genome characters and gene families

#### Transposable elements

##### DNA transposons

The assembled *C. capitata* genome was analyzed for potential DNA transposon sequences using the program RepeatModeler and a custom library of DNA transposon sequences from available publications and databases (http://www.repeatmasker.org). The output of the RepeatModeler program was aligned to custom protein database of DNA transposon sequences using the fasty36 program [210] with e-value cutoff of 0.5 to further identify potential genuine TE sequences [211]. Duplicate entries were identified using the program BLASTclust [212].

##### LTR elements

LTR annotation was both structurally and homology-based. First, a structurally based LTR search was performed by running the LTR_STRUC program on genomic scaffolds [213]. Second, a homology-based annotation of the repeat families, which were generated by running RepeatModeler on the scaffolds was compared to a database of known, RepBase Drosophila LTRs using tblastx searches via the CENSOR program [214].

##### Non-LTR retrotransposons

A modified version of the homology-based TESeeker [215] was used to identify non-LTR retrotransposons. TESeeker was run with representative TEs included with it, as well as those identified by RepeatModeler. TEs were classified with an in-house classifier that uses reverse transcriptase conserved domains to classify based on the open reading frame of the TEs. tBLASTn searches were then performed using the classified TEs to help reconstruct a full-length element.

#### microRNAs

Mature miRNA sequences along with miRNA precursors were retrieved from miRBase 21 [216]. Precursors were subsequently aligned against the assembled genome using BLASTn, with positive hits presenting e-values <1e^–10^. Mature miRNA sequences from Hexapoda were aligned against the assembly using Bowtie v1 [217], allowing up to one mismatch. The aligned mature miRNAs and precursors were selected and annotated, and for homologous loci, the secondary structure of the region was further investigated using RNAfold [218]. A modified version of Maple module from the ShortStack [46] algorithm was utilized in order to identify characteristic pre-miRNA features such as complementarity at 5’ and 3’, a 3’ overhang, 3’ and 5’ bulges. Sequences having the most stable structure were selected for each locus.

To identify homologous transcripts in Hexapoda, mature miRNAs presenting identity in seed region and total sequence, allowing 1–2 mismatches in 3’ or 5’ (excepting seed region) were collapsed into clusters. Clusters with >3 Hexapoda members were marked as presenting high homology in the subphylum. Only miRNAs marked as having experimental support in miRBase were included in order to avoid sequences identified solely by homology studies, and to enhance the robustness of the analysis.

#### Chemoreceptor genes

For the annotation of the OBP and OR gene families, tBLASTn searches were performed on the genomic scaffold sequences, using *D. melanogaster* and *M. domestica* OBPs and ORs as queries. The putative proteins encoded by the identified gene models that produced hits (<1e^–10^) were used to query, using BLASTx, local protein databases of the *D. melanogaster* and *M. domestica* OBPs and ORs. The gene models were modified, where necessary, in WebApollo. The medfly genes were named using a numerical system, with genes on the same scaffold numbered sequentially. However, for the OBPs, the sequential numbering system was modified to permit sequential naming of the different OBP subfamilies. The medfly genes and their encoded proteins are detailed in Additional file 2: Tables S10 and S11 and putative protein sequences are provided in Additional file 4. Pseudogenes (suffix PSE) were translated as well as possible so that they could be aligned with the other proteins for the phylogenetic analysis. In the case of the OBP protein sequences, the signal peptide sequences were excluded before alignment and the phylogenetic analyses. For each family the amino acid sequences were aligned using MAFFT v7 [219] with the E-INS-i strategy, BLOSUM62 matrix, 1000 maxiterate and offset 0. The most appropriate model of molecular evolution for each dataset was determined using MEGA 6.0.6 [220]. Phylogenetic relationships were estimated using maximum likelihood with 1000 bootstrap replications using MEGA 6.06 retaining positions present in at least 75 % of the sequences. The resulting mid-point rooted tree was drawn using FigTree v1.4 (http://tree.bio.ed.ac.uk/software/figtree/) and iDraw (www.indeeo.com).

The GR and IR gene families were manually annotated and analyzed with the aid of maximum likelihood phylogenetic trees. BLASTp searches were performed on the JAMg Consensus Gene Set v1, as well as high-confidence and low-confidence protein sets from NCBI. tBLASTn searches were also performed using all *D. melanogaster* and *M. domestica* relatives as queries. If the gene models appeared to be intact or were easily repaired in the WebApollo tool employed for manual gene annotation, they were manipulated and named therein, but more difficult gene models were manually assembled in TextWrangler before being modified in WebApollo. All of the *Ceratitis* genes and encoded proteins are detailed in Additional file 2: Tables S12 and S13, with protein sequences provided in Additional file 4.

Only a few difficulties with the genome assembly were encountered in these two gene families, such as truncation of exons in gaps between contigs within scaffolds or off ends of scaffolds (suffix NTE in the figures, tables, and proteins). In most cases these gene models were corrected using raw reads (suffix FIX). One IR model was designed that spans scaffolds, with no support other than the agreement of the available exons on both scaffolds, and their appropriate relatedness to similar genes (suffix JOI). Pseudogenes were translated to an encoded protein as a best match for alignment with intact proteins for phylogenetic analysis (suffix PSE). Pseudogene translations included in the analysis were limited to those having at least half the average length of related proteins and several shorter fragments were not included. Protein families were aligned in CLUSTALX v2.0 [221] using default settings with the relevant families of *D. melanogaster*. Problematic gene models and pseudogenes were refined in light of these alignments. Less obvious pseudogenes (e.g. those with small in-frame deletions or insertions, crucial amino acids changes, or promoter defects) would not be recognized, so the provided functional protein totals might be high.

For phylogenetic analysis, the alignments were trimmed using TRIMAL v1.4 [206] retaining only positions present in more than 80 % of the sequences. Phylogenetic analysis was performed using maximum likelihood methods in PHYML v3.0 [222] using default settings, and trees were prepared in FIGTREE v1.4 (http://tree.bio.ed.ac.uk/software/figtree/) and Adobe Illustrator.

#### Immunity-related genes

*D. melanogaster* and *An. gambiae* immune-related genes were retrieved from the Insect Innate Immunity Database (see: http://bordensteinlab.vanderbilt.edu/IIID/test_immunity.php) [94] and aligned against *C. capitata* gene models using Blastp [196]. Medfly genes that showed the best Blast hit against *D. melanogaster* or *An. gambiae* were assumed to be putatively involved in the medfly immune system and were annotated manually.

An additional HMM analysis was performed in order to enrich the medfly immunity gene repertoire. Thirty-four curated multiple sequence alignments of potential immune-related genes from *D. melanogaster*, *An. gambiae*, *Ae. Aegypti*, and *C. quinquefasciatus* were retrieved from ImmunoDB [223] and HMMs were built using HMMER software, version 3.1b1 [224]. These HMMs were used to calculate the likelihood of having any of the 34 domains for each of the *C. capitata* predicted proteins, with calls having an e-value <10^–2^ annotated manually.

#### Seminal fluid proteins genes

To annotate putative medfly SFP genes, we queried (tBLASTn, e-value <10^–10^) the genome scaffolds using the amino acid sequences of the 146 characterized *D. melanogaster* SFPs [166, 225]. Sixty-four of the *Drosophila* SFPs gave no significant hits to the medfly genome, whereas the remaining sequences resulted in multiple hits. The predicted amino acid sequences of the identified medfly gene models were considered for annotation if they gave significant reciprocal BLASTp (e-value <10^–10^) hits in the NCBI nr database to sequences belonging to known SFP functional classes. In addition, we queried (tBLASTx, e-value <10^–10^) the genome scaffolds using the ESTs previously derived from medfly male testes and male accessory glands [159]. The predicted amino acid sequences of the identified gene models were considered for annotation if they gave significant reciprocal BLASTp (e-value <10^–10^) hits in the NCBI nr database to sequences belonging to known SFP functional classes.

## Additional files

Additional file 1: Supplementary material A. *C. capitata* genome sequencing approaches, B. Automated annotations, C. Detection of bacterial sequence contamination and D. Screening the *C. capitata* genome sequence for potential horizontal gene transfer events.

Additional file 2: Supplementary Tables S1–S26. **Table S1** *C. capitata* genome and RNA-seq source material and sequencing runs. **Table S2** *Pluralibacter gergoviae* genome metrics. **Table S3** *P. gergoviae* genes associated with general functional categories. **Table S4** BUSCO genome assembly comparisons between *C. capitata*, *D. melanogaster*, and *Bactrocera* species. **Table S5a** Orthology tables - Copy numbers. **Table S5b** Orthology tables - Orthologous groups. **Table S5c** Orthology tables - Counts by species. **Table S6** Chromosomal positions for mapped scaffolds. **Table S7** *C. capitata* transposable element sequences. **Table S8** *C. capitata* microRNA sequences. **Table S9** microRNA/siRNA/piRNA machinery in *C capitata.* **Table S10** *C. capitata* odorant-binding protein (OBP) genes. **Table S11** *C. capitata* odorant receptor (OR) genes. **Table S12** *C. capitata* gustatory receptor (GR) gene assignments. **Table S13** *C. capitata* ionotrophic receptor (IR) gene assignments. **Table S14** *C. capitata* aquaporin genes. **Table S15** Immunity-related gene comparisons for *C. capitata*, *D. melanogaster*, and *M. domestica.* **Table S16** P450 genes in the *C. capitata* genome*.* **Table S17** Carboxylesterase genes in the *C. capitata* genome. **Table S18** Glutathione S-transferase (GST) genes in the *C. capitata* genome. **Table S19** CysLGIC superfamily genes in *C. capitata* and other insect genomes. **Table S20** *C. capitata* cuticle protein genes. **Table S21** Putative cuticle proteins per family in the *C. capitata* genome. **Table S22** Cuticle protein gene clusters in the *C. capitata* genome. **Table S23** *C. capitata* sex-determination gene orthologs. **Table S24** Putative seminal fluid protein (SFP) genes in the *C. capitata* genome. **Table S25** *C. capitata* genes related to the apoptotic pathway of *D. melanogaster*. **Table S26** Community RNA-Seq data for the genome assembly

Additional file 3: Supplementary figures S1–S9. **Figure S1** Odorant-binding protein (OBP) genes phylogenetic tree. **Figure S2** Ionotrophic receptor (IR) genes phylogenetic tree. **Figure S3** Opsin genes phylogenetic tree. **Figure S4** CYP gene clusters A and B. **Figure S5** Glutathione S-transferase genes phylogenetic tree. **Figure S6** cysLGIC genes superfamily phylogenetic tree. **Figure S7** Cuticle protein gene clusters. **Figure S8** CPLCA cuticle protein genes phylogenetic tree. **Figure S9** Seminal fluid protein functional classes.

Additional file 4: Supplementary material: *C. capitata* chemoreceptor genes.

## Abbreviations

20E: 20-hydroxyecdysone
AMP: Antimicrobial peptides
*ctx*: *Ceratotoxin*
CYP450: Cytochrome P450
cysLGIC: Cys-loop ligand-gated ion channel
*dsx*: *Doublesex*
EST: Expressed sequence tag
*fru*: *Fruitless*
GNBP: Gram-negative binding protein
GO: Gene Ontology
GR: Gustatory taste receptor
GST: Glutathione S-transferase
HMM: Hidden Markov Model
IAP: Inhibitor of apoptosis
IGR: Insect growth regulator
IPM: Integrated pest management
IR: Ionotropic receptor
JAMg: Just_Annotate_My_genome
JHE: Juvenile hormone esterase
LTR: Long terminal repeat
nAChR: Nicotinic acetylcholine receptor
OBP: Odorant-binding protein
OR: Odorant receptor
PGRP: Peptidoglycan recognition protein
PRR: Pattern recognition receptor
RDC: *Rhino, deadlock, cutoff*
RHG: *Reaper, hid, grim*
RMM: RNA recognition motif
*rpr*: *Reaper*
SFP: Seminal fluid protein
SIT: Sterile insect technique
*ssx*: *Sister-of-Sex-lethal*
*Sxl*: *Sex-lethal*
TE: Transposable element
*tra*: *Transformer*
*tra-2*: *Transformer-*2
*tsl*: *Temperature-sensitive lethal*
TWDL: Tweedle
WGS: Whole genome sequencing

# Supplementary material for: The whole genome sequence of the Mediterranean fruit fly, Ceratitis capitata (Wiedemann), reveals insights into the biology and adaptive evolution of a highly invasive pest species
**Source:** Genome Biol. 2016 Sep 22;17:192. doi: 10.1186/s13059-016-1049-2
**Supplement:** Supplementary file 1 — Supplementary material A. C. capitata genome sequencing approaches, B. Automated annotations, C. Detection of bacterial sequence contamination and D. Screening the C. capitata genome sequence for potential horizontal gene transfer events.

**Additional file 1: Supplementary material: A. *C. capitata* genome sequencing approaches, B. Automated annotations, C. Detection of bacterial sequence contamination, and D. Screening the *C. capitata* genome sequence for potential horizontal gene transfer events**

**A. *C. capitata* genome sequencing approaches**

***A cautionary tale from an initial medfly genome sequencing attempt***

The Mediterranean fruit fly, *C. capitata*, is one of 30 arthropod species sequenced as a part of the pilot project for the i5K 5,000 arthropod genomes project at the Baylor College of Medicine Human Genome Sequencing Center (BCM-HGSC). The assembly reported here (see below and main text) represents the second attempt at HGSC to sequence the medfly genome. The initial attempt used isolated genomic DNA of the ISPRA medfly strain from mixed-sex embryos reared without additional inbreeding to increase genome homozygosity. The flies came from a strain maintained as an inbred colony for over 20 years at the University of Pavia laboratory, and it is likely they were subjected to unintentional selection for vigor as a laboratory population and avoidance of inbreeding depression effects. Thus, the isolated DNA contained a relatively high proportion of polymorphisms both within and between individuals. This initial genome sequencing used a Roche 454 approach that had been successfully used on other arthropod species including inbred *Drosophila* species  [1, 2].

An initial 454 fragment library was prepared and sequenced using 11.5 454 XLR Titanium platform runs generating 5,179 Mb of sequence (~10 X coverage of the ~500 Mb genome) with an average read length of 347.8 bp. An initial assembly of the 454 fragment data using Newbler version 2.3 (PreRelease-9/14/2009) produced more than 215,255 sequence contigs longer than 500 bp. The average contig size was 1,852 bp and the N50 length was 2,709 bp, with the largest contig being 70,001 bp. Efforts to further improve the assembly using additional 3 kb paired end 454 data, and early Illumina data to error correct 454 homopolymer errors helped to improve the assembly, but only marginally. The final 454 assembly had a contig N50 length of 3,115 bp, a scaffold N50 of 29,360 bp with a total assembly size of 543,139,776 bp (including captured gaps between scaffolds; 462,301,804 bp excluding gaps). This 0.1 assembly is available at <https://www.hgsc.bcm.edu/arthropods/mediterranean-fruit-fly-genome-project>, but has not been deposited into public databases due to its low quality.

***High quality medfly genome sequencing of an inbred strain***

Given the low contiguity of the resulting 454 assembly, we suspected that sequence polymorphism within the sequenced strain and dataset was restricting the potential contiguity of the assembly. Based on this hypothesis, it was decided to breed the strain specifically for genome homozyosity using a sib-sib single pair mating scheme for 12 to 20 generations. During this time period the Illumina sequencing technology and associated tools became both more reliable and cost effective for genome assembly, so an Illumina based strategy was utilized in parallel with the other i5K pilot species.

Six libraries were sequenced of nominal insert sizes including: 180 bp, 500 bp, 1 kb, 2 kb, 3 kb and 8 kb at genome coverages of 52.4x, 47.8x, 23.4x, 16.6x, 39.0x, and 12.8x, respectively (assuming a ~500Mb genome size). These raw sequences have been deposited in the NCBI SRA: Bio-project PRJNA168120 (for accessions see Additional file 2: Table S1). To prepare the 180 bp and 500 bp libraries, a gel-cut paired-end library protocol was used. Briefly, DNA was extracted from individual adult males or females from inbred lines using the Qiagen DNAeasy Blood and Tissue kit following the manufacturer’s supplementary protocol for purification of total DNA from insects. 1 µg DNA was sheared using a Covaris S-2 system (Covaris, Inc. Woburn, MA) using the 180-bp or 500-bp program. Sheared DNA fragments were purified with Agencourt AMPure XP beads, end-repaired, dA-tailed, and ligated to Illumina universal adapters. After adapter ligation, DNA fragments were further size selected by agarose gel elution and PCR amplified for 6 to 8 cycles using Illumina P1 and Index primer pair and Phusion® High-Fidelity PCR Master Mix (New England Biolabs). The final library was purified using Agencourt AMPure XP beads and quality assessed by Agilent Bioanalyzer 2100 (DNA 7500 kit) determining library quantity and fragment size distribution before sequencing.

Long mate pair libraries with 3 kb and 8 kb insert sizes were constructed according to the manufacturer’s protocol (Mate Pair Library v2 Sample Preparation Guide art #15001464 Rev. A PILOT RELEASE). Briefly, 5 µg (for 2 and 3-kb gap size library) or 10 µg (8-10 kb gap size library) of genomic DNA was sheared to desired size fragments by Hydroshear (Digilab, Marlborough, MA), then end repaired and biotinylated. Fragment sizes between 0.8-1.5 kb (1 kb) 1.8-2.5 kb (2 kb) 3-3.7 kb (3 kb) or 8-10 kb (8 kb) were purified from 1% low melting agarose gel and then circularized by blunt-end ligation. These size selected circular DNA fragments were then sheared to 400-bp (Covaris S-2), purified using Dynabeads M-280 Streptavidin Magnetic Beads, end-repaired, dA-tailed, and ligated to Illumina PE sequencing adapters. DNA fragments with adapter molecules on both ends were amplified for 12 to 15 cycles with Illumina P1 and Index primers. Amplified DNA fragments were purified with Agencourt AMPure XP beads. Quantification and size distribution of the final library was determined before sequencing as described above. Sequencing was performed at the BCM on the Illumina HiSeq2000 platform generating 100 bp paired end reads.

**B. Automated annotations**

***Maker 2.0 pipeline optimized for arthropods***

The medfly is one of 30 i5K pilot genome assemblies that were subjected to automatic gene annotation using a Maker 2.0 annotation pipeline tuned specifically for arthropods. The pipeline is designed to be systematic providing a single consistent procedure for the species in the pilot study, scalable to handle hundreds of genome assemblies, evidence guided using both protein and RNA-Seq evidence to guide gene models, and targeted to utilize extant information on arthropod gene sets. The core of the pipeline was a Maker 2 instance, modified slightly to enable efficient running on our computational resources. The genome assembly was first subjected to de-novo repeat prediction and CEGMA analysis to generate gene models for initial training of the ab-initio gene predictors. Three rounds of training of the Augustus4 and SNAP5 gene predictors within Maker were used to bootstrap to a high quality training set. Input protein data included 1 million peptides from a non-redundant reduction (90% identity) of Uniprot Ecdysozoa (1.25 million peptides) supplemented with proteomes from eighteen additional species (*Strigamia maritima, Tetranychus urticae, Caenorhabditis elegans, Loa loa, Trichoplax adhaerens, Amphimedon queenslandica, Strongylocentrotus purpuratus, Nematostella vectensis, Branchiostoma ﬂoridae, Ciona intestinalis, Ciona savignyi, Homo sapiens, Mus musculus, Capitella teleta, Helobdella robusta, Crassostrea gigas, Lottia gigantea, and Schistosoma mansoni*) leading to a final nr peptide evidence set of 1.03 million peptides. RNA-Seq from *C*. *capitata* adult males and females was used judiciously to identify exon-intron boundaries but with a heuristic script to identify and split erroneously joined gene models. We used CEGMA models for QC purposes: for *C.* *capitata*, of 1,977 CEGMA single copy ortholog gene models, 1,961 were found in the assembly and 1,935 in the final predicted gene set. Finally, the pipeline uses a nine-way homology prediction with human, *Drosophila* and *C. elegans*, and InterPro Scan5 to allocate gene names. The automated gene set is available from the BCM-HGSC website (https://www.hgsc.bcm.edu/arthropods/mediterranean-fruit-fly-genome-project) and at the National Agricultural Library (<https://i5k.nal.usda.gov>)

***NCBI Gnomon annotations***

The Gnomon automated annotation pipeline at NCBI, and details for the medfly annotation are described at the following website links, and details for the Reference sequence (Ref-Seq) database can be accessed at O'Leary et al.  [3]:

- Gnomon pipeline  [3]: <http://www.ncbi.nlm.nih.gov/genome/annotation_euk/process/>
- Annotation release 101: ftp://ftp.ncbi.nih.gov/genomes/all/GCF_000347755.2_Ccap_1.1

**C. Detection of bacterial sequence contamination**

The improved assembly was deposited in GenBank (Accession GCF_000347755.1), but during annotation it was determined that a significant amount of bacterial sequence was present. Two methods were used to identify these endosymbiotic bacterial sequences, comprising the *Pluralibacter gergoviae* genome (see below): first was a naive annotation analysis using Augustus and then a BLASTp versus Uniref100 to acquire taxonomic assignments of each scaffold, a second that used BLASTn of scaffolds segmented into 1 kb sections to a reference set of 1,097 bacterial genomes  [4], and a third used Kraken software on partially overlapping 5,000 bp segments of the scaffolds. Comparisons of these outputs, in consultation with collaborators at NCBI (T. Murphy, pers. comm.), were then made, and the BLASTn and Kraken approaches were found to be most sensitive and accurate. A final inspection aggregated these data into 18 bacterial scaffolds having a total size of 5.74 Mb, and a new assembly created that is available at GenBank (Accession GCF_000347755.2). The identified bacterial sequences were deemed gut endosymbionts and are described below, along with a search for *Wolbachia* sequences.

**D. Screening the *C. capitata* genome sequence for potential horizontal gene transfer events**

In prokaryotes and unicellular eukaryotes horizontal gene transfer (HGT) events are common [5-8], while, in contrast, in multi-cellular organisms HGT events are relatively rare [9]. However, several insect genomes have been reported to contain chromosomal insertions of bacterial origin, primarily from the most widespread symbiotic bacterial species in insects, *Wolbachia*. This includes the mosquito, *Aedes aegypti* [10, 11], the longhorn beetle, *Monochamus alternatus* [12], filarial nematodes of the genera Onchocerca, *Brugia*, and *Dirofilaria* [13, 14], parasitoid wasps of the genus *Nasonia* [14], the fruit fly *Drosophila ananassae* [14], the pea aphid *Acythosiphon pisum* [15, 16], the bean beetle *Callosobruchus chinensis* [15, 16], and the tsetse fly *Glossina morsitans morsitans* [17, 18]. A comprehensive *in silico* screen was therefore conducted in order to search the medfly genome for putative HGT events for *Wolbachia*, *Arsenophonus*, *Spiroplasma*, *Cardinium*, and *Rickettsia*.

***Symbiotic bacterial sequences***

The WGS data of *C. capitata* were used to screen for the presence of *Wolbachia* sequences, with more than 20 million reads examined during the screening process that generated more than 300 Gb of data. *Wolbachia* specific sequences were filtered from the whole genome sequence reads for each sequencing technology with MIRA, using five *Wolbachia* genomes, *w*Ri, *w*Mel, *w*Bm, *w*Pip, and *w*Gmm, as reference sequences  [18]. The cut-off value was set to 55%. All putative *Wolbachia* reads filtered from the medfly whole genome sequence data were used to perform a *de novo* assembly and were further examined using custom Blast databases, which did not reveal the presence of *Wolbachia* sequences in the medfly genome.

A similar mapping procedure was used to screen for the presence of sequences from *Arsenophonus*, *Spiroplasma*, *Cardinium*, and *Rickettsia* (see Table 1). For *Arsenophonus* we used the *Arsenophonus nasoniae* DSM 15247 as a reference genome  [19], from which 6,798 sequences were identified. For *Cardinium*, the *Cardinium* endosymbiont cEper1 of *Encarsia pergandiella* was used as a reference genome  [20], from which 690 *Cardinium* sequences were identified.

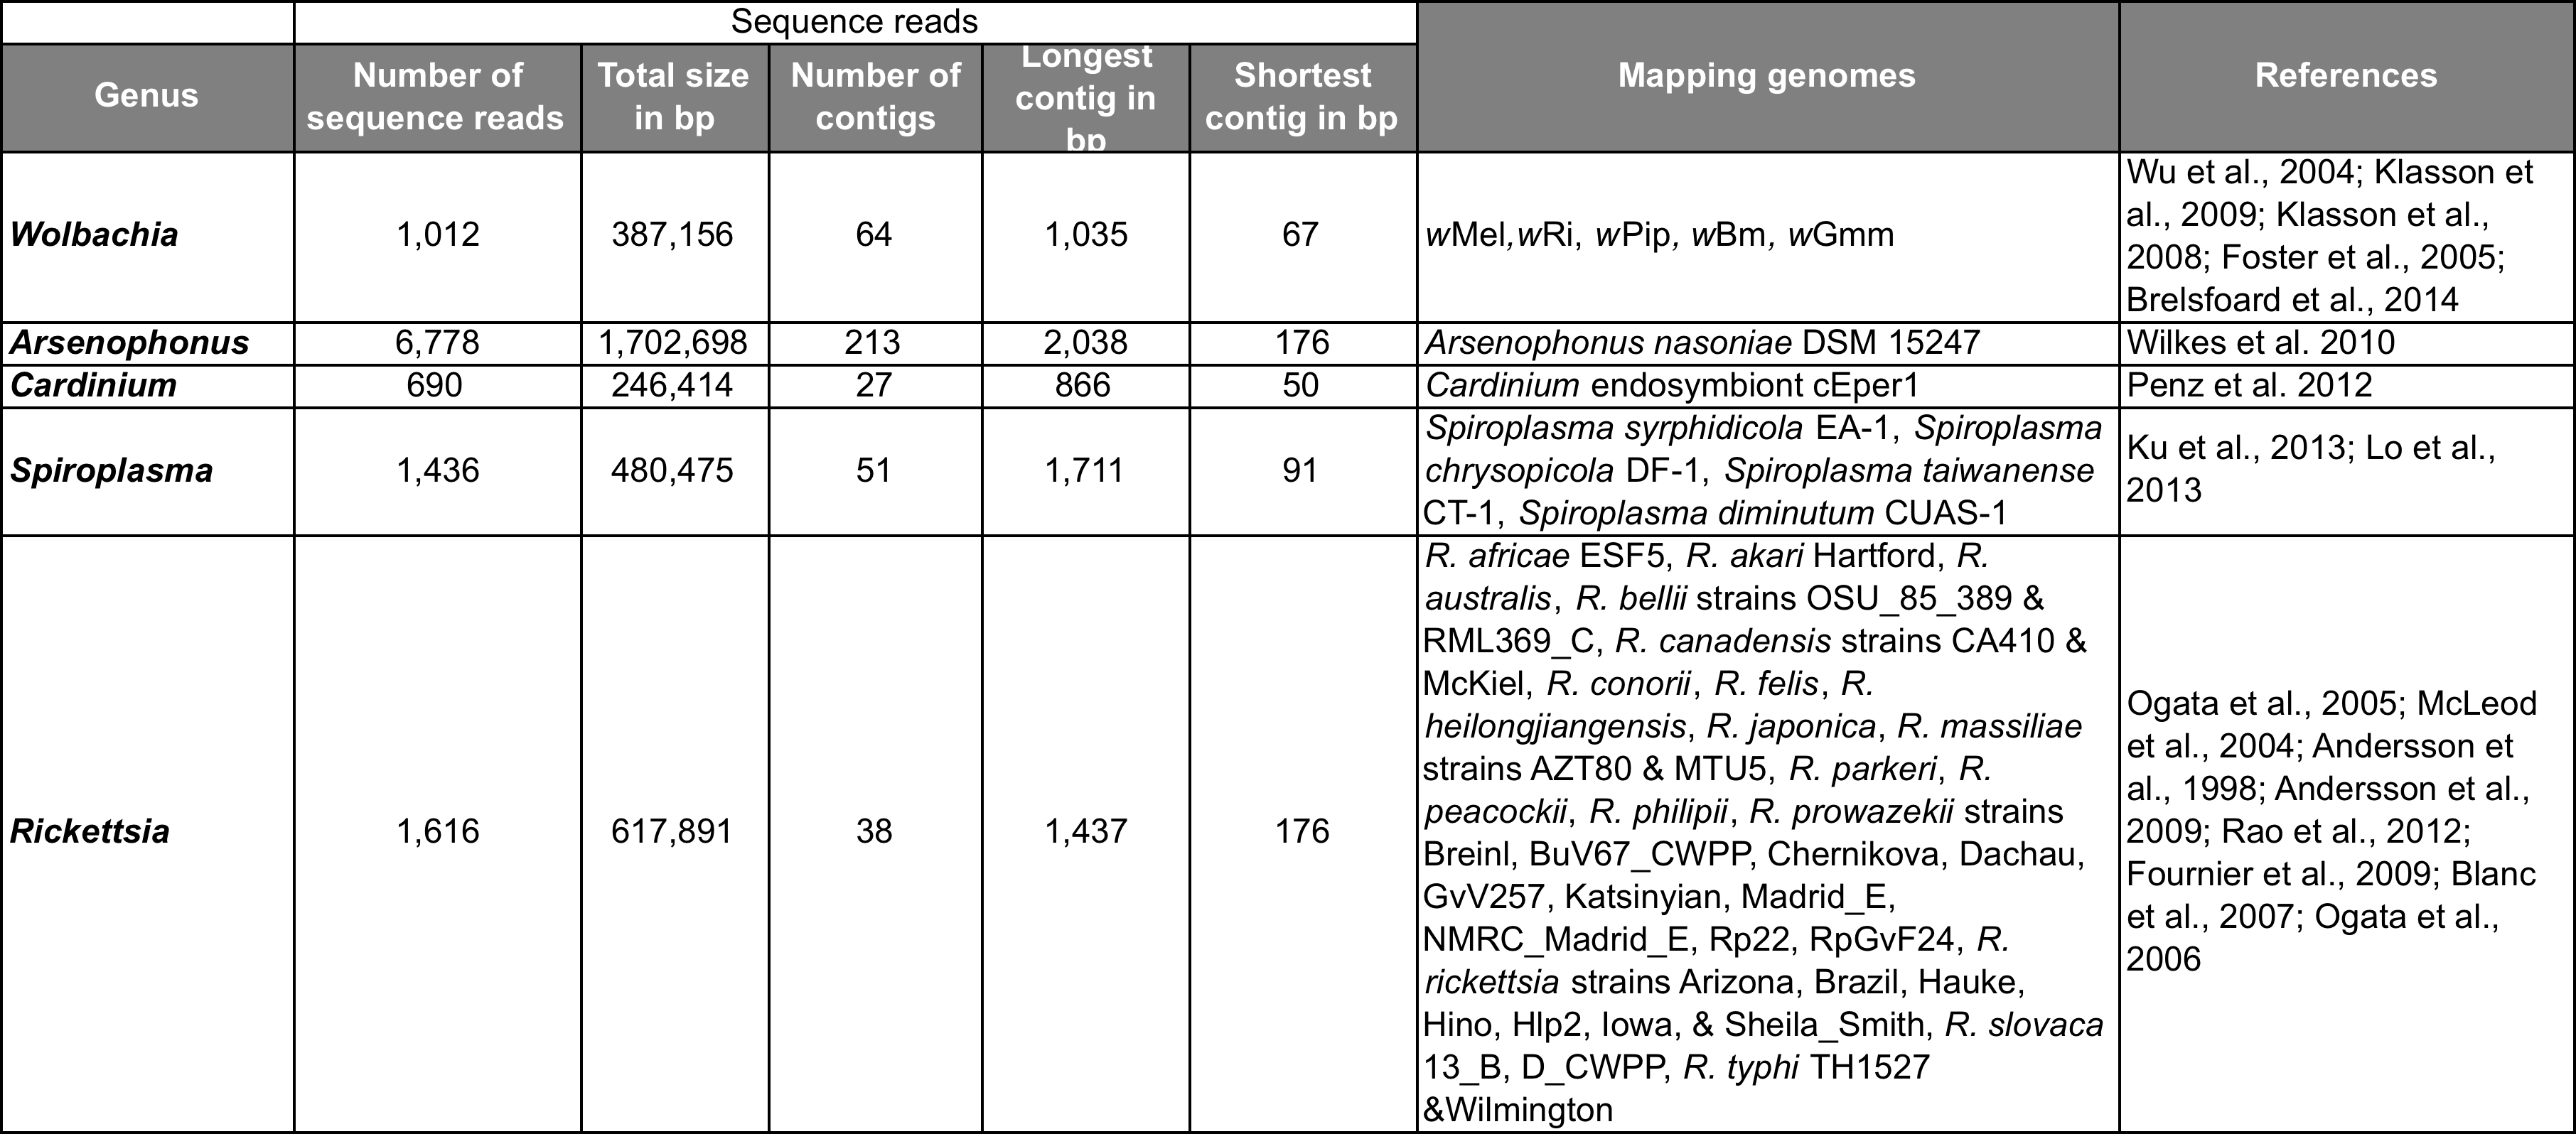
 For *Spiroplasma* we used the following complete genomes: (a) *Spiroplasma chrysopicola* DF-1, (b) *Spiroplasma syrphidicola* EA-1, complete genome, (c) *Spiroplasma taiwanense* CT-1, complete genome, and (d) *Spiroplasma diminutum* CUAS-1  [21, 22]. At least 1,436 *Spiroplasma* sequences were identified. For *Rickettsia*, 39 complete genomes were used as reference genomes from which 1,616 sequences were identified. For all identified sequences a *de novo* assembly was carried out and the final number of contigs per symbiont, together with the size of the longest and shortest contig provided in Table 1. Further examination with custom BLAST databases indicated that these contigs did not contain *Arsenophonus*, *Cardinium*, *Spiroplasma,* or *Rickettsia* specific sequences, but they were detected due to sequence homology with ribosomal genes.

Table 1. Metrics for identified symbiont sequences

***Annotation of the* Pluralibacter gergoviae *genome***

Annotation of the *P. gergoviae* sequence was performed, which was recovered in two contigs as apparent contaminants of the medfly whole genome sequence. Comparisons with *P. gergoviae* and the *Enterobacter cloacae* strain CAV1669 revealed 100% and 99.8% sequence identity, respectively.

*Genome properties.* The genome is organized into two scaffolds (38 and 52) of 3,030,794 bp and 2,627,467 bp, with a GC content of 52.7% and 53.8%, respectively. There are 4,505 protein coding genes (CDS) and 23 tRNA genes. Of the total CDSs, 61.2% represent functional categories. The distribution of genes into functional categories is presented in Additional file 2: Table S2.

*Annotation*. The genome was annotated with XBASE and RAST  [23, 24], followed by manual curation. Putative protein-encoding genes were identified using GLIMMER and Prodigal  [25, 26]. Non-coding genes and miscellaneous features were predicted using tRNAscan-SE [27] and RNAmmer [28] (Additional file 2: Table S3).

**References**

1. Chipman AD, Ferrier DE, Brena C, Qu J, Hughes DS, Schröder R, Torres-Oliva M, Znassi N, Jiang H, Almeida FC, et al: **The first myriapod genome sequence reveals conservative arthropod gene content and genome organisation in the centipede Strigamia maritima.** *PLoS Biol* 2014, **12:**e1002005.

2. Heliconius Genome C: **Butterfly genome reveals promiscuous exchange of mimicry adaptations among species.** *Nature* 2012, **487:**94-98.

3. O'Leary NA, Wright MW, Brister JR, Ciufo S, Haddad D, McVeigh R, Rajput B, Robbertse B, Smith-White B, Ako-Adjei D, et al: **Reference sequence (RefSeq) database at NCBI: current status, taxonomic expansion, and functional annotation.** *Nucleic Acids Res* 2016, **44:**D733-745.

4. Wheeler D, Redding AJ, Werren JH: **Characterization of an Ancient Lepidopteran Lateral Gene Transfer.** *PLoS ONE* 2013, **8:**e59262.

5. Hacker J, Kaper JB: **Pathogenicity islands and the evolution of microbes.** *Annu Rev Microbiol* 2000, **54:**641-679.

6. Koonin EV, Makarova KS, Aravind L: **Horizontal gene transfer in prokaryotes: quantification and classification.** *Annu Rev Microbiol* 2001, **55:**709-742.

7. Duron O: **Lateral transfers of insertion sequences between Wolbachia, Cardinium and Rickettsia bacterial endosymbionts.** *Heredity (Edinb)* 2013, **111:**330-337.

8. Andersson JO: **Lateral gene transfer in eukaryotes.** *Cell Mol Life Sci* 2005, **62:**1182-1197.

9. Kurland CG: **Something for everyone. Horizontal gene transfer in evolution.** *EMBO Rep* 2000, **1:**92-95.

10. Klasson L, Kambris Z, Cook PE, Walker T, Sinkins SP: **Horizontal gene transfer between Wolbachia and the mosquito Aedes aegypti.** *BMC Genomics* 2009, **10:**33.

11. Woolfit M, Iturbe-Ormaetxe I, McGraw EA, O'Neill SL: **An ancient horizontal gene transfer between mosquito and the endosymbiotic bacterium Wolbachia pipientis.** *Mol Biol Evol* 2009, **26:**367-374.

12. Aikawa T, Anbutsu H, Nikoh N, Kikuchi T, Shibata F, Fukatsu T: **Longicorn beetle that vectors pinewood nematode carries many Wolbachia genes on an autosome.** *Proc Biol Sci* 2009, **276:**3791-3798.

13. Fenn K, Conlon C, Jones M, Quail MA, Holroyd NE, Parkhill J, Blaxter M: **Phylogenetic relationships of the Wolbachia of nematodes and arthropods.** *PLoS Pathog* 2006, **2:**e94.

14. Hotopp JCD, Clark ME, Oliveira DCSG, Foster JM, Fischer P, Torres MCM, Giebel JD, Kumar N, Ishmael N, Wang S, et al: **Widespread Lateral Gene Transfer from Intracellular Bacteria to Multicellular Eukaryotes.** *Science* 2007, **317:**1753-1756.

15. Nikoh N, Tanaka K, Shibata F, Kondo N, Hizume M, Shimada M, Fukatsu T: **Wolbachia genome integrated in an insect chromosome: evolution and fate of laterally transferred endosymbiont genes.** *Genome Res* 2008, **18:**272-280.

16. Kondo N, Nikoh N, Ijichi N, Shimada M, Fukatsu T: **Genome fragment of Wolbachia endosymbiont transferred to X chromosome of host insect.** *Proc Natl Acad Sci U S A* 2002, **99:**14280-14285.

17. Initiative IGG: **Genome sequence of the tsetse fly (Glossina morsitans): vector of African trypanosomiasis.** *Science* 2014, **344:**380-386.

18. Brelsfoard C, Tsiamis G, Falchetto M, Gomulski LM, Telleria E, Alam U, Doudoumis V, Scolari F, Benoit JB, Swain M, et al: **Presence of extensive Wolbachia symbiont insertions discovered in the genome of its host Glossina morsitans morsitans.** *PLoS Negl Trop Dis* 2014, **8:**e2728.

19. Wilkes TE, Darby AC, Choi JH, Colbourne JK, Werren JH, Hurst GD: **The draft genome sequence of Arsenophonus nasoniae, son-killer bacterium of Nasonia vitripennis, reveals genes associated with virulence and symbiosis.** *Insect Mol Biol* 2010, **19 Suppl 1:**59-73.

20. Penz T, Schmitz-Esser S, Kelly SE, Cass BN, Muller A, Woyke T, Malfatti SA, Hunter MS, Horn M: **Comparative genomics suggests an independent origin of cytoplasmic incompatibility in Cardinium hertigii.** *PLoS Genet* 2012, **8:**e1003012.

21. Ku C, Lo WS, Chen LL, Kuo CH: **Complete genomes of two dipteran-associated spiroplasmas provided insights into the origin, dynamics, and impacts of viral invasion in spiroplasma.** *Genome Biol Evol* 2013, **5:**1151-1164.

22. Lo WS, Ku C, Chen LL, Chang TH, Kuo CH: **Comparison of metabolic capacities and inference of gene content evolution in mosquito-associated Spiroplasma diminutum and S. taiwanense.** *Genome Biol Evol* 2013, **5:**1512-1523.

23. Chaudhuri RR, Loman NJ, Snyder LA, Bailey CM, Stekel DJ, Pallen MJ: **xBASE2: a comprehensive resource for comparative bacterial genomics.** *Nucleic Acids Res* 2008, **36:**D543-546.

24. Aziz RK, Bartels D, Best AA, DeJongh M, Disz T, Edwards RA, Formsma K, Gerdes S, Glass EM, Kubal M, et al: **The RAST Server: rapid annotations using subsystems technology.** *BMC Genomics* 2008, **9:**75.

25. Delcher AL, Harmon D, Kasif S, White O, Salzberg SL: **Improved microbial gene identification with GLIMMER.** *Nucleic Acids Res* 1999, **27:**4636-4641.

26. Hyatt D, Chen GL, Locascio PF, Land ML, Larimer FW, Hauser LJ: **Prodigal: prokaryotic gene recognition and translation initiation site identification.** *BMC Bioinformatics* 2010, **11:**119.

27. Schattner P, Brooks AN, Lowe TM: **The tRNAscan-SE, snoscan and snoGPS web servers for the detection of tRNAs and snoRNAs.** *Nucleic Acids Res* 2005, **33:**W686-689.

28. Lagesen K, Hallin P, Rodland EA, Staerfeldt HH, Rognes T, Ussery DW: **RNAmmer: consistent and rapid annotation of ribosomal RNA genes.** *Nucleic Acids Res* 2007, **35:**3100-3108.

# Supplementary material for: The whole genome sequence of the Mediterranean fruit fly, Ceratitis capitata (Wiedemann), reveals insights into the biology and adaptive evolution of a highly invasive pest species
**Source:** Genome Biol. 2016 Sep 22;17:192. doi: 10.1186/s13059-016-1049-2
**Supplement:** Supplementary file 3 — Supplementary figures S1–S9. Figure S1 Odorant-binding protein (OBP) genes phylogenetic tree. Figure S2 Ionotrophic receptor (IR) genes phylogenetic tree. Figure S3 Opsin genes phylogenetic tree. Figure S4 CYP gene clusters A and B. Figure S5 Glutathione S-transferase genes phylogenetic tree. Figure S6 cysLGIC genes superfamily phylogenetic tree. Figure S7 Cuticle protein gene clusters. Figure S8 CPLCA cuticle protein genes phylogenetic tree. Figure S9 Seminal fluid protein functional classes.

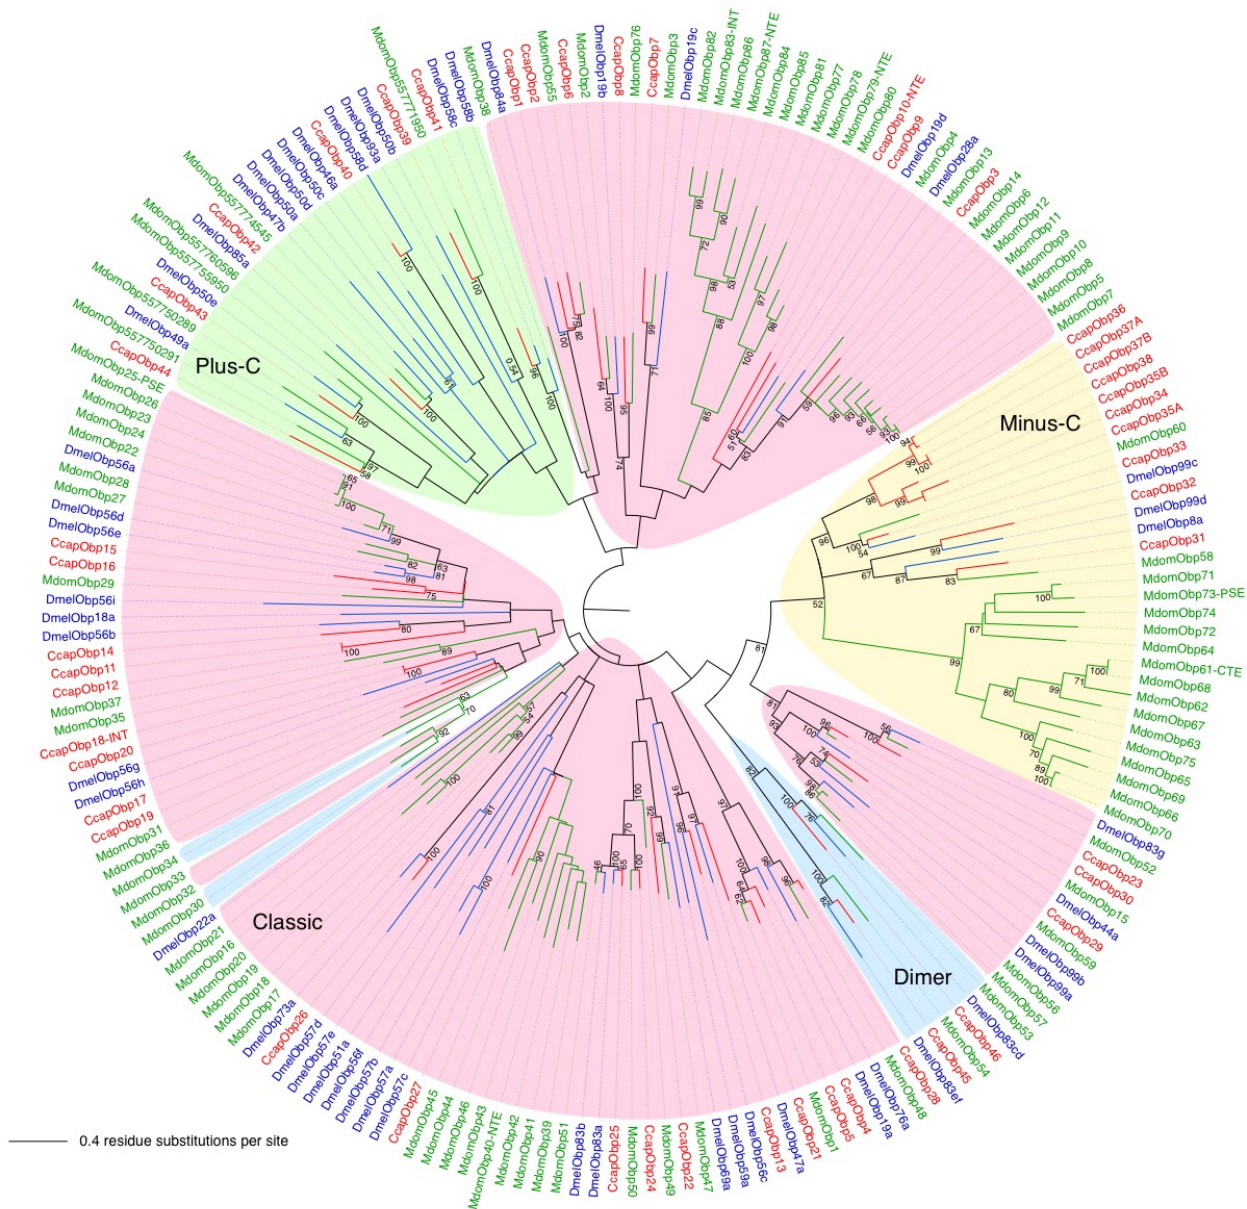

**Figure S1.** Phylogenetic relationships of OBPs from *C. capitata*, *D. melanogaster* and *M. domestica*. The midpoint rooted maximum likelihood (log likelihood = -33834) tree was inferred using the Le & Gascuel model [208] with a discrete Gamma distribution and some invariable sites. Bootstrap values greater than 50% (1000 replications) are shown. The different subfamilies of OBPs are highlighted by colored shading. Suffixes after the gene/protein names are: -NTE N-terminus missing; -CTE C-terminus missing, -INT internal region missing, -PSE pseudogene.

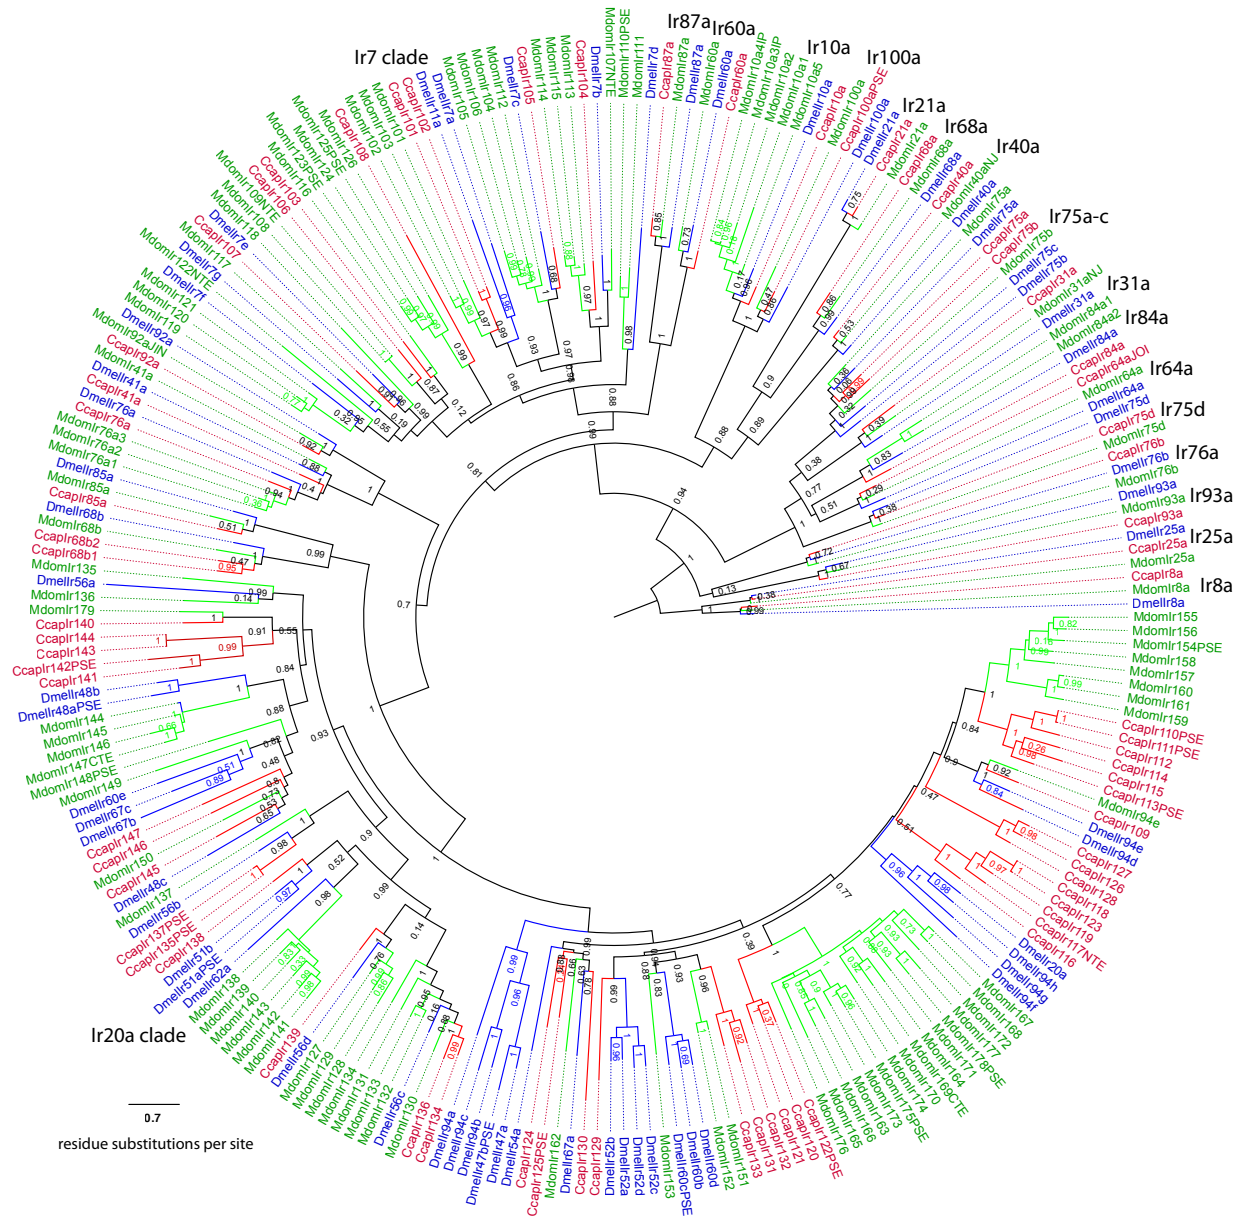

**Figure S2.** Phylogenetic tree of the *Ceratitidis capitata* IRs (red) with those of *Drosophila melanogaster* (blue) and *Musca domestica* (green). This maximum likelihood tree was rooted by declaring the Ir8a and 25a lineages as the outgroup. Lineages discussed in the text are labeled on the outside.

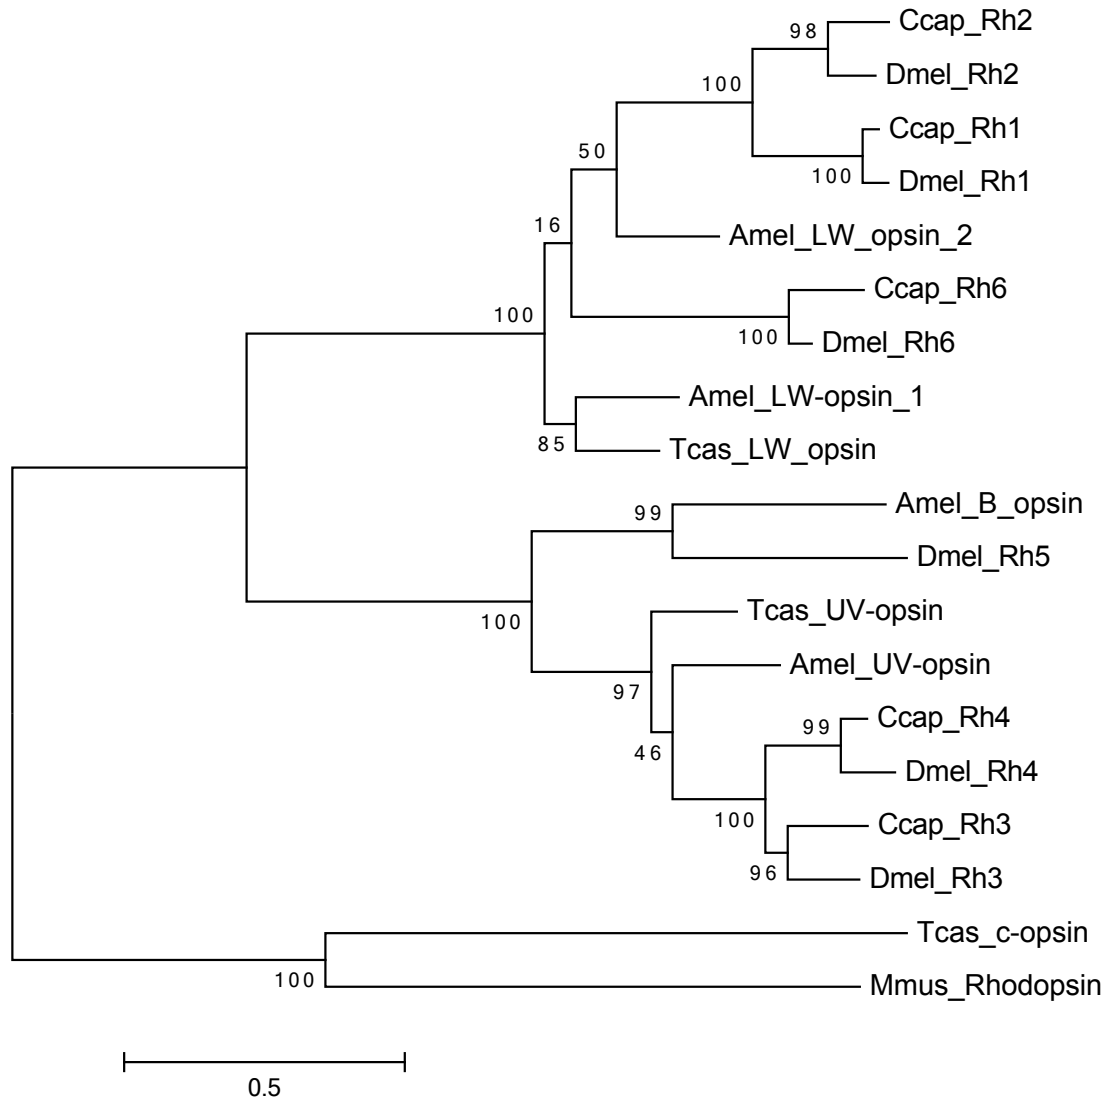

**Figure S3.** Maximum likelihood tree of *D. melanogaster* and *C. capitata* opsin genes. Protein sequences were aligned with Webprank [2]. Ambiguous alignment regions were filtered using TrimAl (v. 1.3) [1] as implemented on the Phylemon 2.0 server [3] applying User defined settings (Minimum percentage of positions to conserve: 10, Gap threshold: 0.9, Similarity threshold: 0.0, Window size: 1.0). Maximum likelihood tree was estimated in MEGA version 6.0 [4] applying the Jones-Taylor-Thornton (JTT) model of amino acid sequence evolution and assuming Gamma Distributed substitution rates across sites with 3 categories. Numbers at branches represent nonparametric bootstrap support from 100 replications. Species Abbreviations of species that were investigated using genome draft annotations: Amel = *Apis mellifera*, Ccap = *Ceratitis capitata*, Dmel = *Drosophila melanogaster*, Mmus = *Mus musculus*, Tcas = *Tribolium castaneum*. Alignment available on request. References: [1] Capella-Gutiérrez S et al., *Bioinformatics* **25**, 1972-1973 (2009); [2] Löytynoja A, Goldman, N, *BMC Bioinformatics* **11**, 579 (2010); [3] Sánchez R et al., *Nucleic Acids Res.* **39**, W470-474 (2011); [4] Tamura K et al., *Mol Biol Evol* **30**, 2725-2729 (2013).

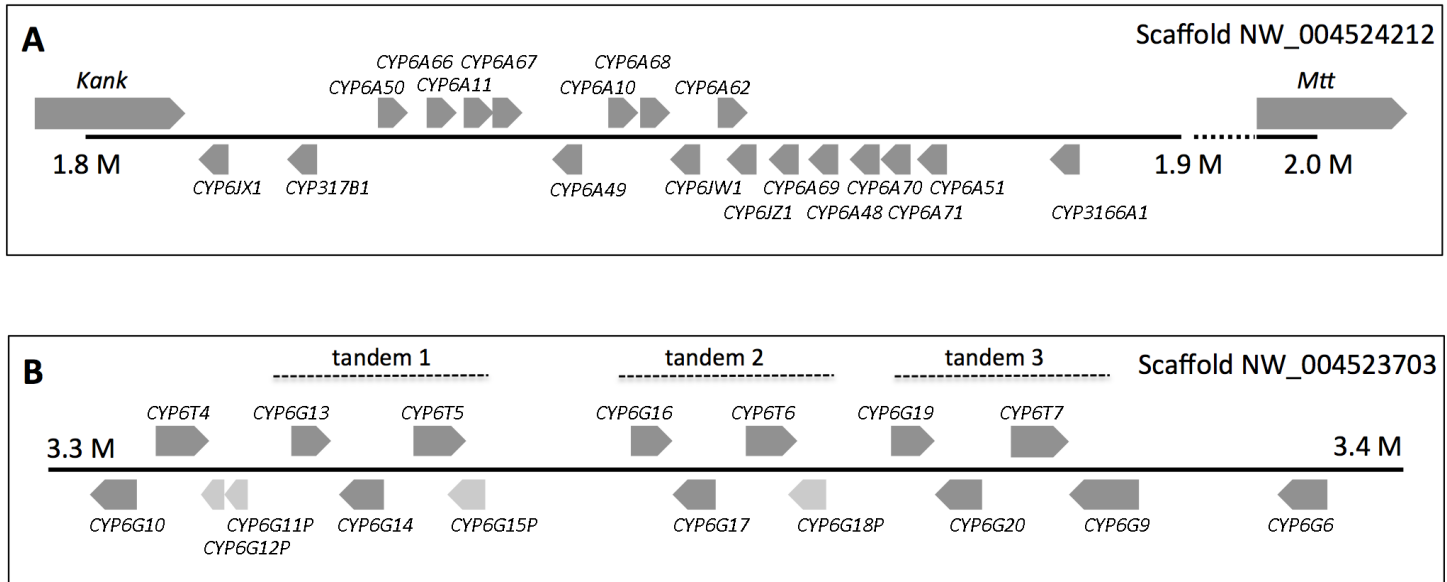

**Figure S4.** Schematic representation of two CYP clusters in the genome of *Ceratitis capitata*. **A)** Eighteen consecutive CYP genes in tandem flanked by orthologs of the *Kank* and *Mtt* genes, and **B)** CYP6G/CYP6T cluster; the dotted lines indicate the tandem repeats of two CYP6G genes in opposite orientation followed by one CYP6T and one CYP6G gene or pseudogene. Pseudogenes are shown in light gray.

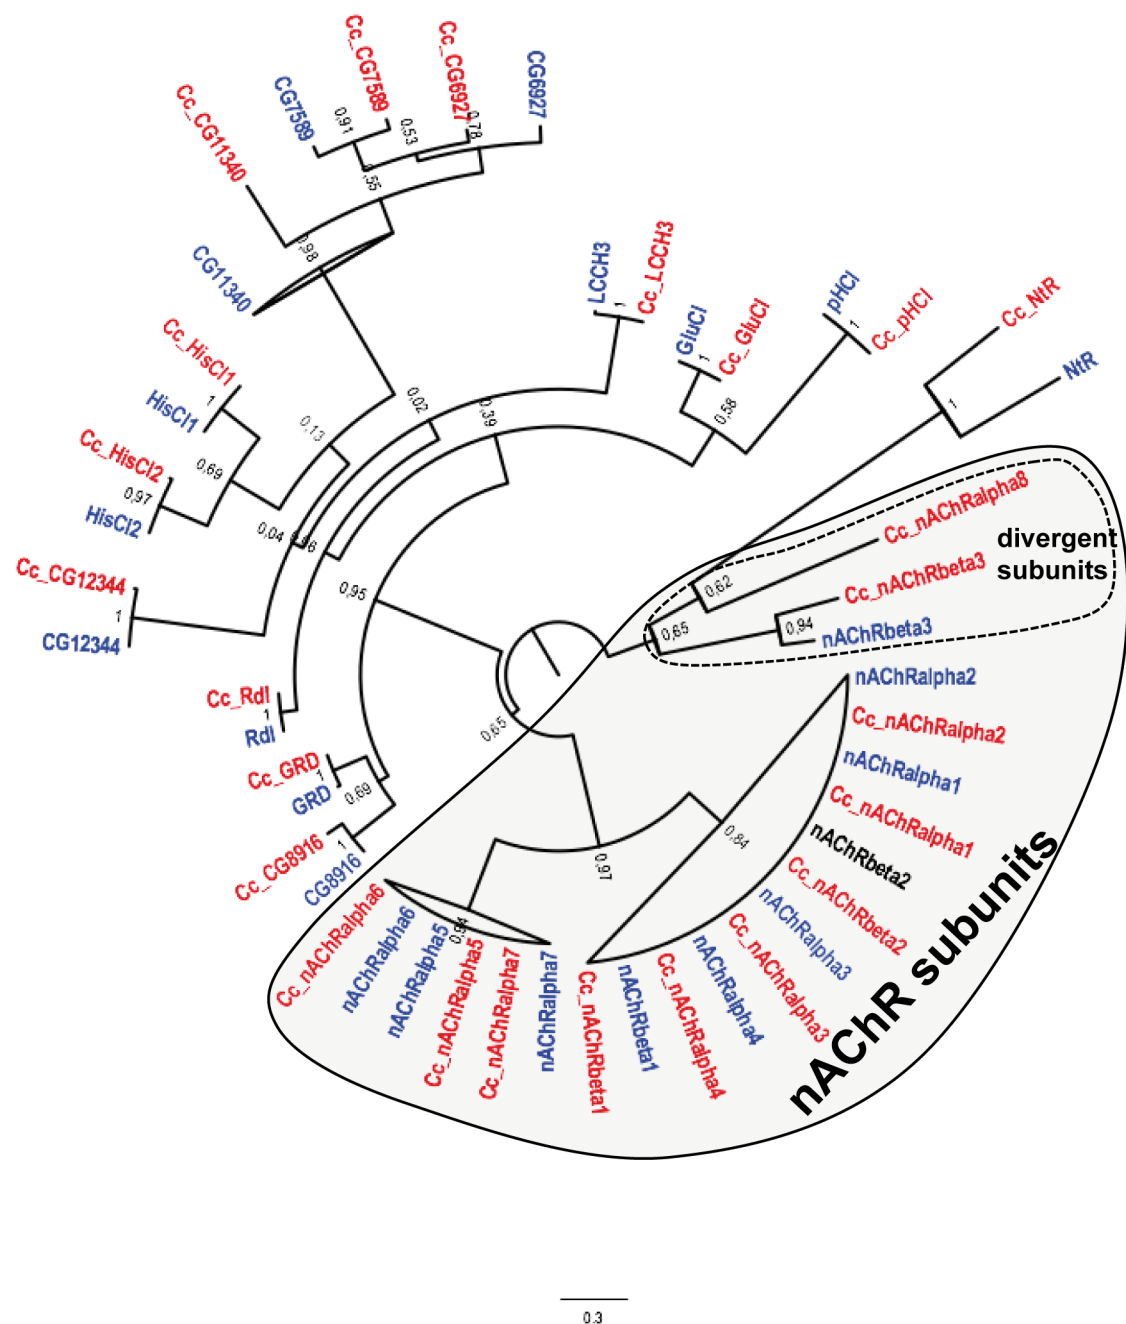

**Figure S6.** Bootstrap PhyML tree of *C. capitata* (red) and *D. melanogaster* (blue) (<http://phylogeny.limm.fr>) cysLGIC protein sequences. Branch length indicates average residue substitutions per site.

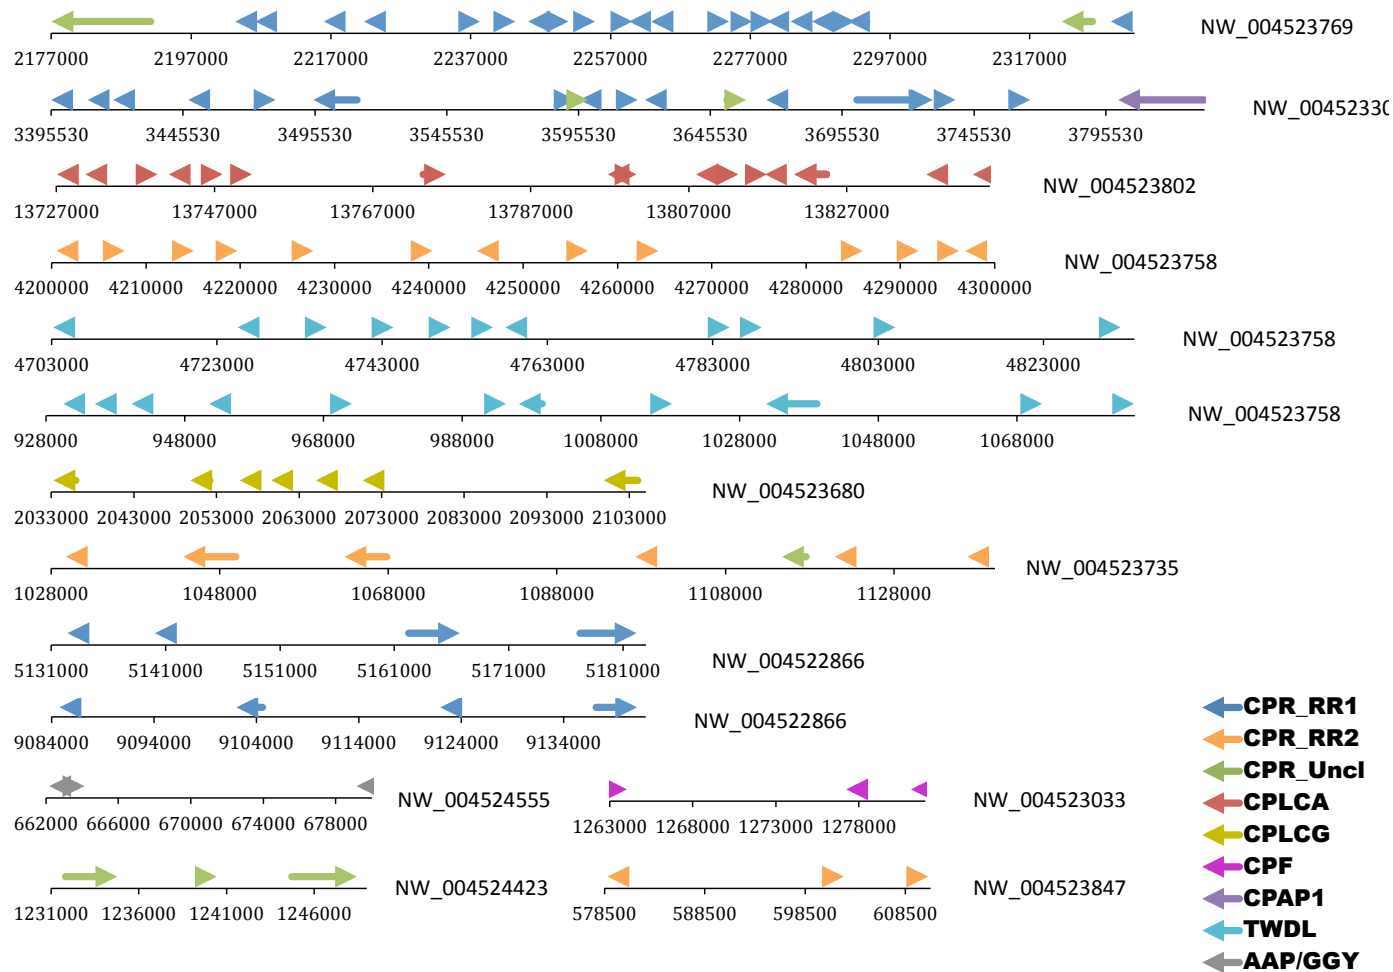

**Figure S7.** Gene clusters of cuticle proteins from *C. capitata*. Arrows indicate orientation of each putative cuticle protein gene. Scaffold numbers are shown to the right of each cluster and genomic coordinates are indicated below the scaffold (not to scale).

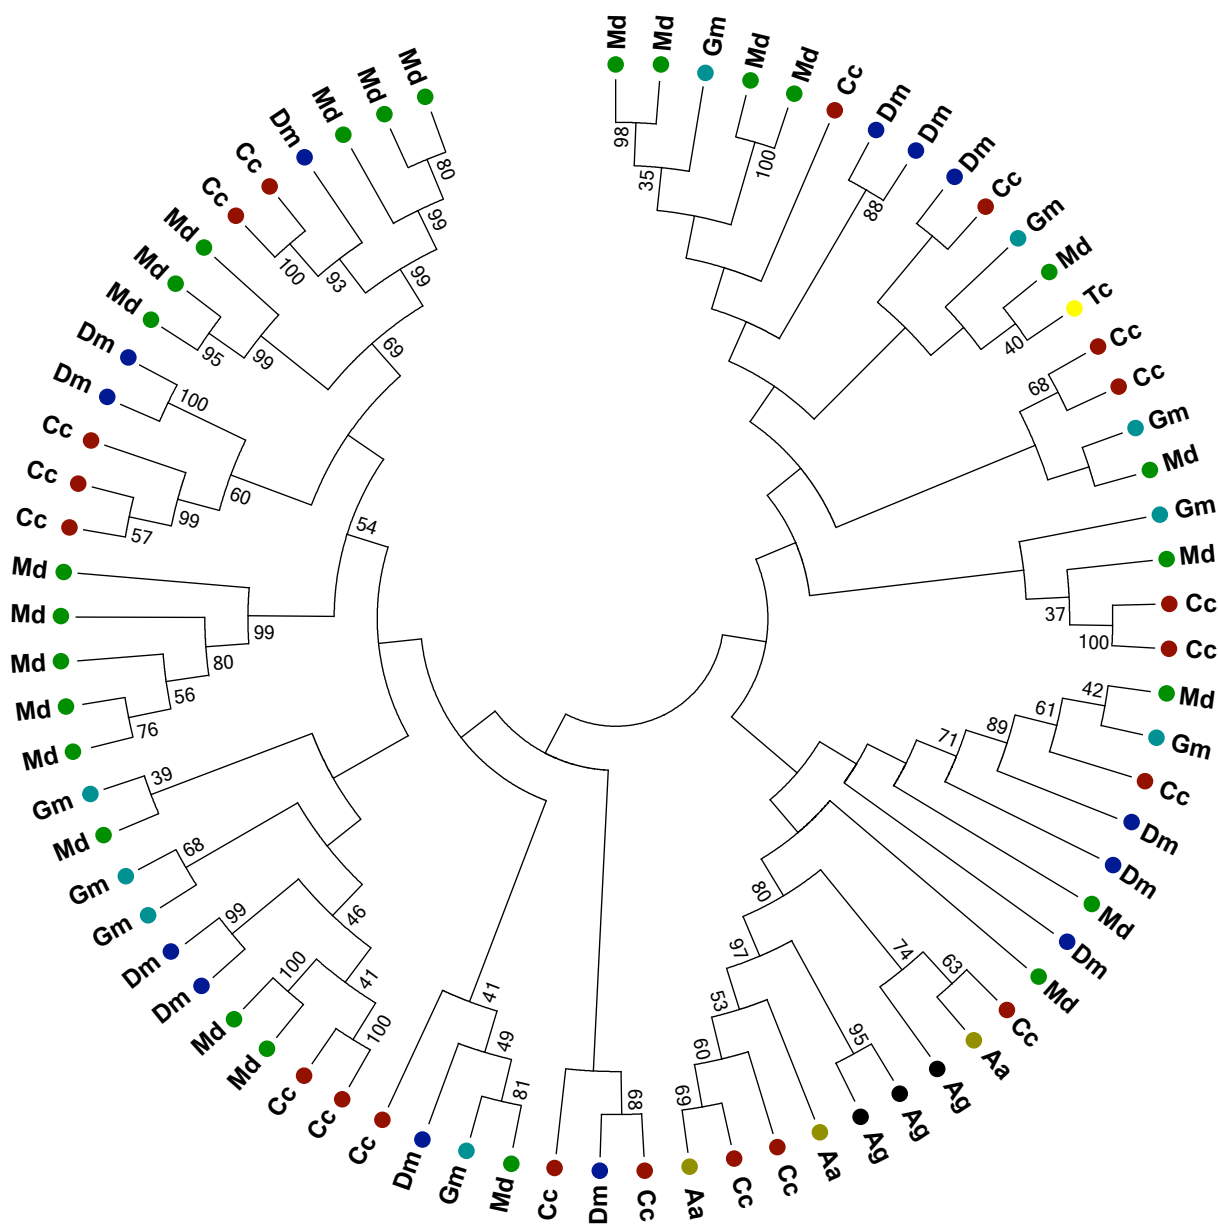

**Figure S8.** Phylogenetic tree demonstrating the relationship of CPLCA proteins from *C. capitata* (Cc), *D. melanogaster* (Dm), *Musca domestica* (Md), *Anopheles gambiae* (Ag), *Aedes aegypti* (Aa), *Glossina morsitans* (Gm), *Culex quinquefasciatus* (Cq), and *Tribolium castaneum* (Tc). The tree was constructed using the neighbor-joining method in MEGA6; Poisson correction and bootstrap replicates (2,000 replicates) were used.

### Predicted Functional Class

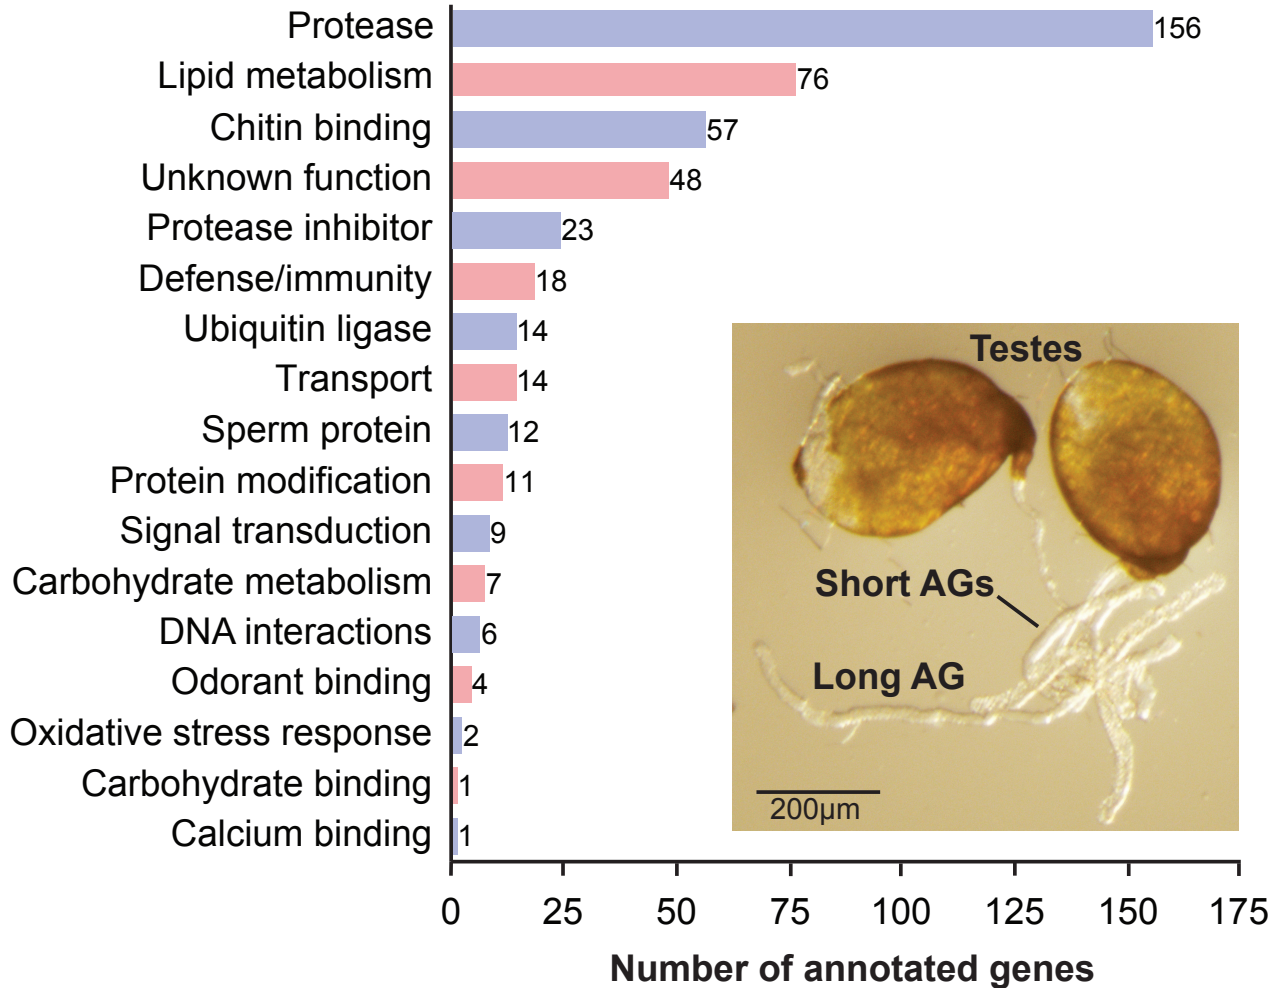

**Figure S9.** Proposed functional classes of putative Seminal Fluid Protein (SFP) coding genes identified in the medfly genome. The box figure shows a dissected male reproductive tract including the testes and the accessory glands (AGs).

# Supplementary material for: The whole genome sequence of the Mediterranean fruit fly, Ceratitis capitata (Wiedemann), reveals insights into the biology and adaptive evolution of a highly invasive pest species
**Source:** Genome Biol. 2016 Sep 22;17:192. doi: 10.1186/s13059-016-1049-2
**Supplement:** Supplementary file 4 — Supplementary material: C. capitata chemoreceptor genes.

**Additional file 4: Supplementary material: *C. capitata* chemoreceptor genes**

Insect olfaction and gustation is the product of a signal transduction cascade that includes four major gene families [1]: the insect odorant binding proteins (OBPs) that are small, globular, water-soluble proteins secreted into the sensillar lymph by basal support cells. The OBPs bind and solubilize odorant molecules and transport them through the aqueous lymph to the membrane-bound odorant receptors (ORs) that act as ligand-gated ion channels [1, 2]. The gustatory receptors (GRs) act as taste or contact receptors, and are involved in the perception of sugars and bitter tastants including carbon dioxide [3]. The ionotropic receptors (IRs) are the most ancient and highly divergent family of chemoreceptors, which evolved from the ionotropic glutamate receptor superfamily and respond to amines, acids and other odorants not perceived by the ORs [4, 5].

**The Odorant Binding Protein (OBP) family**

Insect OBPs are small, globular, water-soluble proteins that are secreted into the sensillar lymph by basal support cells. The OBPs bind and solubilize odorant molecules and transport them through the aqueous lymph to the membrane-bound ORs  [1, 2]. However, not all OBP are restricted to chemosensory appendages and it is likely that they may be involved in other physiological functions unrelated to chemoreception  [6-8].

The OBP family is composed of different subfamilies of proteins. The members of the Classic OBP subfamily generally contain six highly conserved cysteine residues that form three disulphide bonds. Members of the Minus-C OBP subfamily contain four conserved cysteine residues and only two disulphide bonds. The Plus-C subfamily contain additional conserved cysteine residues  [9], while Dimer or Double OBPs have arisen where two “classic” OBP domains have fused into one protein  [2].

Forty-six OBP genes were identified in the medfly genome (Table S3), compared to 52 in *Drosophila melanogaster*  [2] and 85 in *Musca domestica*  [10]. The N-terminus of CcapObp10 is missing due to a gap in the genome sequence, but its complete sequence has previously been determined  [11]. 

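In Additional file 4 CcapObp10 carries a suffix for its missing N-terminus, but its 143 listed residues include that part, taken from an earlier transcript. It matched a complete open reading frame of the reproductive tract and gut assembly over all of them with 97.9% identity (comp23170_c3, with 4 predicted frames). This component had 2756 ± 1054 CPM in the male reproductive tract, where it ranked 19 of all components by mean CPM. In the other groups it varied widely between libraries, from 36.6 to 216 CPM in gut and from 4.51 to 103 in the virgin female tract, and it had 10.3 ± 2.19 CPM in the mated female tract. The log2 fold change of the male against the female tract was 7.13 (standard error 0.94, adjusted p = 3.6e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and between 6.72 and 8.61 with each library left out in turn.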

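CcapObp18 is listed with 124 residues in Additional file 4, a central part of them taken from an earlier transcript. It matched a complete open reading frame over its whole length with 98.4% identity (comp27470_c0). Its component had 22 counts over the 3 male reproductive tract libraries, 3 over the virgin and 1 over the mated female tract libraries and 0 in gut, too few to pass the filter for the test. The best frame for CcapObp20 lies on the same component, so that reads of that gene could be counted there as well.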

The central part of the sequence of CcapObp18 is interrupted by a gap in genome, but again its complete transcript has previously been described  [11]. The predicted translations of the complete OBP transcripts ranged from 123 amino acids (CcapObp20) to 336 amino acids (CcapObp13). Alignments of the conceptual amino acid sequences of the medfly OBPs with those from *D. melanogaster* and *M. domestica* permitted their classification into different subfamilies. On the basis of the conserved cysteine domain profiles, 30 were classified as Classic subfamily OBPs (6 conserved cysteines, CcapObp1-30), eight as Minus-C OBPs (4 conserved cysteines, CcapObp31-38), six as Plus-C OBPs (more than 6 conserved cysteines, CcapObp39-44), and two as Dimer OBPs (with a double domain profile, CcapObp45-46). The medfly appears to lack orthologs of a number of *Drosophila* and *M. domestica* OBP genes, but it also shows at least one example of gene lineage expansion. The *Drosophila* Minus-C subfamily DmelObp99c has only one ortholog in *M. domestica*, but in the medfly this lineage has expanded to include six related minus-C OBPs, CcapObp33-38 (Figure S1). This group has expanded ever further, as two genes, CcapObp35 and CcapObp37, appear to encode two different OBP proteins by differential splicing (CcapObp35A/B and CcapObp37A/B, respectively). 

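CcapObp35B matched a complete open reading frame of the reproductive tract and gut assembly over its whole length with 98.6% identity (comp24694_c0), and the best frame for CcapObp35A was the same one, with 79.2% identity. CcapObp37A and CcapObp36 both matched the frame of comp24131_c4, with 95.8% and 98.6% identity, and CcapObp37B, with 85.4% identity, and CcapObp38, with 84.7%, had their best frames there but did not meet the rule. The counts of this component therefore belong to CcapObp36 and CcapObp37A together, and reads of CcapObp37B and CcapObp38 could be counted with them. No frame matched CcapObp35A or CcapObp37B by the rule. Reads of CcapObp35A could be counted on the CcapObp35B component, where its best frame lies. The CcapObp35B component had 3570.3 ± 885 CPM in the male reproductive tract, 3.75 in the virgin and 3.29 in the mated female tract and 4.27 in gut, a log2 fold change of male against female tract of 9.99 (standard error 0.38, adjusted p = 7.8e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).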

As in other insects, many of the genes are in arrays of multiple genes. Their gene structures are fairly complicated, with 0-4 introns.

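CcapObp28 matched an open reading frame that lacks its start but covers the whole protein with 100% identity (comp8662_c0). It had 46 counts over the 3 libraries of the male reproductive tract, 4 over the virgin female tract, 3 over gut and 0 over the mated female tract, and did not pass the filter for the test.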

The phylogenetic tree reveals that there are fifteen simple 1:1:1 orthologous relationships, for example, CcapObp28 is an ortholog of MdomObp48 and DmelObp76a/LUSH  [12]. 

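CcapObp1 matched a complete open reading frame over its whole length with 100% identity (comp23460_c0, with 5 predicted frames), and CcapObp2 had no match, its best frame being 40.6% identical. The CcapObp1 component had 25.8 ± 2.24 CPM in the male reproductive tract, 5.17 ± 0.164 in the virgin and 5.03 ± 0.423 in the mated female tract and 4.38 ± 0.588 in gut. Every male library lay above every other library, and the log2 fold change against the female tract was 2.34 (standard error 0.12, adjusted p = 8.0e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).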

Another three have simple duplications in one of the three species (e.g. CcapObp1/2 are duplicates of DmelObp84a/MdomObp55). Unlike the extensive gene lineage expansions in *M. domestica*  [10], there is really only case of considerable gene expansion in the medfly (CcapObp34-38) all in a single array with no clear orthologs in *D. melanogaster* or *M. domestica*.

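Of CcapObp34 to CcapObp38 and the neighboring CcapObp33, CcapObp34 (best identity 62.0%), CcapObp35A, CcapObp37B and CcapObp38 had no matched frame. In the male reproductive tract the component shared by CcapObp36 and CcapObp37A had the highest mean of all components, with 6.81% ± 1.38 of the counts (SD, n = 3). Its normalized level there was 62942 ± 18912 CPM, compared with 97.9 ± 30.2 in the virgin female tract, 80.7 ± 19.4 in the mated female tract and 147 ± 27.7 in gut. The log2 fold change of the male against the female tract was 9.47 (standard error 0.35, adjusted p = 5.5e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between 9.23 and 9.66 with each library left out in turn. The CcapObp35B component ranked 16 by mean CPM in the male tract. CcapObp33, matched over its whole length with 100% identity (comp24759_c0), had 218 ± 6.70 CPM in the male tract, 89.9 ± 49.3 in the virgin female tract, 93.8 ± 30.7 in the mated female tract and 15.3 ± 12.3 in gut. Its log2 fold change of male against female was 1.25 (standard error 0.41, adjusted p = 0.019 from the same test). This call did not hold with 1 library left out, where the adjusted p was 0.054 without virgin replicate 2, 0.058 without virgin replicate 3, 0.056 without male replicate 1, 0.053 without male replicate 2 and 0.059 without male replicate 3 in CcapObp33, male against female reproductive tract.

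**Figure D1:**
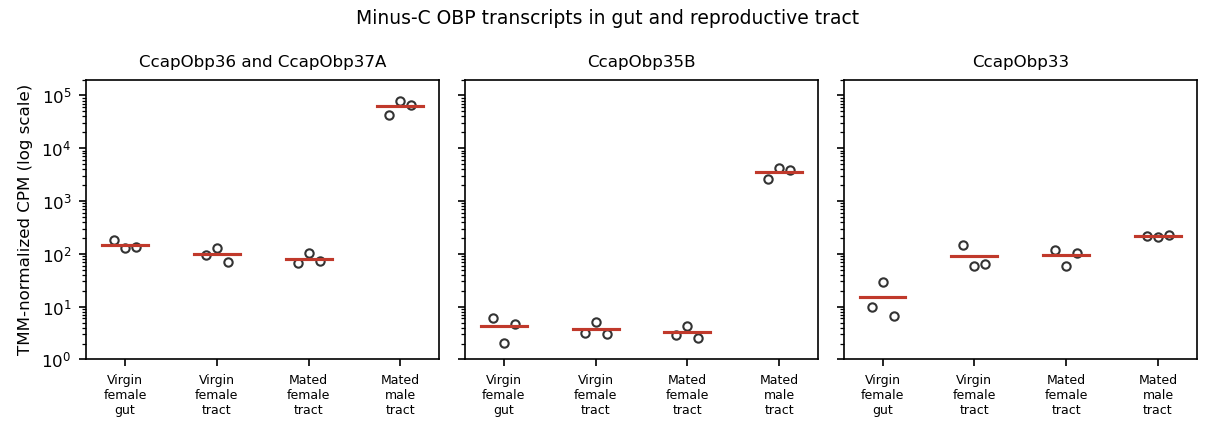
TMM-normalized CPM on a log axis of the components with CcapObp36 and CcapObp37A, CcapObp35B and CcapObp33, with 1 point per library (n = 3 per group) and a bar at each group's mean. The male libraries lie above the other groups for all 3 components, with 42305 to 79446 CPM for CcapObp36 and CcapObp37A.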

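CcapObp45 matched a complete open reading frame over its whole length with 97.8% identity (comp10150_c0). It had 41.8 ± 9.58 CPM in the male reproductive tract, 8.35 ± 2.94 in the virgin and 12.5 ± 1.67 in the mated female tract and 1.44 ± 0.870 in gut, a log2 fold change of male against female of 2.03 (standard error 0.28, adjusted p = 5.7e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and between 1.80 and 2.19 with each library left out. CcapObp46 matched an internal frame over 54.4% of the protein (comp152_c0), with 15 counts over the male, 9 over the mated and 4 over the virgin female tract libraries and 1 over gut, too few for the test.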

The Dimer OBPs CcapObp45 and CcapObp46 are clearly orthologs of the DmelObp83ef/MdomObp54 and DmelObp83cd/MdomObp53 Dimer OBP genes, indicating that these genes are older than the split of the three fly lineages. In contrast, neither *D. melanogaster* nor *C. capitata* possess orthologs of the MdomObp30 and MdomObp34 Dimer OBPs, reinforcing the hypothesis that such genes can arise as a result of fusion of two duplicated “classic” genes  [10].

**48 CcapObp proteins in FASTA format.**

**Classic OBP subfamily**

>CcapObp1

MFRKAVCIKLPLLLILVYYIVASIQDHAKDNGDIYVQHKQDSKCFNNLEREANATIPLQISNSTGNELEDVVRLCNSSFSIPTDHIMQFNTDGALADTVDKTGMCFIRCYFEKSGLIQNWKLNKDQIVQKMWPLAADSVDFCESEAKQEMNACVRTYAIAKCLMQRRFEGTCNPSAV

>CcapObp2

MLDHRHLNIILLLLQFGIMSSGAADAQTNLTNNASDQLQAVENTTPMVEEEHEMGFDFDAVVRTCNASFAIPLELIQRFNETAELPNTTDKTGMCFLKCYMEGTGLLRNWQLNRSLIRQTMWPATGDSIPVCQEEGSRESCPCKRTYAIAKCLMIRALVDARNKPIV

>CcapObp3

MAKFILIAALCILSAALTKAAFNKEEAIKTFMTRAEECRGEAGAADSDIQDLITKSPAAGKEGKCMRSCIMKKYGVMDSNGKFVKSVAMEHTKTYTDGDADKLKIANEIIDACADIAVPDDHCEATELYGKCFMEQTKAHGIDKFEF

>CcapObp4

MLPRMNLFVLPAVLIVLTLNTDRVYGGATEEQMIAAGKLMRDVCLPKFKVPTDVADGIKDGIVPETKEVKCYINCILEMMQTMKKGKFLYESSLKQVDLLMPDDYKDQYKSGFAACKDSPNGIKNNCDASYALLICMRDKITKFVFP

>CcapObp5

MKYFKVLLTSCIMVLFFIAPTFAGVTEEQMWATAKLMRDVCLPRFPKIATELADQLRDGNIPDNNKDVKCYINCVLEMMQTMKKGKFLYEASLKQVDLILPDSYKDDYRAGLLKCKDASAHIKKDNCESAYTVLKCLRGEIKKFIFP

>CcapObp6

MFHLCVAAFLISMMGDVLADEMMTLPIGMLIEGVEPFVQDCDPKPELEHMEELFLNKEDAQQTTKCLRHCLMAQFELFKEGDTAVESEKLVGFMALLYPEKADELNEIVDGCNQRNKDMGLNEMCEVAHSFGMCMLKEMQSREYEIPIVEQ

>CcapObp7

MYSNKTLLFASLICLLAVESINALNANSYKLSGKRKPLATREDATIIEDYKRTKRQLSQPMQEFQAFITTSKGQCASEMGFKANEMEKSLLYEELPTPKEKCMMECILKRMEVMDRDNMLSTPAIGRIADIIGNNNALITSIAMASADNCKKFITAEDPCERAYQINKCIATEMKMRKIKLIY

>CcapObp8

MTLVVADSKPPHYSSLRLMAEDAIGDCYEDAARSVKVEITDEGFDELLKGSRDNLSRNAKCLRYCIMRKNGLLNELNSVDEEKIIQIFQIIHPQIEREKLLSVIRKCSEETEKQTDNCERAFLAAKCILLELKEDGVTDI

>CcapObp9

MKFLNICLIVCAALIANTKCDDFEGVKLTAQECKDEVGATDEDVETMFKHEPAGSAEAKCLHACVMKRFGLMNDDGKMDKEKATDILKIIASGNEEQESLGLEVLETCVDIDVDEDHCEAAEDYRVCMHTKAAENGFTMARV

>CcapObp10-NTE (section in brackets derived from transcript from Siciliano et al. 2014a)

**[**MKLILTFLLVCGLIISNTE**]**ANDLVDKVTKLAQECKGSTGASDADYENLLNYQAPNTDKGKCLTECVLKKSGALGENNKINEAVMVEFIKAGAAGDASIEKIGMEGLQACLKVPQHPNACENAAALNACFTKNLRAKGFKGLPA

>CcapObp11

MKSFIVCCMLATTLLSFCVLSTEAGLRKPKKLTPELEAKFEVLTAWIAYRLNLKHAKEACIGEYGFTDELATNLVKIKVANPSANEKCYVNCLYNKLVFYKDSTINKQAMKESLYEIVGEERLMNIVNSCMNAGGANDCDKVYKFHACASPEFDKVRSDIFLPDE

>CcapObp12

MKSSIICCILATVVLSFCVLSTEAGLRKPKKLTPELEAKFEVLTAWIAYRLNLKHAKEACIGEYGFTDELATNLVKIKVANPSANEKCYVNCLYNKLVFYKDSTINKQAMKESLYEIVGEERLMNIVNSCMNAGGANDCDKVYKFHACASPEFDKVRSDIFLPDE

>CcapObp13

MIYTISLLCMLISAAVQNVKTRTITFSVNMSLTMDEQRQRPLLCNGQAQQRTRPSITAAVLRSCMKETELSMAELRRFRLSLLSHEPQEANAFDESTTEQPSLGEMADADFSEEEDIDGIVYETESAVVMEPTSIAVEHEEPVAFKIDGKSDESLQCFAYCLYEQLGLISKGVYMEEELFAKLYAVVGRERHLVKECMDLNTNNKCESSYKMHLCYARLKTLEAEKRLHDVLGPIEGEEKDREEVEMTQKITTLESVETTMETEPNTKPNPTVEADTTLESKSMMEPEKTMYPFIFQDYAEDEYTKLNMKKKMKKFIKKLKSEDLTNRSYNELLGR

>CcapObp14

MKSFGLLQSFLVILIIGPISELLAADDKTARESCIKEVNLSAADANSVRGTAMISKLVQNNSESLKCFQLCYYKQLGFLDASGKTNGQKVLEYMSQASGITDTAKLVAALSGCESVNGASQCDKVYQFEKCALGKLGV

>CcapObp15

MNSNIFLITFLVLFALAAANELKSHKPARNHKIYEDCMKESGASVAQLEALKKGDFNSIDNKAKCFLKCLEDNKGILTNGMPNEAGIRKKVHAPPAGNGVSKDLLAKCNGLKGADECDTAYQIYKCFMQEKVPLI

>CcapObp16

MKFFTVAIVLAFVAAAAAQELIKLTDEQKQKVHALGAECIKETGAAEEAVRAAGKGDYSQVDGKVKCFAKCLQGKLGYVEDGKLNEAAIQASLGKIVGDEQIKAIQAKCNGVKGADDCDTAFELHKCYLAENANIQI

>CcapObp17

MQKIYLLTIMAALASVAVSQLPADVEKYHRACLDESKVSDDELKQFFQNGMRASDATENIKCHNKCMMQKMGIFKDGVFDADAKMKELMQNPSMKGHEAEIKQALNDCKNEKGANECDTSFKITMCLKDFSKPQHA

CcapObp18-INT (section in brackets derived from transcript from Siciliano et al. 2014a)

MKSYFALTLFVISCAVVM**[**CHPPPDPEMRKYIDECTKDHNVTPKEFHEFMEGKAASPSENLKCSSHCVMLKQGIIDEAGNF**]**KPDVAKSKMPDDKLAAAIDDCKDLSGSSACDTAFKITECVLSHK

>CcapObp19

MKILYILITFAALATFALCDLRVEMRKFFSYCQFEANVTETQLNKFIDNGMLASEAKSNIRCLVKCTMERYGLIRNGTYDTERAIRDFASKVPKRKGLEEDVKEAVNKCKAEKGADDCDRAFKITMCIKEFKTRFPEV

>CcapObp20

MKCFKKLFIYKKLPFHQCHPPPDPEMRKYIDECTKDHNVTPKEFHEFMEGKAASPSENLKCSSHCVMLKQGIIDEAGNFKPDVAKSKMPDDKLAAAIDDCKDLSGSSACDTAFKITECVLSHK

>CcapObp21

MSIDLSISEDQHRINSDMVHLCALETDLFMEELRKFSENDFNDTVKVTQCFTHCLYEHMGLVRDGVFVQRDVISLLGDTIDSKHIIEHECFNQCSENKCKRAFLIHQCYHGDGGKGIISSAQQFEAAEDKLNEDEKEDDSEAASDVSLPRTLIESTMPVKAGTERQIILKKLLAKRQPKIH

>CcapObp22

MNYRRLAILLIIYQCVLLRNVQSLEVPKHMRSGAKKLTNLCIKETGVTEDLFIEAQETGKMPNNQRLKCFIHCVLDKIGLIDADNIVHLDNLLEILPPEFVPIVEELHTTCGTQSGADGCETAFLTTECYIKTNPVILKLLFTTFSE

>CcapObp23

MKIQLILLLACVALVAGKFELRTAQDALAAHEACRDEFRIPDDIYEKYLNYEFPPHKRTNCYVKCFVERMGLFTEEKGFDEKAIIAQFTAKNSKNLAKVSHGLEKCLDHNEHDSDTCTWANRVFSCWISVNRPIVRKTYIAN

>CcapObp24

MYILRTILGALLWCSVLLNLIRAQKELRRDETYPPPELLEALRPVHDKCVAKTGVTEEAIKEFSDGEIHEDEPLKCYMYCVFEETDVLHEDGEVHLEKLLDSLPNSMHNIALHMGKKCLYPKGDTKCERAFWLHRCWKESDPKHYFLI

>CcapObp25

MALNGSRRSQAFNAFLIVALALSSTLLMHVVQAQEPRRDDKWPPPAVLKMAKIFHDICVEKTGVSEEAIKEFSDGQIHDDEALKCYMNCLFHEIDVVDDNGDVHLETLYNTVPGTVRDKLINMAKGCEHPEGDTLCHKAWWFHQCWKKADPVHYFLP

>CcapObp26

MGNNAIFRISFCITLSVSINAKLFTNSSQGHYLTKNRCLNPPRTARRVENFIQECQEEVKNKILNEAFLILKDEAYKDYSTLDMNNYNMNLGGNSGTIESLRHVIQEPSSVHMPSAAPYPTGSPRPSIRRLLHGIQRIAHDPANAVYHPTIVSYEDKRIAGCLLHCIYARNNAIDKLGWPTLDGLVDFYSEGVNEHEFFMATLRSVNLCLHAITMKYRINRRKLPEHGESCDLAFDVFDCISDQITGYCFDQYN

>CcapObp27

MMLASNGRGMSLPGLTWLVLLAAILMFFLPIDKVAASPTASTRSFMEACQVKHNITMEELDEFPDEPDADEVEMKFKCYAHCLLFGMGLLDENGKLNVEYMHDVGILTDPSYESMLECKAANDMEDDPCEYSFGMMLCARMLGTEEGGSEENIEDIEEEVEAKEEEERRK

>CcapObp28

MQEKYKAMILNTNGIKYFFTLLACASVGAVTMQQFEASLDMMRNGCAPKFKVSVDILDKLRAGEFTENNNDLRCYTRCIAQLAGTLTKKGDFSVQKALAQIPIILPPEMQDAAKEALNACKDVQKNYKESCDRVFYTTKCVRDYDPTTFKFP

>CcapObp29

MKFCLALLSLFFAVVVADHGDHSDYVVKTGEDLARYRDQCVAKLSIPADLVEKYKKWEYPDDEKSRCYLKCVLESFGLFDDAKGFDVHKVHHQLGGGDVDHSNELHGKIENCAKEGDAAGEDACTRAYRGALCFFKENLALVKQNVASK

>CcapObp30

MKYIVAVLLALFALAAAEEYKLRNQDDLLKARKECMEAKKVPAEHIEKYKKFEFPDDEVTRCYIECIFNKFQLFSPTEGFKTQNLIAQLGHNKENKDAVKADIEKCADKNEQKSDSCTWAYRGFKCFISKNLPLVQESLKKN

**Minus-C OBP subfamily**

>CcapObp31

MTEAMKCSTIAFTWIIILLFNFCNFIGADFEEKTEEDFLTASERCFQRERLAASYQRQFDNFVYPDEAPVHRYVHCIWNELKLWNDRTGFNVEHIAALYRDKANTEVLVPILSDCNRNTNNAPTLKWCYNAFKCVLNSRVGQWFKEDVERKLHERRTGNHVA

>CcapObp32

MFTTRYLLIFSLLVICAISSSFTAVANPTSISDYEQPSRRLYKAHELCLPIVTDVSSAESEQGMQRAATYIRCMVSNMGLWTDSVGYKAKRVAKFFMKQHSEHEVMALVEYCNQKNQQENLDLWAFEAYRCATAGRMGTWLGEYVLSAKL

>CcapObp33

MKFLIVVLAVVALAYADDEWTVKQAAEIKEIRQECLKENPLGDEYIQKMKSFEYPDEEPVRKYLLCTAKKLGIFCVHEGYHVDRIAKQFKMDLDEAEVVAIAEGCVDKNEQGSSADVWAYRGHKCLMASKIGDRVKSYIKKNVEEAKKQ

>CcapObp34

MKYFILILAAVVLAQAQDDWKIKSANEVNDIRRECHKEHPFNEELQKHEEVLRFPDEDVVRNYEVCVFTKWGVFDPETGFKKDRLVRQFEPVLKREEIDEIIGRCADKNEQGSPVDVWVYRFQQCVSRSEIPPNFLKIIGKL

>CcapObp35A

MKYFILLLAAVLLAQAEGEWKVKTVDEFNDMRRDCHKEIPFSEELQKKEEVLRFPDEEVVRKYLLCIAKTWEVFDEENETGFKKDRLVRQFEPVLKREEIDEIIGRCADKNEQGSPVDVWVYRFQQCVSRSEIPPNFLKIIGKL

>CcapObp35B

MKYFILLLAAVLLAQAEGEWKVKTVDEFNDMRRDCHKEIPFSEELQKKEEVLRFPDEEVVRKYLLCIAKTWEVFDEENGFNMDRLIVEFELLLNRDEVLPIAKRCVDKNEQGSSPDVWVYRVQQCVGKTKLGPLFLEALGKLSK

>CcapObp36

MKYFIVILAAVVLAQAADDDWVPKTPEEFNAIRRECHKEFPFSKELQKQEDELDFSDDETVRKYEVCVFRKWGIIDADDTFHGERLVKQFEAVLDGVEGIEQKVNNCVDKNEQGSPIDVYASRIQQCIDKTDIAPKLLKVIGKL

>CcapObp37A

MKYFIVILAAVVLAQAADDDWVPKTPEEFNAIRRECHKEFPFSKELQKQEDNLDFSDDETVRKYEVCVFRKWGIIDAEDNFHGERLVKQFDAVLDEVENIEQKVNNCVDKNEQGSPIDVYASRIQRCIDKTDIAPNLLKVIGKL

>CcapObp37B

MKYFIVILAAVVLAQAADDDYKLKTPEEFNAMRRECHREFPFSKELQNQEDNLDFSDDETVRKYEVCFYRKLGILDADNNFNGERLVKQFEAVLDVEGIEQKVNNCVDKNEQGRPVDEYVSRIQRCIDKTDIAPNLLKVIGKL

>CcapObp38

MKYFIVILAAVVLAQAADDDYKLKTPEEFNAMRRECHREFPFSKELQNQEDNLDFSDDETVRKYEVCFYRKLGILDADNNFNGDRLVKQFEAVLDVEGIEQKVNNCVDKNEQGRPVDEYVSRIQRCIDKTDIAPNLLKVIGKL

**Plus-C OBP subfamily**

>CcapObp39

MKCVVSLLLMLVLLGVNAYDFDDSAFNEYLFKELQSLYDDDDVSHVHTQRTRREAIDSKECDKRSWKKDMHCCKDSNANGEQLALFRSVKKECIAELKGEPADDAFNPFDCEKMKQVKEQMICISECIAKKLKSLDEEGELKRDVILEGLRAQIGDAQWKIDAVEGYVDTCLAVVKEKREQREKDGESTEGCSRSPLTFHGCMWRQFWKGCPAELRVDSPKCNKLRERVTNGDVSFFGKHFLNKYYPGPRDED

>CcapObp40

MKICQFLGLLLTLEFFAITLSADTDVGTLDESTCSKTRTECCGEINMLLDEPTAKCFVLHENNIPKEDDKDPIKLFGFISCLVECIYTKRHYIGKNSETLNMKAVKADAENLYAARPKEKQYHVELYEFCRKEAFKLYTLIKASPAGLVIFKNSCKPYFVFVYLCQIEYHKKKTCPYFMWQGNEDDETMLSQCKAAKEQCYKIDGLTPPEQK

>CcapObp41

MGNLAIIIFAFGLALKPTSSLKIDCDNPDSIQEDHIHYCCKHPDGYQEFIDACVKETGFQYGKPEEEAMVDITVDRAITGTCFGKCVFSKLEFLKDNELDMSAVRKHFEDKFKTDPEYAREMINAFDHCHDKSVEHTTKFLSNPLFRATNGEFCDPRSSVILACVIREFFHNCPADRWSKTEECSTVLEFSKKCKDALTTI

>CcapObp42

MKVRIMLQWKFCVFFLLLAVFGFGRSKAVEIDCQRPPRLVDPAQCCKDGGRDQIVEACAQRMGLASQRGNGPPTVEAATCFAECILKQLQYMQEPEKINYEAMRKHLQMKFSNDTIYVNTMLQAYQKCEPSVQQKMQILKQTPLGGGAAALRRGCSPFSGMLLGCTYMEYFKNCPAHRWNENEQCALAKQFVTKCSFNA

>CcapObp43

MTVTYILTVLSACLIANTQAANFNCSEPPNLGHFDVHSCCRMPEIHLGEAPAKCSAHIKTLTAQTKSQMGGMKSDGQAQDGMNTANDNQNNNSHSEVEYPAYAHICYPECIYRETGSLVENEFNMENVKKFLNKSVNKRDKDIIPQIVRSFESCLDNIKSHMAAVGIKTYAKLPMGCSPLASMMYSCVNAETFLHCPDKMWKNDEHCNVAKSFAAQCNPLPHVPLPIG

>CcapObp44

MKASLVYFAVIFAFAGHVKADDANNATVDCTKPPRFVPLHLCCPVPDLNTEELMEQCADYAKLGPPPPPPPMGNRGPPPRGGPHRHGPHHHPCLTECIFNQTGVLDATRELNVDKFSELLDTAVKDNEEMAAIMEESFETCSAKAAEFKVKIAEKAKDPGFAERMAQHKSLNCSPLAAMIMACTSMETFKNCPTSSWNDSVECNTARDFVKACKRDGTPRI

**Dimer OBP subfamily**

>CcapObp45

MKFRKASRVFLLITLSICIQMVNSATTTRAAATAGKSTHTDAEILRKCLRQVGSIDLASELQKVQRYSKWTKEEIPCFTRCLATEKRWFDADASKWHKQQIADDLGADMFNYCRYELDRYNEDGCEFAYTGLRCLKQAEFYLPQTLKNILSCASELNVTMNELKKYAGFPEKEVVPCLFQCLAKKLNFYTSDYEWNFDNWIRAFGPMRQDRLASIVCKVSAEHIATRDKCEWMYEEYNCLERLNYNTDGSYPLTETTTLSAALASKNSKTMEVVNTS

>CcapObp46

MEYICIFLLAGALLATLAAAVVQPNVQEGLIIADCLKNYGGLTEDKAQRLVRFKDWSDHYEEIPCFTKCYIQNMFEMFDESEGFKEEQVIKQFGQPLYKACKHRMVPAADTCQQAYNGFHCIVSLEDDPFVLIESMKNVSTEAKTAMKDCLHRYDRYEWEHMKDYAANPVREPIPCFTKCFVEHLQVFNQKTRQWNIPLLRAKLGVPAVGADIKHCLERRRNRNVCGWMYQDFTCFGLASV

**The Odorant receptor (OR) family**

The odorant receptor (OR) family of seven-transmembrane proteins mediates most of insect olfaction, together with a number of gustatory receptors (GRs)  [3, 13] and ionotropic receptors (IRs)  [14-16]. The medfly odorant receptor gene repertoire consists of 76 genes (Table S4), including OrCo, compared to 60 in *D. melanogaster*  [17, 18] and 85 in *M. domestica*  [10]. The medfly OR co-receptor, CcapOrCo was, as expected, highly conserved sharing 88% and 90% amino acid identity with DmelOr83a/OrCo and MdomOrCo, respectively. Two pseudogenes were identified (CcapOr54 and CcapOr62), while CcapOr51 was truncated at the C-terminus due to a gap in the genome sequence. 

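Neither pseudogene had a matched open reading frame in the reproductive tract and gut assembly. The best frame for CcapOr54 was 98.9% identical but covered 41.3% of the listed protein, and CcapOr62 had no hit at all with an expectation value under 1e-05.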

No CcapOr genes with alternative splicing were identified.

There are 10 cases of simple 1:1:1 orthologous relationship across all three species, i.e. DmelOr82a/MdomOr70/CcapOr6, DmelOr24a/MdomOr16/CcapOr10, DmelOr10a/MdomOr11/CcapOr11, DmelOr22c/MdomOr15/CcapOr12, DmelOr13a/MdomOr12/CcapOr7, Dmel88a/MdomOr79/CcapOr64, DmelOr85e/Mdom78/CcapOr54, DmelOr83b/MdomOrCo/CcapOrCo, DmelOr43a/Mdom23/CcapOr14, DmelOr49b/MdomOr42/CcapOr13 (Figure 5).

There are numerous examples of gene duplication in one or more of the species lineages, as well as large gene line expansions and losses, all examples of the birth-and-death mode of evolution of these gene families. There are several large species-specific expansions that may reflect major differences in the chemosensory ability of each fly. 

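Of the receptors CcapOr38 to CcapOr47, CcapOr40 and CcapOr45 matched an open reading frame of the reproductive tract and gut assembly, the first with 100% identity over 96.8% of the protein (comp25619_c0) and the second with 98.2% over its whole length (comp9339_c0). CcapOr40 had 20 counts over the 3 male reproductive tract libraries, 1 over gut and 0 over the female tract, and was not tested. CcapOr45 had 1.09 ± 0.106 CPM in the male tract, 0.120 ± 0.131 in the virgin and 0.383 ± 0.122 in the mated female tract and 0.0767 ± 0.0339 in gut. Its log2 fold change of male against female was 2.26 (standard error 0.38, adjusted p = 2.2e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).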

The most evident of these in the medfly are ten ORs (CcapOr38-47) related to DmelOr7a, a receptor for numerous fruit odors  [19] and, surprisingly, Bombykol  [20]. There is also an expansion (CcapOr58-62) that is almost equidistant from the DmelOr67d and DmelOr83c lineages. In *Drosophila* these two ORs have, apparently, very different functions, DmelOr67d is involved in the perception of the male-produced sex pheromone [Z]-11-octadecenyl acetate  [21], whereas DmelOr83c is specific for farnesol, a component of citrus peel  [22]. Incidentally, farnesol is also a major component of the medfly male pheromone  [23, 24]. An extensive expansion of the DmelOr67d lineage is present in *M. domestica* (MdomOr53-65) suggesting that the house fly, and perhaps the medfly may have more complex pheromone repertoires than *D. melanogaster*  [24]. Like *D. melanogaster*, the medfly has only one ortholog of DmelOr45a that has been shown to mediate repulsion from harmful compounds in larvae  [25]. *Musca. domestica*, however has a large expansion of MdomOr24-33 related to DmelOr45a, perhaps associated with the diverse and potentially toxic food resources and larval habitats of the house fly.

**76 CcapOr proteins in FASTA format.**

>CcapOrCo

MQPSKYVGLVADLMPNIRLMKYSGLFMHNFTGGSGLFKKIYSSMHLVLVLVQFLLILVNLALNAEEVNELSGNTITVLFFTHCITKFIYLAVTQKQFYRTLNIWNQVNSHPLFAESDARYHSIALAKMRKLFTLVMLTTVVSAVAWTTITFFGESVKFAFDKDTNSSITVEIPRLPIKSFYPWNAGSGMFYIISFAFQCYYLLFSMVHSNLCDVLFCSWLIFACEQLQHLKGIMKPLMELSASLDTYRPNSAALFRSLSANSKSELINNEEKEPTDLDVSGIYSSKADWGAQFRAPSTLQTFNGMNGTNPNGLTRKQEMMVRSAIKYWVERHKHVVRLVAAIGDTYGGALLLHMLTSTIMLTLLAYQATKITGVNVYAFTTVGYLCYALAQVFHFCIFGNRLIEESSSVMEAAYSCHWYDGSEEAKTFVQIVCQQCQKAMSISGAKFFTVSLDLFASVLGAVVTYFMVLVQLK

>CcapOr1

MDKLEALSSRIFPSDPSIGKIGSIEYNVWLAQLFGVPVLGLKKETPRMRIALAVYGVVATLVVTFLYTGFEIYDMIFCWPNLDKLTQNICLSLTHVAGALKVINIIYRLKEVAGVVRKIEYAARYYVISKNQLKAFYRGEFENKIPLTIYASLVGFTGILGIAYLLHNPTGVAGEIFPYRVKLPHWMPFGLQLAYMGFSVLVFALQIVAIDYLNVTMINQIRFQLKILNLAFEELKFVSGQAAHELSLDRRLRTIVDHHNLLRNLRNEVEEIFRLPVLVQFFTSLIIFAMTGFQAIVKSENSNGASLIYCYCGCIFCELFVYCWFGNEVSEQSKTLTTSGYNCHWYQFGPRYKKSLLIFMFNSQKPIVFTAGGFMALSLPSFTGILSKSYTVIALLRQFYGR

>CcapOr2

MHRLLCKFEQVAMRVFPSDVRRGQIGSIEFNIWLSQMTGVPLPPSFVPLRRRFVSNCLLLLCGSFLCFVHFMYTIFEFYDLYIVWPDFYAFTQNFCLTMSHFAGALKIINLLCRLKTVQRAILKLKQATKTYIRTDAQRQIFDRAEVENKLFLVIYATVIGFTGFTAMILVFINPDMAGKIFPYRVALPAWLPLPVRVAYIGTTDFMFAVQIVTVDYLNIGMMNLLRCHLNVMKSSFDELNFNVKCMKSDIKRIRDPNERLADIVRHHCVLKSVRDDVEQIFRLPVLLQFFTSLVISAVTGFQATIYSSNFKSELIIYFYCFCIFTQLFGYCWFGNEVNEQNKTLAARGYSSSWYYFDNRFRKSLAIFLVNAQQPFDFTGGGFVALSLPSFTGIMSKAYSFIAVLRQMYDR

>CcapOr3

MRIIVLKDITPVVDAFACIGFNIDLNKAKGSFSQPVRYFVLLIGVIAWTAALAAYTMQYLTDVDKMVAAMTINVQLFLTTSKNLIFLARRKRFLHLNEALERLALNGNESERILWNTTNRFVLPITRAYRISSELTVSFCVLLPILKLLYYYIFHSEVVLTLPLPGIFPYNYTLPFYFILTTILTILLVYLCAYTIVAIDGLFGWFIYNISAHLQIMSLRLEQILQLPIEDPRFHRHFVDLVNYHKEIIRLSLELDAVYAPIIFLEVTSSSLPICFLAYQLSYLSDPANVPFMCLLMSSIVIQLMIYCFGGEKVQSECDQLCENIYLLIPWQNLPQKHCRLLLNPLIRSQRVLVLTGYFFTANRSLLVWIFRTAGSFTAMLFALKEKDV

>CcapOr4

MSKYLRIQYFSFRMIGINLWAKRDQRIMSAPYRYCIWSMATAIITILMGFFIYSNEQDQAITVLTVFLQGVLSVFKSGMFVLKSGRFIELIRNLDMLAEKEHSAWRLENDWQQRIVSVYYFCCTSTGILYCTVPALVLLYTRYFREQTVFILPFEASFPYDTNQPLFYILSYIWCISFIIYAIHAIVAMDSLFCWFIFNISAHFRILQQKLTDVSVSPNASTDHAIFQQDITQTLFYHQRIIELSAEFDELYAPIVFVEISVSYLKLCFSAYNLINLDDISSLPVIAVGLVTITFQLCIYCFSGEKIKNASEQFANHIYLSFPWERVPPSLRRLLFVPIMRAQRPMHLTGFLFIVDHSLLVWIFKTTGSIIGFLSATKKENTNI

>CcapOr5

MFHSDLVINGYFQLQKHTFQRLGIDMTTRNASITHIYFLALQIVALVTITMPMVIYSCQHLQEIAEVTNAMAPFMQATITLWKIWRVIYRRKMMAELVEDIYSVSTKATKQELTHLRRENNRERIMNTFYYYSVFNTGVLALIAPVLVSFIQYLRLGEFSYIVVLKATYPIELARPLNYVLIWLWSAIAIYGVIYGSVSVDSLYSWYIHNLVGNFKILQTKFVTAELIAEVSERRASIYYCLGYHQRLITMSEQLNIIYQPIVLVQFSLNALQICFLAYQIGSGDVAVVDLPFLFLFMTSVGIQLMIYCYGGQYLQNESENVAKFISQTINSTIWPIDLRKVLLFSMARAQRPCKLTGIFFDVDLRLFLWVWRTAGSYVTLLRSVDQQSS

>CcapOr6

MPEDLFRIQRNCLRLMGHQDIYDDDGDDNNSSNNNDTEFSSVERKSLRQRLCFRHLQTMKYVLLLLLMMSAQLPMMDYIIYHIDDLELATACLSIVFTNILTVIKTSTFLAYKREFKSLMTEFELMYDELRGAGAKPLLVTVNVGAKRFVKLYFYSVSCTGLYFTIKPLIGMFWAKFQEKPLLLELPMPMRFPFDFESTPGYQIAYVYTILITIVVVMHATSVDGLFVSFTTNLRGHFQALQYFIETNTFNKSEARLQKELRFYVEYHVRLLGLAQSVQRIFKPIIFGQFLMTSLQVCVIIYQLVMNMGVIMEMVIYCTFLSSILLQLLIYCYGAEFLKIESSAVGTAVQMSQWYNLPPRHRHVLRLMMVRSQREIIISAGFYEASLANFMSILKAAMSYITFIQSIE

>CcapOr7

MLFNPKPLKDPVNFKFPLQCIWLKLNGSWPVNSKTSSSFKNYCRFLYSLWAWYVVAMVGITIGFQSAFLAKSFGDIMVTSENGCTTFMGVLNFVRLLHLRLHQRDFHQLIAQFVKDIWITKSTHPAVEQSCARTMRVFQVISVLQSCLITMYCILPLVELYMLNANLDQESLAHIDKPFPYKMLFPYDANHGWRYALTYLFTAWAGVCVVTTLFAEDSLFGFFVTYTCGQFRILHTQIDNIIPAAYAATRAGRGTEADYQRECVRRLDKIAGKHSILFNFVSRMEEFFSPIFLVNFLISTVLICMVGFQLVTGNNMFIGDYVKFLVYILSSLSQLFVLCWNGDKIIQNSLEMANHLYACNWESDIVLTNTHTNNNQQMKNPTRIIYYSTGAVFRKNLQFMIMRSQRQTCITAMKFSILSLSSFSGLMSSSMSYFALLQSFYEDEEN

>CcapOr8

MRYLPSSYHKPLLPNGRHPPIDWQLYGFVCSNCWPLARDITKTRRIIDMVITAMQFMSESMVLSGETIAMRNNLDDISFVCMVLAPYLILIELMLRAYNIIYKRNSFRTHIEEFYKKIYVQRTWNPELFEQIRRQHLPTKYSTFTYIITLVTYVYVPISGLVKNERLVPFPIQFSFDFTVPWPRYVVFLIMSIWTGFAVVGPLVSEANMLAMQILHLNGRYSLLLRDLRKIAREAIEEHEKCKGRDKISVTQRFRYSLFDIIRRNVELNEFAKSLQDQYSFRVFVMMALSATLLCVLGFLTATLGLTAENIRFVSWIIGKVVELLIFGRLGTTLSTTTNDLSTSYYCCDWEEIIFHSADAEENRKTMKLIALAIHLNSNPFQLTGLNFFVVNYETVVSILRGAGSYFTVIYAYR

>CcapOr9

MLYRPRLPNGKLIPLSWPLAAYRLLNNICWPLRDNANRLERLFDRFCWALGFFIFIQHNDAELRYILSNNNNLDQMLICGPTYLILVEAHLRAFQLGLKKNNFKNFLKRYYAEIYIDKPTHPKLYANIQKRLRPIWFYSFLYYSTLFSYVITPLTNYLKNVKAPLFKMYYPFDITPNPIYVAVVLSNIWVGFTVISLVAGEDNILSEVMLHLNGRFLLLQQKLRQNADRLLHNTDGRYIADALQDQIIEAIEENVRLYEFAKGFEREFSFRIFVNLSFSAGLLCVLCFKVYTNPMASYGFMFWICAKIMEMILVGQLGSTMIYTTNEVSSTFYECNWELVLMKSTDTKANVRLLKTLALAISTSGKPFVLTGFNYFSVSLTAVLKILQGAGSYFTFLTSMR

>CcapOr10

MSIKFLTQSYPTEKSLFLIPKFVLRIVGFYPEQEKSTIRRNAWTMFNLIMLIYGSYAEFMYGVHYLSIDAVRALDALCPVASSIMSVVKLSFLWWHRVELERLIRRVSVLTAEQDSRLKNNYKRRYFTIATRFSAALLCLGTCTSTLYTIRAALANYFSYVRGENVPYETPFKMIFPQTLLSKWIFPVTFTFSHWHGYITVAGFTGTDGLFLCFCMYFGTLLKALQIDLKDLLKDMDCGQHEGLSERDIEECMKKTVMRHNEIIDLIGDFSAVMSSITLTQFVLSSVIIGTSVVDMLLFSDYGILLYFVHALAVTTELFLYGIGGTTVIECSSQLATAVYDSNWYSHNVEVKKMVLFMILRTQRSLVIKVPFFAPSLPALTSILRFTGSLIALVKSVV

>CcapOr11

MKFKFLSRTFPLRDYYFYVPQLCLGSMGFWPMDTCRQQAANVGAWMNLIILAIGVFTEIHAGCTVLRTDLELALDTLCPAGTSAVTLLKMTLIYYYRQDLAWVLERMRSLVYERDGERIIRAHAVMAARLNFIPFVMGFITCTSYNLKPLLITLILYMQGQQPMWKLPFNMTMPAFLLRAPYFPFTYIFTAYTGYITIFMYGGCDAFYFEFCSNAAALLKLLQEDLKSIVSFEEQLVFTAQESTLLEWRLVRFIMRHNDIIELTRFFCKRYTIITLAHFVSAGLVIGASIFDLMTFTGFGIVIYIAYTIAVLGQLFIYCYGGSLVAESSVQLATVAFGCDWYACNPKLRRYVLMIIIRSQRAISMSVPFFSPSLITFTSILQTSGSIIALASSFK

>CcapOr12

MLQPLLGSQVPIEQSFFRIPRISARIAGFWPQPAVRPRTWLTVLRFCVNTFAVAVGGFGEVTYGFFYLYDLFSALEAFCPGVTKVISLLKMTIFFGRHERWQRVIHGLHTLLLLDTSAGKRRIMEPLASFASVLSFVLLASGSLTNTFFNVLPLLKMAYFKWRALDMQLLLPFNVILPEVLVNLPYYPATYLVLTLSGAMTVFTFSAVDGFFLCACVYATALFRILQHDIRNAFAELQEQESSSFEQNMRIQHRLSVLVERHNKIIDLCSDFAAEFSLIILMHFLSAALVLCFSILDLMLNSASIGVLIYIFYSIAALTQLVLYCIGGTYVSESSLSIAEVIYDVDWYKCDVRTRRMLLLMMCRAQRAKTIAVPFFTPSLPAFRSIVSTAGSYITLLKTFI

>CcapOr13

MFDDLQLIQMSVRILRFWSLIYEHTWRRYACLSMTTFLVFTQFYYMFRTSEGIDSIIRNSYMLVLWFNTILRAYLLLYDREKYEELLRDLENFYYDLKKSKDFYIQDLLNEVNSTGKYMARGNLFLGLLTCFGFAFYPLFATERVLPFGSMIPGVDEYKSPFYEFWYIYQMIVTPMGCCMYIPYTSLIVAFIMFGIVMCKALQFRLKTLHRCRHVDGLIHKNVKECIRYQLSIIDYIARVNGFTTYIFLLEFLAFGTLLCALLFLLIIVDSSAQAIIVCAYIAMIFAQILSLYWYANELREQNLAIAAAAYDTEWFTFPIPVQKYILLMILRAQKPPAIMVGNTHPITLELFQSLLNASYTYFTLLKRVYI

>CcapOr14

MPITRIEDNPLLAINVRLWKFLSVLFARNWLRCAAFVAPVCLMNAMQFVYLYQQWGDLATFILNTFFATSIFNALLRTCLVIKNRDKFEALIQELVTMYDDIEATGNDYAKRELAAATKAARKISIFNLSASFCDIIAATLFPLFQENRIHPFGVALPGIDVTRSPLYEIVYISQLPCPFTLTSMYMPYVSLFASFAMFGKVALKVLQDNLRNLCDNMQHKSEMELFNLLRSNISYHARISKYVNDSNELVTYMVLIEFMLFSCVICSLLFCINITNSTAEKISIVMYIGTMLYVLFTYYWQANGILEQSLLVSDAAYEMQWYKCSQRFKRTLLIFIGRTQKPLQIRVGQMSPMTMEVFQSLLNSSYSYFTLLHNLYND

>CcapOr15

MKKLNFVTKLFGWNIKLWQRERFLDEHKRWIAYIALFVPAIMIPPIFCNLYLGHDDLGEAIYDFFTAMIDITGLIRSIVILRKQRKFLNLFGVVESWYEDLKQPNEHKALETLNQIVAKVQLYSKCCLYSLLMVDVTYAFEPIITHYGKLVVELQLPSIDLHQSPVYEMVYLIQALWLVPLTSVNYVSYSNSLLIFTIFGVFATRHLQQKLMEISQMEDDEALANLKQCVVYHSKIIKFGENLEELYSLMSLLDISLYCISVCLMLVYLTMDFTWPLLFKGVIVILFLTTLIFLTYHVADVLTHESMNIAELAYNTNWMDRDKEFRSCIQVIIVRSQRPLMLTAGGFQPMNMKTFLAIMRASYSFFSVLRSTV

>CcapOr16

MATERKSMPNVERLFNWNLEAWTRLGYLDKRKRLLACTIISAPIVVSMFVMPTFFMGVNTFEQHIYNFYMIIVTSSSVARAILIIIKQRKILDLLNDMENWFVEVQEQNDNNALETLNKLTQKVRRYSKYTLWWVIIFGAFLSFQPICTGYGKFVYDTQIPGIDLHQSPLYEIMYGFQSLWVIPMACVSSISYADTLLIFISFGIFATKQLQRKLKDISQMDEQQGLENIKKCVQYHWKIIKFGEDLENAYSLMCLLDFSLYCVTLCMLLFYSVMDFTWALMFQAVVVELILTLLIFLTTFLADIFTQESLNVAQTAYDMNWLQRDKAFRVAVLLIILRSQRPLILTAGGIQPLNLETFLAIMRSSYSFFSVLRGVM

>CcapOr17

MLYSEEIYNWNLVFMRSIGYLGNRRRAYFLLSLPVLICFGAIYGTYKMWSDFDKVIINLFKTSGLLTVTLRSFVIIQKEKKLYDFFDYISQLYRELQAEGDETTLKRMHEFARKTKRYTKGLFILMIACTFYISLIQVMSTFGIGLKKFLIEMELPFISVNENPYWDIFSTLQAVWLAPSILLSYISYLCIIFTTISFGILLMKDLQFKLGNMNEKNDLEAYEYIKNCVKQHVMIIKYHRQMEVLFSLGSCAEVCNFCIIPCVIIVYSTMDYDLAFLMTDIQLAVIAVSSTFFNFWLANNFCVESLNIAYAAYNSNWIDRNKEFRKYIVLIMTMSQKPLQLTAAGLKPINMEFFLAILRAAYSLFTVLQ

>CcapOr18

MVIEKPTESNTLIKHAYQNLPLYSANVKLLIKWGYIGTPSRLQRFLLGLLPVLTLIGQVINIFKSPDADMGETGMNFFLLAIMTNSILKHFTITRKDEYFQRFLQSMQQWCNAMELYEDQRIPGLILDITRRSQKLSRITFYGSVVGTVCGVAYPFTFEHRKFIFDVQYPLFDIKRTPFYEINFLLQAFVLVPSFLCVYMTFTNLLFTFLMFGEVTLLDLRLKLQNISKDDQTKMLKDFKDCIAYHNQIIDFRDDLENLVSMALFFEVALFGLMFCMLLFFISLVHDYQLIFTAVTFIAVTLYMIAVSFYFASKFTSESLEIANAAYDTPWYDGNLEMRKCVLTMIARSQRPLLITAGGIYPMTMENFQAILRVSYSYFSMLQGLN

>CcapOr19

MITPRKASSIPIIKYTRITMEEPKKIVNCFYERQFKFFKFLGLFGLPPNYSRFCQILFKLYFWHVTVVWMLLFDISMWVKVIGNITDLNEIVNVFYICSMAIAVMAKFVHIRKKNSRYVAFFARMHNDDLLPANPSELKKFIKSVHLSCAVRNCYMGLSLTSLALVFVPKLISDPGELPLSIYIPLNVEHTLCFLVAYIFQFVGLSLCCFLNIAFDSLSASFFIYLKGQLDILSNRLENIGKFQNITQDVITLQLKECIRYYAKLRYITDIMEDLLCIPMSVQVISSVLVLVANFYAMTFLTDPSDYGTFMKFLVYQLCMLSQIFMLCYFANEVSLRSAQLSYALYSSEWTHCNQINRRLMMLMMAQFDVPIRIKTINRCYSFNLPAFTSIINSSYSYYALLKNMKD

>CcapOr20

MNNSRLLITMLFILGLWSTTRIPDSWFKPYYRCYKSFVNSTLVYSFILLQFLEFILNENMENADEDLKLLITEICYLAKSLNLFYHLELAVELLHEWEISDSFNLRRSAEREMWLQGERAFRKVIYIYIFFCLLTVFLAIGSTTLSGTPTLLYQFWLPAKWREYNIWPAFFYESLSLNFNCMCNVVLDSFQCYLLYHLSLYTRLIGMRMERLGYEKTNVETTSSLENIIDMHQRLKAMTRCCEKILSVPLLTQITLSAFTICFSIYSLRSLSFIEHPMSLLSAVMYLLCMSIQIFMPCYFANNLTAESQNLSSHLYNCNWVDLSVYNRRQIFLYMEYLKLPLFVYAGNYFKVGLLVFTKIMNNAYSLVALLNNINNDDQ

>CcapOr21

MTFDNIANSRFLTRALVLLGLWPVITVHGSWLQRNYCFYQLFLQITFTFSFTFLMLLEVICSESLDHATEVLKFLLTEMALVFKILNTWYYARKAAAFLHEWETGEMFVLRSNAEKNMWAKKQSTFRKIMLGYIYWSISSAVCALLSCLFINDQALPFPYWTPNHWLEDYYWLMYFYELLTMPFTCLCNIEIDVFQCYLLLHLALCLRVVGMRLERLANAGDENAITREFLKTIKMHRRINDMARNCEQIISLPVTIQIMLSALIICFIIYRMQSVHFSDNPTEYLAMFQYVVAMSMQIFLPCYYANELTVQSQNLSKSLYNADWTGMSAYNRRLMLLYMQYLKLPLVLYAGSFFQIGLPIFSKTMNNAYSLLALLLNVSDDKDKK

>CcapOr22

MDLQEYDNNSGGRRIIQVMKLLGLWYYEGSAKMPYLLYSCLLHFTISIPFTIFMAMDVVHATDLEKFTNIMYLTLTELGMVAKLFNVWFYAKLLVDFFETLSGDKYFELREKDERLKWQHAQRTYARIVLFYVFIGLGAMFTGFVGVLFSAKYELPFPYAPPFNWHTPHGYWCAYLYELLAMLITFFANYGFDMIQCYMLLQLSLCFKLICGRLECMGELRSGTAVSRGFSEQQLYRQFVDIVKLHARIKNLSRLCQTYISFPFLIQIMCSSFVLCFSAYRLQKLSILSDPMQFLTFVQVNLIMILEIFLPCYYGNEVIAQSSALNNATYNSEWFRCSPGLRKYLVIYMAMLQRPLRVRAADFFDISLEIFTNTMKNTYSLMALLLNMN

>CcapOr23

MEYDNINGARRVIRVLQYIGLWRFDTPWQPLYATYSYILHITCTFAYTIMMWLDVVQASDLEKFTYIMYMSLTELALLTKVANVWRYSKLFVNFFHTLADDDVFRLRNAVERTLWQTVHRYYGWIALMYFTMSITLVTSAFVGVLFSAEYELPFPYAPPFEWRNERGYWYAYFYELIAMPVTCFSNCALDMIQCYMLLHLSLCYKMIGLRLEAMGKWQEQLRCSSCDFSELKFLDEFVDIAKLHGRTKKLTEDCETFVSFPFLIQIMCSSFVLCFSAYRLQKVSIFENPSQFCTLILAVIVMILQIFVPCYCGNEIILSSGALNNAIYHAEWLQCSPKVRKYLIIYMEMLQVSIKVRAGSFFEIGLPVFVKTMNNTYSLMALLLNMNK

>CcapOr24

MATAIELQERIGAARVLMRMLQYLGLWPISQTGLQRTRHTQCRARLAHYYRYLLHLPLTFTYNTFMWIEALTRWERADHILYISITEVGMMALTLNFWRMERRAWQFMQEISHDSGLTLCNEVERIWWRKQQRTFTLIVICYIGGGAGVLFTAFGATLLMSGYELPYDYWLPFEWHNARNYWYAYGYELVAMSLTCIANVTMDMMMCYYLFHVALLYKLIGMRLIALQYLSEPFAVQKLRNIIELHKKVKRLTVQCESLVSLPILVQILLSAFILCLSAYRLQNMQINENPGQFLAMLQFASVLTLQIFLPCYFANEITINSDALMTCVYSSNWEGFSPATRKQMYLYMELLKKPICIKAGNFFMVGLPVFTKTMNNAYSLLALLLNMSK

>CcapOr25

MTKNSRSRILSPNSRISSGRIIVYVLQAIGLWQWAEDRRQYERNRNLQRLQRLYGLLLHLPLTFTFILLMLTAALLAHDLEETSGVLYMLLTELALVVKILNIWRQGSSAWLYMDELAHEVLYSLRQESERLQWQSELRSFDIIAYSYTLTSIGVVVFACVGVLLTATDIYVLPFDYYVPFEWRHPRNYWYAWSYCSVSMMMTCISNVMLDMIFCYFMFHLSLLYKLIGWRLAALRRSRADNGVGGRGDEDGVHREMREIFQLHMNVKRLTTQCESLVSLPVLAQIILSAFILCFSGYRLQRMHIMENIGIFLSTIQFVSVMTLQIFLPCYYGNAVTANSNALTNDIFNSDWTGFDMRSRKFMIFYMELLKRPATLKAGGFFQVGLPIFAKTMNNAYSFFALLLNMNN

>CcapOr26

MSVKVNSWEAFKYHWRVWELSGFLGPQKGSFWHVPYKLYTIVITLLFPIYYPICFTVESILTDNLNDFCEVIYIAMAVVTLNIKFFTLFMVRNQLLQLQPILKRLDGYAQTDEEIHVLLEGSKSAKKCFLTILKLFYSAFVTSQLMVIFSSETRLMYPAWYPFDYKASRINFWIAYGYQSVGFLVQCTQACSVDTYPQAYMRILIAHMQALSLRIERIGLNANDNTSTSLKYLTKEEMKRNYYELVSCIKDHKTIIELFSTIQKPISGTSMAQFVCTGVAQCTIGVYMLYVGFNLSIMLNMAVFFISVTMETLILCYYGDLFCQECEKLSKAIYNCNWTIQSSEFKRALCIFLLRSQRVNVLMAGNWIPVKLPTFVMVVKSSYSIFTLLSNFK

>CcapOr27

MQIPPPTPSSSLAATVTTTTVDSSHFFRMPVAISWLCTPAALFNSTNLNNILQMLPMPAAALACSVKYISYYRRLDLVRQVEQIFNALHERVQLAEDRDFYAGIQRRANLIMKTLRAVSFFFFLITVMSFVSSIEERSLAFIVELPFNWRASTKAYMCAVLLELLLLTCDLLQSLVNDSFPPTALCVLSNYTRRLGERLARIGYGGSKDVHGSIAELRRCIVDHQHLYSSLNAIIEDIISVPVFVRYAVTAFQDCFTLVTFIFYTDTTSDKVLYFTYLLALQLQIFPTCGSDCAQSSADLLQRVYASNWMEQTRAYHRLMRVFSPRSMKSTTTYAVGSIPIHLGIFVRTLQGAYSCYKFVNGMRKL

>CcapOr28

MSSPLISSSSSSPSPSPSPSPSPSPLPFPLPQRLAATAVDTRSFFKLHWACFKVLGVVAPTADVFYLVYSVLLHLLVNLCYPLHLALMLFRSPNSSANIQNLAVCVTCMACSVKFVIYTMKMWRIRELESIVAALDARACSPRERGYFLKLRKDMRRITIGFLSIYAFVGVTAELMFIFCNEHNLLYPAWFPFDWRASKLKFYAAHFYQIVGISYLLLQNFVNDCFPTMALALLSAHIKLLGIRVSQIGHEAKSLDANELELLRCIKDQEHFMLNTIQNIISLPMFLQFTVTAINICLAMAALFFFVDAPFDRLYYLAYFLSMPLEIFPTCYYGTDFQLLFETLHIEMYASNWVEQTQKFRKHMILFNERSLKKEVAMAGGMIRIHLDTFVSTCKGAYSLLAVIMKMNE

>CcapOr29

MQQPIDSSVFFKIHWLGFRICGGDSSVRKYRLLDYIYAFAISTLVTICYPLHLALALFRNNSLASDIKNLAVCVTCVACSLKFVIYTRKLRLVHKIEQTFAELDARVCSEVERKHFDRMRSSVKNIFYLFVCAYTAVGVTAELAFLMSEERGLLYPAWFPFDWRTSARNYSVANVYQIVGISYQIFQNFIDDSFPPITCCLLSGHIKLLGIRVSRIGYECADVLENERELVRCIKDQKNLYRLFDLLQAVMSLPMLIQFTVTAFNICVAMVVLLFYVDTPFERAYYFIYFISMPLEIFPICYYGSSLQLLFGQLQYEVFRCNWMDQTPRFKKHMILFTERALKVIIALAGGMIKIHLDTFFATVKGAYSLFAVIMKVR

>CcapOr30

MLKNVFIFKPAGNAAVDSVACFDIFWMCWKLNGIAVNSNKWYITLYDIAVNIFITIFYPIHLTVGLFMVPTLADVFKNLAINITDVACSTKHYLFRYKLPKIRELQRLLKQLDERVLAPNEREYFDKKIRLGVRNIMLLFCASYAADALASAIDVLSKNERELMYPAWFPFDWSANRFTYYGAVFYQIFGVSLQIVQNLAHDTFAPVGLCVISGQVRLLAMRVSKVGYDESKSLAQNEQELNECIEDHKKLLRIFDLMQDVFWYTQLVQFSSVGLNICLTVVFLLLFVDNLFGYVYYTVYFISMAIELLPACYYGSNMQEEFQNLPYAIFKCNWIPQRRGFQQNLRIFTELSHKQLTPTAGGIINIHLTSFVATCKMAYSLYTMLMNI

>CcapOr31

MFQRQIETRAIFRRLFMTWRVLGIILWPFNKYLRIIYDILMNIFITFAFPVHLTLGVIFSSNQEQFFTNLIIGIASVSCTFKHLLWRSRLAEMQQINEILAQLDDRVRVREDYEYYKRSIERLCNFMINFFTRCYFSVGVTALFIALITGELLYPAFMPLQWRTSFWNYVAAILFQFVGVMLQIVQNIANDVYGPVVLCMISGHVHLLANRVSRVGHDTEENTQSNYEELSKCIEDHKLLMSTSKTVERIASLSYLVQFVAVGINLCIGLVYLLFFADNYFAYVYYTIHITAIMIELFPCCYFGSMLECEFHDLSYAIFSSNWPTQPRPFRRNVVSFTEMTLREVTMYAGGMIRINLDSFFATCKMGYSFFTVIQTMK

>CcapOr32

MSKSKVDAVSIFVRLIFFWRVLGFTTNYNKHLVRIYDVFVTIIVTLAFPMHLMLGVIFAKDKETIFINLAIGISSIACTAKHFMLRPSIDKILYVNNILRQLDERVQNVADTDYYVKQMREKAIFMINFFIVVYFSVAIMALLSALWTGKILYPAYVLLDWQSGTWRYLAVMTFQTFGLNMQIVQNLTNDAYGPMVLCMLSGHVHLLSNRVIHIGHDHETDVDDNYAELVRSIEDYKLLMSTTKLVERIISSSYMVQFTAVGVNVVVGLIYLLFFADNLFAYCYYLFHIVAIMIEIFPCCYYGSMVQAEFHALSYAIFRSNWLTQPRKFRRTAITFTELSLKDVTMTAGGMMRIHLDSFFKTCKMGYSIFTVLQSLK

>CcapOr33

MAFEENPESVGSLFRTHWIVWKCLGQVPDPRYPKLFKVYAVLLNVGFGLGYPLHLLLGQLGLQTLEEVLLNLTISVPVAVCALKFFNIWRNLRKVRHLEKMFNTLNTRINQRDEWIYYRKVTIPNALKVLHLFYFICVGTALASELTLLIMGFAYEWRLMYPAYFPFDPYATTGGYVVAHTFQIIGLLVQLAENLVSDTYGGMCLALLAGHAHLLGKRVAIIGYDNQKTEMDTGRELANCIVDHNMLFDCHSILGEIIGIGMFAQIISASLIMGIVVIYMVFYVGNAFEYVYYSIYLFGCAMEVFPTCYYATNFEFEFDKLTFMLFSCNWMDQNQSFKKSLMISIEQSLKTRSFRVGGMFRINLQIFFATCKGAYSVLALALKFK

>CcapOr34

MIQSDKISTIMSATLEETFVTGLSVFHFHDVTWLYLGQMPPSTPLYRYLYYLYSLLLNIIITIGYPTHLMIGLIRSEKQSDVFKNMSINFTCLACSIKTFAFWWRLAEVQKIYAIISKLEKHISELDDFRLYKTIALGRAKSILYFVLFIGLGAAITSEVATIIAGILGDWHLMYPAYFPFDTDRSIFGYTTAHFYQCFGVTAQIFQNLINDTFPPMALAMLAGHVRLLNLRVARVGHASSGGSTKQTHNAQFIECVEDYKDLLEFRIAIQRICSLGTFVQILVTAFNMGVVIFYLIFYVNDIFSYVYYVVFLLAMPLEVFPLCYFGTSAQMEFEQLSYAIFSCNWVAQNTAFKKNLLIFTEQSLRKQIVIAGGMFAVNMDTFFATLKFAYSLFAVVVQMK

>CcapOr35

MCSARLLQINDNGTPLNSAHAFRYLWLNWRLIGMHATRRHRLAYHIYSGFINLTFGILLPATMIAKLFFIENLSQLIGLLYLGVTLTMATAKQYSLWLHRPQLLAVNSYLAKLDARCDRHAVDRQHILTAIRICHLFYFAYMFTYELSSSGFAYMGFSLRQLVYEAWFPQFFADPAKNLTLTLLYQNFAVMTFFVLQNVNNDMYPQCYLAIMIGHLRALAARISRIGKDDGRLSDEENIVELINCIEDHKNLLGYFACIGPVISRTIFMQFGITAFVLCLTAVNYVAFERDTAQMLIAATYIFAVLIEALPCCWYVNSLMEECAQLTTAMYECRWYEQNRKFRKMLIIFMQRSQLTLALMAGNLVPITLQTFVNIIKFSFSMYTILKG

>CcapOr36

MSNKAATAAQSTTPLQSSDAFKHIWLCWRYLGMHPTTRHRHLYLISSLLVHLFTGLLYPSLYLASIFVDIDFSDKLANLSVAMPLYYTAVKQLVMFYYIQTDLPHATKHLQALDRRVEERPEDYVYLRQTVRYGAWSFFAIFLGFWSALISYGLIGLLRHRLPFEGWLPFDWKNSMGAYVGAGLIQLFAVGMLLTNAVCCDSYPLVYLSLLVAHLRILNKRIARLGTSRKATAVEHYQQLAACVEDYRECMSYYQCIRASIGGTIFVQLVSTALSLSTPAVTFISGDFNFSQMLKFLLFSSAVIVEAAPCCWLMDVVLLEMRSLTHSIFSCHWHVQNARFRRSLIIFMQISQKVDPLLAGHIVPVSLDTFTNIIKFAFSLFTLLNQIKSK

>CcapOr37

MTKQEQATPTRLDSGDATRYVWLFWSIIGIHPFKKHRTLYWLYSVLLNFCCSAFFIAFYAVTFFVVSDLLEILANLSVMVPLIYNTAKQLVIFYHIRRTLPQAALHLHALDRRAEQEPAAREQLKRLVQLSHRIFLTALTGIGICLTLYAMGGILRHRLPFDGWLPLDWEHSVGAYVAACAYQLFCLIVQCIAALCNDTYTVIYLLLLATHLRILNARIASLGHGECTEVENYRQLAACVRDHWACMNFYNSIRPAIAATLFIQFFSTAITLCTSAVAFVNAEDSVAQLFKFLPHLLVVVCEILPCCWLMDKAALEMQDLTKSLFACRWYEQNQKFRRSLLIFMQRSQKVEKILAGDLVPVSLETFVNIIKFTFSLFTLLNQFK

>CcapOr38

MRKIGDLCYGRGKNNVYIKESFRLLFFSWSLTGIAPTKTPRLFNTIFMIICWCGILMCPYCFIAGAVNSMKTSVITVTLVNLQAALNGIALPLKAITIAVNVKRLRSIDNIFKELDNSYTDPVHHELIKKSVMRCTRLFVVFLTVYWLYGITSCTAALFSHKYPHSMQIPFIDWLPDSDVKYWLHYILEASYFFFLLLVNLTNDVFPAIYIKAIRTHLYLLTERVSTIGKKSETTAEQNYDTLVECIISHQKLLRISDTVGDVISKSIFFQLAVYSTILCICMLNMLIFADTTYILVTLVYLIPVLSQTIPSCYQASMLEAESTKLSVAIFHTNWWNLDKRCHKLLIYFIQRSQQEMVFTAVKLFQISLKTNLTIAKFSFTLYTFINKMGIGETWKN

>CcapOr39

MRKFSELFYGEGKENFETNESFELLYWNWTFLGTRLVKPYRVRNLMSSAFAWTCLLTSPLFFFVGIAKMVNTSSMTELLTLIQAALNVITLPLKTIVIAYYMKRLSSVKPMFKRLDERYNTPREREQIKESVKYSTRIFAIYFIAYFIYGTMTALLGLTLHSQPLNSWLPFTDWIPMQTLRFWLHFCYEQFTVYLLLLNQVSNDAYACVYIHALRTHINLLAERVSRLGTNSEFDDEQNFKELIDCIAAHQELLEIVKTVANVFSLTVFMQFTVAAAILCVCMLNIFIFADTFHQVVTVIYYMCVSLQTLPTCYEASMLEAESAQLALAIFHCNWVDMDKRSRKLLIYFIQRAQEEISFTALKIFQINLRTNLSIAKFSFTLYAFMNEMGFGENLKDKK

>CcapOr40

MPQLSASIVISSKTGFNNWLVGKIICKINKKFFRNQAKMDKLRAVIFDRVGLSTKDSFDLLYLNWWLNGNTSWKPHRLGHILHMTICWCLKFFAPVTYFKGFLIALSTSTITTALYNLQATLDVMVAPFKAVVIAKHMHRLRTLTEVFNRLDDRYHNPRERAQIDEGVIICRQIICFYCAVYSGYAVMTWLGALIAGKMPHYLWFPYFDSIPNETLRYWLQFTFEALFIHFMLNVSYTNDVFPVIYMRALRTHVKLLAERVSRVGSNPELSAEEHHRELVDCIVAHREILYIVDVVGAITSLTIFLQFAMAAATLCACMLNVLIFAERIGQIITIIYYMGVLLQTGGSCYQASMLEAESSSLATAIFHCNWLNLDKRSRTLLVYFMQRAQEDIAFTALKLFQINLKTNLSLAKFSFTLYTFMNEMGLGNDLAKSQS

>CcapOr41

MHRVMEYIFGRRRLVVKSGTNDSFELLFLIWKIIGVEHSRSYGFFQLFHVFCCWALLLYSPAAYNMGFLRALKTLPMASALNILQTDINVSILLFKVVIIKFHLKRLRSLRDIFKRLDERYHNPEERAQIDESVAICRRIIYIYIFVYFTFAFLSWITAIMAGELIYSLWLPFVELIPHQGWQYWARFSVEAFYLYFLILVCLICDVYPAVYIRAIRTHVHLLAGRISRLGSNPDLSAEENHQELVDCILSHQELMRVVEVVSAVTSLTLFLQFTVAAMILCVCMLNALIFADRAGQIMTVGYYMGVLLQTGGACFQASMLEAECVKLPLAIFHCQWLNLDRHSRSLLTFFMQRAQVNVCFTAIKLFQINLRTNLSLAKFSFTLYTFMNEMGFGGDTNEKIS

>CcapOr42

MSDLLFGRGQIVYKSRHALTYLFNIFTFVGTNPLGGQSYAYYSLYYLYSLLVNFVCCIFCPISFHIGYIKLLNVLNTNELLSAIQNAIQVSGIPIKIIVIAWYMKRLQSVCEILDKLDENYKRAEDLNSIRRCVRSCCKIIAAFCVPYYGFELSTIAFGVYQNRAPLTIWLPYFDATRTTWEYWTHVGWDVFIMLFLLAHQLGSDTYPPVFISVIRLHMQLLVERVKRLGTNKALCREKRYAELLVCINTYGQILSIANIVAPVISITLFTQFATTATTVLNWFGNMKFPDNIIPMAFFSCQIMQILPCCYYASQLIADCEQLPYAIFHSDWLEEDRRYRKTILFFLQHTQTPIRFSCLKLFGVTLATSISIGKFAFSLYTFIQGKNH

>CcapOr43

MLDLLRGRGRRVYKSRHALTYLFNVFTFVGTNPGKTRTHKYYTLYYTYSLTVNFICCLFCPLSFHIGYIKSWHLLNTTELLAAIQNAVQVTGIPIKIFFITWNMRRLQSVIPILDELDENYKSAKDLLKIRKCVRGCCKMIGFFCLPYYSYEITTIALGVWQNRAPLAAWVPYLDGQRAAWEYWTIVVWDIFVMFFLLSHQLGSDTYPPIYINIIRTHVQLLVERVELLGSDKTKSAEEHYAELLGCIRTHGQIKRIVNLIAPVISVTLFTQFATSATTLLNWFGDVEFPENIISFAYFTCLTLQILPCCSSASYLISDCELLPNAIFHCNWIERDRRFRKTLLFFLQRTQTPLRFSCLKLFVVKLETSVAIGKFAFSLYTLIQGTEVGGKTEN

>CcapOr44

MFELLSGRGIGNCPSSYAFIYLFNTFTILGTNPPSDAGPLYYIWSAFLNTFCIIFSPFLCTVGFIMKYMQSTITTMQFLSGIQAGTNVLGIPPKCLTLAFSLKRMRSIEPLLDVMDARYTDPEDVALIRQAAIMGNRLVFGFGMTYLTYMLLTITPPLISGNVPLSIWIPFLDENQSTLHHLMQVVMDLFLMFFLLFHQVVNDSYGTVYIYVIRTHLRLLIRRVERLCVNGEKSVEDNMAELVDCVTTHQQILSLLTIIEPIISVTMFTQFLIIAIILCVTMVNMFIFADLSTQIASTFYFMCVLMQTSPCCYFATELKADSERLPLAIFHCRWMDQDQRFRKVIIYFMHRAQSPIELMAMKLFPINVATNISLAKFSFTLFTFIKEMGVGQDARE

>CcapOr45

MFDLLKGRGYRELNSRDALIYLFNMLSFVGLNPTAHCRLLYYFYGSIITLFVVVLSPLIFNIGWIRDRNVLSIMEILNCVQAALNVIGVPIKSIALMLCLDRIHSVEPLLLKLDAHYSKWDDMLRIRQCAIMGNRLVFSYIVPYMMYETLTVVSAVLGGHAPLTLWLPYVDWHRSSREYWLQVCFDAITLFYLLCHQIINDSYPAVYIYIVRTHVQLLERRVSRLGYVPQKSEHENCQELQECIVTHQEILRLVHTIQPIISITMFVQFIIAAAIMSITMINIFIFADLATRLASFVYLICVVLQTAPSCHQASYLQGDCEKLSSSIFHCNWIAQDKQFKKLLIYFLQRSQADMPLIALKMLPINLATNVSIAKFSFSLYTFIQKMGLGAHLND

>CcapOr46

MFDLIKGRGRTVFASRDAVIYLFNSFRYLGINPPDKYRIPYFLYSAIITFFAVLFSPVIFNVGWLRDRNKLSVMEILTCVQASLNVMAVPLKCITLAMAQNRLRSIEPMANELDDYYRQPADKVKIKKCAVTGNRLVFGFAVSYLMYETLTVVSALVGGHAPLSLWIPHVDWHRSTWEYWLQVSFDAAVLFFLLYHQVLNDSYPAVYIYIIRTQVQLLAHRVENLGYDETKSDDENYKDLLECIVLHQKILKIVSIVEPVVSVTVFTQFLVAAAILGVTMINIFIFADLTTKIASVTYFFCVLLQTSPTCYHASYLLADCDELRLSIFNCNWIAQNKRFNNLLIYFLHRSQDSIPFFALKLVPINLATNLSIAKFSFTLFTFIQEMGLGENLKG

>CcapOr47

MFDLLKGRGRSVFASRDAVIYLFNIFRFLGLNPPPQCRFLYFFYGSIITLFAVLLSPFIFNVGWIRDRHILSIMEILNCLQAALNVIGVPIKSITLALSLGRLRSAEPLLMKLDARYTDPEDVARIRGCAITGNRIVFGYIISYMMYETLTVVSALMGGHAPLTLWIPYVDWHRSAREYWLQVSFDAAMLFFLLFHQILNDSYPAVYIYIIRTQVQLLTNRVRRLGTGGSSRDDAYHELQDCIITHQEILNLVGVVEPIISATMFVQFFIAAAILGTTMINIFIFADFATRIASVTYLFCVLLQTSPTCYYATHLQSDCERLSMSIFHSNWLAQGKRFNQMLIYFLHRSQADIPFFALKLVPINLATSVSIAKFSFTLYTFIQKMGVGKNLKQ

>CcapOr48

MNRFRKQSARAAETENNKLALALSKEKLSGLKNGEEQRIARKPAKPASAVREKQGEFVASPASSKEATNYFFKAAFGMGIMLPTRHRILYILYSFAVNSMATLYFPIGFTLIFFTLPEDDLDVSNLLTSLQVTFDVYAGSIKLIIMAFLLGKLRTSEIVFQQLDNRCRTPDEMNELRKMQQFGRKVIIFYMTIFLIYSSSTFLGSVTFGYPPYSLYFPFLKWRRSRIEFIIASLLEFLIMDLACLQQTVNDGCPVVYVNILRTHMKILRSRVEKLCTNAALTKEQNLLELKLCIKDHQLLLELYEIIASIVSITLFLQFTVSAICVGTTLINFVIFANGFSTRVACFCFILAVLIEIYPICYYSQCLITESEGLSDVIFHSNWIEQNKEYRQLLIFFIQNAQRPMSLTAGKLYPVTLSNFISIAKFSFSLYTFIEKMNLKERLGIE

>CcapOr49

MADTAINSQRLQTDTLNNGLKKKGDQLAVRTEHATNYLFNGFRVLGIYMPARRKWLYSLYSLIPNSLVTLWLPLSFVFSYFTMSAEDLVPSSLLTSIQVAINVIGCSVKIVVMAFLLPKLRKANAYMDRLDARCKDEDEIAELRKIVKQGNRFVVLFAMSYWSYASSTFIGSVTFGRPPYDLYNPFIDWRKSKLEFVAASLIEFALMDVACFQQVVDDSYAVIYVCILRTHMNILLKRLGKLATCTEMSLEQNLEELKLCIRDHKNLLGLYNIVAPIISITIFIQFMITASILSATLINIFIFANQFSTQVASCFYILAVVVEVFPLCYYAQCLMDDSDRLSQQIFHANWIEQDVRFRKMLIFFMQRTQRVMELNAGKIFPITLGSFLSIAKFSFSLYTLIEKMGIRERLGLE

>CcapOr50

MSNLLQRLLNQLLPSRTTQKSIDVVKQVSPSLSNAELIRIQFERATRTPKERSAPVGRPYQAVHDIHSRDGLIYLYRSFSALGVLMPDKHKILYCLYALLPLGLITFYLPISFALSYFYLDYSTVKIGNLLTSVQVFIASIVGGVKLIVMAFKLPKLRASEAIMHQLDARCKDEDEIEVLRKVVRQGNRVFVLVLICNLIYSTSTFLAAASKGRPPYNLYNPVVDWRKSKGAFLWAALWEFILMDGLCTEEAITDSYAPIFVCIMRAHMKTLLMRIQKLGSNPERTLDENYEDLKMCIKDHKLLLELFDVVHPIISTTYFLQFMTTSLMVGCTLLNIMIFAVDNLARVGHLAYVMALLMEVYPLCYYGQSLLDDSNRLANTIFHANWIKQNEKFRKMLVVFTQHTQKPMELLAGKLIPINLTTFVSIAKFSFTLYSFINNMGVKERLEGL

>CcapOr51-CTE

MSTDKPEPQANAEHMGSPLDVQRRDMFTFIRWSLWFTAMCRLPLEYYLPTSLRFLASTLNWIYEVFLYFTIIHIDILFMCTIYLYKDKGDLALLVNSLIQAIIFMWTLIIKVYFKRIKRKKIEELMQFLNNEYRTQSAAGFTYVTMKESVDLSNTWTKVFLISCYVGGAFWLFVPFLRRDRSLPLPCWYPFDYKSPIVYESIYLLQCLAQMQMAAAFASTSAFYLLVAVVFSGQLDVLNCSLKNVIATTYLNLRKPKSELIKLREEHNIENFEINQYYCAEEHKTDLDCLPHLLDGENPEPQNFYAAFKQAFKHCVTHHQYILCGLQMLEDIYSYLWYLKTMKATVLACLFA

>CcapOr52

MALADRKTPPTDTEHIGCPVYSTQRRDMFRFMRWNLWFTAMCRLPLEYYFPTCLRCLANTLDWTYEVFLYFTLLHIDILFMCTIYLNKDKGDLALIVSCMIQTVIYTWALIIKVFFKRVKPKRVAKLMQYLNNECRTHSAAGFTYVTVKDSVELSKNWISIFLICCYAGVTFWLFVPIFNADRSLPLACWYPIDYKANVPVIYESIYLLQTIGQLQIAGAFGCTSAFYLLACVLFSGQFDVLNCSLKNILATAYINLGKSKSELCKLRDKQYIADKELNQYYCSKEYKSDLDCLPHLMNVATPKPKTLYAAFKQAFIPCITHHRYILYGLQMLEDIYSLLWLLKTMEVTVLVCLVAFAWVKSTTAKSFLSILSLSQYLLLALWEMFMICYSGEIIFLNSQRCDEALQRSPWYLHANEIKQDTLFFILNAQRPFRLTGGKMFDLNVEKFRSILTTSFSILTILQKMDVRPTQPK

>CcapOr53

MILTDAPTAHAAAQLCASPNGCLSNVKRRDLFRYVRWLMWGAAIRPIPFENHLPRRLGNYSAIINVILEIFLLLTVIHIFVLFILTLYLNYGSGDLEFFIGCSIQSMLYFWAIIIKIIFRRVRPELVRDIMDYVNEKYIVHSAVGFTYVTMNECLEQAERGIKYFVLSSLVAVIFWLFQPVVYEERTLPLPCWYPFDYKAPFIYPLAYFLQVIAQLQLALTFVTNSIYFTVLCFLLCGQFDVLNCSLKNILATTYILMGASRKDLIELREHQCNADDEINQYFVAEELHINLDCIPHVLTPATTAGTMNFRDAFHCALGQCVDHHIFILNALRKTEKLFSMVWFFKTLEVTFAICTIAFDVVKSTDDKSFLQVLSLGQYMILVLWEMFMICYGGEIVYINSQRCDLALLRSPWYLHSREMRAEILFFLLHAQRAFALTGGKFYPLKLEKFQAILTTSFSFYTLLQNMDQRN

>CcapOr54-PSE

MQNTAGACSIILYSEKDKPRVCDLFMAQVLAFKATGQIPFNWRWRLGYIYCFIVIAQTFLLAVLFLKSSYIMLLSGKLEEITDALTMTIIFWFSVYAACYWLLRWRRLMAFLELINQQYWHHSLPGLSFVSWQRTYLLAKRMTIVWTVACVLGTVLYGLAPLVMGVRALPLKAWYPFDPLQPYVYELVYVMQLSAQIIMGATFGNGSALYVSLVILMCGQFDVLYCSLKNLSHSARLRCCSGVEILRKEQAALPKSPDDELNQYMYCREHLTNLSILQHLYTQQPALTLPEALHLGVVQCVQLHRFILDACKELEELFNPYCLVKSIQVTLQLCLLVFVGVAGERSMVRIVNLAQYVTLTLVELLMFTYFGELLRGHSVRCGEAFWRZQWWTHTIPIRQDILILLANSKRAVRLTAGKFYAMDIERLRSVVTQAFSFLTLLQKLAAKNQK

>CcapOr55

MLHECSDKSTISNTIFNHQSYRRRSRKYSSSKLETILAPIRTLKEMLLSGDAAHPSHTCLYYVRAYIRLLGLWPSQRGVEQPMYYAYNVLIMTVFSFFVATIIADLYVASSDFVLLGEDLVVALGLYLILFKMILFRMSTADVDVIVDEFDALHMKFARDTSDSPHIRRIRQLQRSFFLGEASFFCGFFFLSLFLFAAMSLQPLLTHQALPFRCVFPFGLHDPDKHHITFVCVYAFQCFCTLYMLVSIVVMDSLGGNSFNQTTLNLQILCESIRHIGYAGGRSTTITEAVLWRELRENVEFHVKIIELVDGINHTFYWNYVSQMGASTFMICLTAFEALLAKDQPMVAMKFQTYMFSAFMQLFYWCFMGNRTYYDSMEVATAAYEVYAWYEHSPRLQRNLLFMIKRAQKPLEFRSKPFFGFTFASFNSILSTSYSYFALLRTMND

>CcapOr56

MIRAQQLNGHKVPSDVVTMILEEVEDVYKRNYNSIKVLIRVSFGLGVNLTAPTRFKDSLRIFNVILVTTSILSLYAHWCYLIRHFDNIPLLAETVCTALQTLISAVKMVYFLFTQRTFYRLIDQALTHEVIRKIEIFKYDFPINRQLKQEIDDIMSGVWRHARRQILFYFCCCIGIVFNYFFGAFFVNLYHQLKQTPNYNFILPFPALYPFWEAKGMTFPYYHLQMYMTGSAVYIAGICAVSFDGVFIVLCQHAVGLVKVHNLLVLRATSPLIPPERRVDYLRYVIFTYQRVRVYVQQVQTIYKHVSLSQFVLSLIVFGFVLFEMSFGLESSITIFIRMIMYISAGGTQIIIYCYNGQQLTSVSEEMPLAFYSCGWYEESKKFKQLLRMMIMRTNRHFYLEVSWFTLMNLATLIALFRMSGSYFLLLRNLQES

>CcapOr57

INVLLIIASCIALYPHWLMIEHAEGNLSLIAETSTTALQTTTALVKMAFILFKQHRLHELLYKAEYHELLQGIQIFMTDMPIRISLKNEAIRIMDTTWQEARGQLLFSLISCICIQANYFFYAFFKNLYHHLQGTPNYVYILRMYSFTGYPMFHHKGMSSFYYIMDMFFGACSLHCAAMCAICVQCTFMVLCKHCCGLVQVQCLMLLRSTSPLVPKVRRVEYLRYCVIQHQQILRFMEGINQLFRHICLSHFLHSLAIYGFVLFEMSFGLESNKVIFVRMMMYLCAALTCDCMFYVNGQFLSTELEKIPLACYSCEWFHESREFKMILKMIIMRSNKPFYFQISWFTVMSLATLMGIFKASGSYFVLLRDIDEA

>CcapOr58

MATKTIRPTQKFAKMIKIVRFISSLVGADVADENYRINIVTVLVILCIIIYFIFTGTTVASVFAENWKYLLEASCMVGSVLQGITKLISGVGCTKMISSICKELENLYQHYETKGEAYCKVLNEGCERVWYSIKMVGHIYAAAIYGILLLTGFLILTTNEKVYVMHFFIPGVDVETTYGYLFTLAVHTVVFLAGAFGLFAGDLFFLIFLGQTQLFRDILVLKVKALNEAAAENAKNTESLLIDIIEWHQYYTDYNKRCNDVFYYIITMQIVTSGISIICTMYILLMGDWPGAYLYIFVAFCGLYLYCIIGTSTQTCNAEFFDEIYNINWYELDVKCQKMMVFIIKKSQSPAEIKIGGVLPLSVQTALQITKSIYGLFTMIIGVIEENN

>CcapOr59

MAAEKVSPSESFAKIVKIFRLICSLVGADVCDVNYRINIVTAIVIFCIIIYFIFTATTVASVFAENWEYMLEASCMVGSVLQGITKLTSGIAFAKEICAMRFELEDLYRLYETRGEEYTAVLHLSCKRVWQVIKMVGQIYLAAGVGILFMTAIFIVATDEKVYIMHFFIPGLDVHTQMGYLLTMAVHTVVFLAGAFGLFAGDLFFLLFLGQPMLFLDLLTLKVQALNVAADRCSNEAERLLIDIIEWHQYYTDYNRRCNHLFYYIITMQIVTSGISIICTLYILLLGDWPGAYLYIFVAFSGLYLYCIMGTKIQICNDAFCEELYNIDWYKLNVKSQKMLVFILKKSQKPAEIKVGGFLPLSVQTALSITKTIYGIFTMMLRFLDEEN

>CcapOr60

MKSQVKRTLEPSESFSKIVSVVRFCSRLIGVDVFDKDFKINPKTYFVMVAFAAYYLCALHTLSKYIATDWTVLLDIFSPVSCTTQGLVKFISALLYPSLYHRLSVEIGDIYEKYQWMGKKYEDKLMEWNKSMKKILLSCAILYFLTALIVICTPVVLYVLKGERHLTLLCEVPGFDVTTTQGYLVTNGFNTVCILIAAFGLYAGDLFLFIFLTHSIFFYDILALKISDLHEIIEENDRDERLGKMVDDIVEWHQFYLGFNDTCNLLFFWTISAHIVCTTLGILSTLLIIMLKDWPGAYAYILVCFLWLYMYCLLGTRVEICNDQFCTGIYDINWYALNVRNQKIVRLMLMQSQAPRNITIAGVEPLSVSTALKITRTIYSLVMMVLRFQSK

>CcapOr61

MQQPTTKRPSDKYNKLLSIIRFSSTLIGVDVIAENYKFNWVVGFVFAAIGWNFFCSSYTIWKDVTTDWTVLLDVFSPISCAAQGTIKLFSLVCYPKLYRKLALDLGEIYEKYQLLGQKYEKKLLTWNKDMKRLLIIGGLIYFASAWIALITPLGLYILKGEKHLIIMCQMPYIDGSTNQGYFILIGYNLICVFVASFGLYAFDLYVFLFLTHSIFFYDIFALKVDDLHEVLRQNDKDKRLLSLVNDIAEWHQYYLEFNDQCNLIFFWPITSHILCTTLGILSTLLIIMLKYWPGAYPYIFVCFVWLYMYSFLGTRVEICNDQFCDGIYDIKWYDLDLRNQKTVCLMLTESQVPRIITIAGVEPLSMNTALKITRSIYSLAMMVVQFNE

>CcapOr62-PSE

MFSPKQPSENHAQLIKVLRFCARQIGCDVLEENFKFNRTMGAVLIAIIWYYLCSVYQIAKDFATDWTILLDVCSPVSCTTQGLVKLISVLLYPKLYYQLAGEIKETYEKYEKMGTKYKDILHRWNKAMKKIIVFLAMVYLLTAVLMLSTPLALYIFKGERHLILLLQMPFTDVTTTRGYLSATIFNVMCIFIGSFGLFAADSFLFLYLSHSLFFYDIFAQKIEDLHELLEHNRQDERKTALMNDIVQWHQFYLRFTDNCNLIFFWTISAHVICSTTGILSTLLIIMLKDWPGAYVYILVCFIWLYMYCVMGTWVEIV

>CcapOr63

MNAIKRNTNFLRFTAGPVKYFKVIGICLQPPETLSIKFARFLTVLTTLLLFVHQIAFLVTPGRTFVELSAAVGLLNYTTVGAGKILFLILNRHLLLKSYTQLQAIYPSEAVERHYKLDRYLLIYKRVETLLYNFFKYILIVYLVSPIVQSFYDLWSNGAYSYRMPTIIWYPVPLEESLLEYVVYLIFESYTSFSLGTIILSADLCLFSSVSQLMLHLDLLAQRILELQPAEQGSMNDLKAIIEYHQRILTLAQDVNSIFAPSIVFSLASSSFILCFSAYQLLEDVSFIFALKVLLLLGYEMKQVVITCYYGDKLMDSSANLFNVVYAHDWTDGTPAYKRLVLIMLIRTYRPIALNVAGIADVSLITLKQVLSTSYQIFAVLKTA

>CcapOr64

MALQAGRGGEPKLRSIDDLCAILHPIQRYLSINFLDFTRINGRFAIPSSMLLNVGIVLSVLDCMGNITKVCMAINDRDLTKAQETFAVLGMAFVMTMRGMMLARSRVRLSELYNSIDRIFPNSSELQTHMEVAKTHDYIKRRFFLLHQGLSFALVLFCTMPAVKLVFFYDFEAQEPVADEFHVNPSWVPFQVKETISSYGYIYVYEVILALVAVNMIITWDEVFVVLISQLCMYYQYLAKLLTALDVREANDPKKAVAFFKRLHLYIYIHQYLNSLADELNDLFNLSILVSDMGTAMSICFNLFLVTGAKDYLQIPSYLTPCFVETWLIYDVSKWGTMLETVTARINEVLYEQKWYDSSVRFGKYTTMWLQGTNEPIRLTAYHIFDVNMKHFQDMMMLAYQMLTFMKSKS

>CcapOr65

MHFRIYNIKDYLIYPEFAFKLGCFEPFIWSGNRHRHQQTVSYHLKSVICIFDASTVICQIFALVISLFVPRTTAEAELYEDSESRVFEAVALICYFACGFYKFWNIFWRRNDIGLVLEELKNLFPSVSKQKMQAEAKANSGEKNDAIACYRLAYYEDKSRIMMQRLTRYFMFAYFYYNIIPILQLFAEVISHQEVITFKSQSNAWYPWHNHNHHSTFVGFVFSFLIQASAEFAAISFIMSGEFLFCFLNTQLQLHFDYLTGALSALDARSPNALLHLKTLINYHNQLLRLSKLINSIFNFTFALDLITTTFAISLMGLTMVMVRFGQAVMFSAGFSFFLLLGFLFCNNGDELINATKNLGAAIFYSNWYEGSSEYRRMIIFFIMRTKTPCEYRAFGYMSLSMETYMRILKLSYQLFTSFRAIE

>CcapOr66

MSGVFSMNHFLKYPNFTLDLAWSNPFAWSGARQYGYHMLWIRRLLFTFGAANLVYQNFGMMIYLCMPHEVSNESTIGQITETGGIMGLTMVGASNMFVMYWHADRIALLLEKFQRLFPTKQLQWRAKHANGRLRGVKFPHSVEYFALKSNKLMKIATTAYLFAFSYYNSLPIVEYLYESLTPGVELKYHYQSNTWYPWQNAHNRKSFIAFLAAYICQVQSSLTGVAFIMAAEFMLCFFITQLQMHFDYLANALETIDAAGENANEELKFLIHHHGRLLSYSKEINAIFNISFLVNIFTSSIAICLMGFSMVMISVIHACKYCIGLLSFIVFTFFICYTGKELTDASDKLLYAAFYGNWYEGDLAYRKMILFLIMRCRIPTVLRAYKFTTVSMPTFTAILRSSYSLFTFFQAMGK

>CcapOr67

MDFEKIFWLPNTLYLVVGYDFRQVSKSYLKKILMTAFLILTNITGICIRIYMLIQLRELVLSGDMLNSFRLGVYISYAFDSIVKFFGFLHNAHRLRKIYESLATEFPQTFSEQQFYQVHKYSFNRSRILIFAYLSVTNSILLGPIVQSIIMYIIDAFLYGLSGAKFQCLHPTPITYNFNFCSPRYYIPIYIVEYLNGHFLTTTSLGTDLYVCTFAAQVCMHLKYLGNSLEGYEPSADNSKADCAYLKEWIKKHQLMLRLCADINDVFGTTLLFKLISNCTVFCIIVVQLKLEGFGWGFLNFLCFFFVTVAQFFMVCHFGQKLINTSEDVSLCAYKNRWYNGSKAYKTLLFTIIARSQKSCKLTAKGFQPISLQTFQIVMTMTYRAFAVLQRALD

>CcapOr68

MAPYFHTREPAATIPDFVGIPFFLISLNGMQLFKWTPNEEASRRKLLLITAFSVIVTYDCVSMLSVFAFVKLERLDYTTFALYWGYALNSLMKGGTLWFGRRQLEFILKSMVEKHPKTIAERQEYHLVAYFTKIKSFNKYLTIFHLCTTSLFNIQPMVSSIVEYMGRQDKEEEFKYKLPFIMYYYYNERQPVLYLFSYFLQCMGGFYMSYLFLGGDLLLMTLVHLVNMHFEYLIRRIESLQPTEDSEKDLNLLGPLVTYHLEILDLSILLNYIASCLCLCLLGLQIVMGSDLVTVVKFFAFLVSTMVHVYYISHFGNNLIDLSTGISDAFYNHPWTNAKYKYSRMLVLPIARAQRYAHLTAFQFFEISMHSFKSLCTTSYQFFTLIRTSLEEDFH

>CcapOr69

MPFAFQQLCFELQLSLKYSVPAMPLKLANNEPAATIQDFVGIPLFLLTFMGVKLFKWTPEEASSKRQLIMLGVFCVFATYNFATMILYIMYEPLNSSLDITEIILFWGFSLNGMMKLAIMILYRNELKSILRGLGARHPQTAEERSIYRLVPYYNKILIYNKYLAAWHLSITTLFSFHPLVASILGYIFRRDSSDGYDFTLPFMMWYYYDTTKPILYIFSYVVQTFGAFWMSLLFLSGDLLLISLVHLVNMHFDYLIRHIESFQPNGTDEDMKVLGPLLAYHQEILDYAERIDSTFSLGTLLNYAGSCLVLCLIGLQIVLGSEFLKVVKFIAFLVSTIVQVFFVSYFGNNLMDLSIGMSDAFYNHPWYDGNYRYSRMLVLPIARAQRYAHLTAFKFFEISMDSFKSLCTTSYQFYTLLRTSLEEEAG

>CcapOr70

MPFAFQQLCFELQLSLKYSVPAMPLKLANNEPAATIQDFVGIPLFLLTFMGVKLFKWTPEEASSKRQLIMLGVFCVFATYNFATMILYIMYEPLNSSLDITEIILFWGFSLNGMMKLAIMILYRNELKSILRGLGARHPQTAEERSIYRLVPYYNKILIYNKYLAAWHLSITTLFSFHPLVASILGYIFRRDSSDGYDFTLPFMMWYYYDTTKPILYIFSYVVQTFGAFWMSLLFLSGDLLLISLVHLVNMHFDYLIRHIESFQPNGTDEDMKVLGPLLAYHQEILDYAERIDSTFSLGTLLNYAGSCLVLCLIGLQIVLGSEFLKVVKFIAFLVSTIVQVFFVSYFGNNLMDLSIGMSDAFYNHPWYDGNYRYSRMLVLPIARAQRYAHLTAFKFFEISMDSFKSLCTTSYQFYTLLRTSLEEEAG

>CcapOr71

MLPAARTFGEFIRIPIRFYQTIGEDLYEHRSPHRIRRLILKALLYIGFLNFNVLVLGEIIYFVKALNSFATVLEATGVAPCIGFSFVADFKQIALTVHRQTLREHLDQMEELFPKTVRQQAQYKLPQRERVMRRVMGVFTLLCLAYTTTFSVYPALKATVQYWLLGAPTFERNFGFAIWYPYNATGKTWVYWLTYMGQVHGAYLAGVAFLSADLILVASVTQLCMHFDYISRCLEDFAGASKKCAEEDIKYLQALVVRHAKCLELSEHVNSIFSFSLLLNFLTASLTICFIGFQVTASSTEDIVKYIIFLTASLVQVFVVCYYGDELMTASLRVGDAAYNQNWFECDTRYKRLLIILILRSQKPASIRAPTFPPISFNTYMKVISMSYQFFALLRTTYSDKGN

>CcapOr72

MSKPPIHFESFCYQANIFYTSIGLDVYDKPGERSTSKAIQLURQQLLGIFFAITIINMNIVLLSEFMYIFMAFVNNNHFVEAIVLSAFMGFVFVGDFKIYSIWRRRTHITVMMRDLYALYPQTPEEQSNYEVKMELQRYSRYAFAFIMLYELSFWSYNLFPLLNYLITDFLLGVRAVDRTLPYNCWTPFEWHTVNWRYYSMYLSQIAAGQACLSAQLANDLLLSAVAVQLIMHYRQLAKKIESHKAGSTTGKQWKETPFERNVDLQFLCDVIAYHQKILCLSQALNDVFGISLFISFASTSMIICFVLFQITIGASIDLMITLAFFLFCSLVQIFLICFYAQKLLKASEYISYAIYNHNWFDADLRYKKMLVFIMKRAQKPAIMQASSFVMVSMSTMTVLLQLSYKGLAVIRTIYAREPKGVSNK

>CcapOr73

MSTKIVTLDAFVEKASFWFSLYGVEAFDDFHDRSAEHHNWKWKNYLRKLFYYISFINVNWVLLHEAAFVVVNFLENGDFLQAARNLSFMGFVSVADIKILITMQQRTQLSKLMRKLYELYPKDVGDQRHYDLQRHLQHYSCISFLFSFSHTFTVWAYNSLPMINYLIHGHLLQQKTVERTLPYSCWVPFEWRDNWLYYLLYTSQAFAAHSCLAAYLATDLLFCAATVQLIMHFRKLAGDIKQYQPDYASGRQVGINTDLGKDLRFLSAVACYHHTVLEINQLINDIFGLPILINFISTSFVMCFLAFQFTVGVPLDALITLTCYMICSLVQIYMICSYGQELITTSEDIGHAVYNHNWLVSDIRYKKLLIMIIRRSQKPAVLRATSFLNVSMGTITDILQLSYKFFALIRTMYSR

>CcapOr74

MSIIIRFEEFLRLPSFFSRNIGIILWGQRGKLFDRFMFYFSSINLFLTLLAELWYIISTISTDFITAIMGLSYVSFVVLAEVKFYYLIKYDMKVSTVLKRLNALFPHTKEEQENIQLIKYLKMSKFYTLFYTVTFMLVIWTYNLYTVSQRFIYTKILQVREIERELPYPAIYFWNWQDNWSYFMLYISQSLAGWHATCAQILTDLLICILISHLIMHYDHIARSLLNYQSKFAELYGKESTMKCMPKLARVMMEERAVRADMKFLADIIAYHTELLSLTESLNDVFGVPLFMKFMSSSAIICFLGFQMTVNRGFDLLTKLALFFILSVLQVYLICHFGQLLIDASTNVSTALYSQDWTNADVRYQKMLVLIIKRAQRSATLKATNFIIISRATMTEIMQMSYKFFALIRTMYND

>CcapOr75

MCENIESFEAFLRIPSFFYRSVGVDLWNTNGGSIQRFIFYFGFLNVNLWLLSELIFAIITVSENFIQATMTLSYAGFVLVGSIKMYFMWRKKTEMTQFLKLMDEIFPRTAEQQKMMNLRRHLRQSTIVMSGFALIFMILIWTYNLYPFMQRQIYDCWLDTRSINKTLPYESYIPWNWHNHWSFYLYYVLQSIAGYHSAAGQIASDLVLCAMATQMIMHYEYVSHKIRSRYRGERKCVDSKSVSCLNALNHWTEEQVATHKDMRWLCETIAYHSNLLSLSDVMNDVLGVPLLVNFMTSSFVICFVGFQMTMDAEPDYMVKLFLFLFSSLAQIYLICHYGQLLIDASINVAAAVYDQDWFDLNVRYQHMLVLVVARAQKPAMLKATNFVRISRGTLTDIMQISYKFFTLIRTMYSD

**The Gustatory Receptor (GR) family**

The GR family of seven-transmembrane proteins in insects mediates much of insect gustation  [1], as well as some aspects of olfaction, for example, the carbon dioxide receptors in flies  [3, 13, 26]. In *D. melanogaster* the family consists of 60 genes encoding 68 proteins through alternative splicing of some genes  [18], while in *M. domestica* it is considerably larger at 79 genes encoding 103 proteins (of which 13 are pseudogenic)  [10]. The GR family is more ancient than the OR family, which was clearly derived from within it, and unlike the OR family is found in the crustacean *Daphnia* *pulex*  [27], a centipede *Strigamia maritima*  [28], the tick *Ixodes scapularis* (HMR, unpublished), and many other animals  [29].

The CcapGr gene set consists of 73 models, encoding 81 potential proteins through alternative splicing of five loci (see Additional file 2: Table S12). There are no long pseudogenes in this gene set, although a few fragments were noticed. Three gene models required repair of the assembly. As is the case for some *Drosophila* and *Musca* GRs, at least five genes appear to have an unusual form of alternative splicing in which multiple alternative long first exons are spliced into a shared set of C-terminal exons downstream of the last long first exon in these tandem arrays. The resultant proteins differ considerably in most of their sequence, and hence presumably bind different ligands. They are indicated with a lower case letter after the gene number.

The medfly has an intermediate GR family repertoire size compared with the smaller *D. melanogaster* and larger *M. domestica* repertoires. This is mostly the result of *M. domestica* having three large species-specific subfamily expansions, while *C. capitata* has only two relatively small species-specific expansions (see details below), independently of two relatively small expansions in *D. melanogaster* (Figure 6).

The carbon dioxide receptors are highly conserved within most of the holometabolous insects, except the Hymenoptera to date, with two proteins represented by DmGr21a/AgGr22 and DmGr63a/AgGr24 constituting the functional receptor  [30]. *Drosophila* species have, however, lost a third member of this subfamily, first recognized as AgGr23, which is present in *Tribolium*, *Bombyx*, mosquitoes, and *Glossina*, and known in those species as Gr2  [30]. This gene is an ancient paralog of the DmGr21 or Gr1 lineage. *Musca* does not have this Gr2 lineage, but *Ceratitis* does, so it was apparently lost between the divergence of the tephritid lineage from that leading to the *Musca/Drosophila* split. The importance of this protein is controverse with findings of either enhanced perception of carbon dioxide or the opposite  [26, 31]. 

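Of the carbon dioxide receptors CcapGr1.1, CcapGr1.2, CcapGr2 and CcapGr3, CcapGr1.2 matched an open reading frame, with 99.4% identity over 73.1% of the protein (comp20826_c1, with 10 predicted frames). The best frames for CcapGr1.1 and CcapGr2 were 78.9% and 37.3% identical, and that for CcapGr3 was 99.3% identical over 28.2% of the protein. The component with CcapGr1.2 had 71.1 ± 24.7 CPM in the virgin and 46.4 ± 1.48 in the mated female reproductive tract, 41.0 ± 9.42 in the male tract and from 5.01 to 13.3 over the gut libraries, and these counts cover all 10 frames. The difference between male and female tract did not pass the threshold (log2 fold change -0.49, standard error 0.30, adjusted p = 0.17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed without gut replicate 2, with an adjusted p of 0.047, and without the filter on low counts, with 0.048, in CcapGr1.2, male against female reproductive tract.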

Like *Musca*, *Ceratitis* also has a recent duplication of the DmelGr21a or Gr1 lineage, that have been named CcapGr1.1 and 1.2  [30], while the DmGr63a ortholog is called CcapGr3 (see Additional file 2: Table S12 and Figure 6). The only other known recent duplication of a carbon dioxide receptor gene is the Gr2 lineage in tsetse fly  [32].

The sugar receptor subfamily consists of seven genes in medfly (CcapGr4-10), and is a slightly larger set of eight genes in *D. melanogaster*  [33]. Study of these genes in other available insect genomes indicates that they represent four major lineages that duplicated in basal Diptera  [34]. 

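Of these sugar receptors CcapGr10 matched an open reading frame, which was complete and 100% identical over the whole protein (comp15142_c0), and the best frames for CcapGr4 to CcapGr9 were at most 72.2% identical. CcapGr10 had 4.40 ± 0.654 CPM in the male reproductive tract, from 377 counts, compared with 3 counts over the virgin female tract, and 0 over the mated female tract and gut. It was called male-predominant (adjusted p = 7.1e-06 for male against female tract from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).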

One lineage, represented by AgGr16, was lost from *Drosophila* and *Musca*, and *Ceratitis* does not have it either, so this was an old loss in cyclorrhaphan or more basal brachyceran flies. The other three lineages are each represented by two or three paralogs in *Drosophila*, specifically DmGr61a and 64a, Gr64b/c/d, and 64e/f and 5a, all of which are proposed to have once been in a large tandem array, with the terminal Gr61a and Gr5a genes moving from that array  [34]. These genes were poorly assembled in *Musca*, but appeared to have a similar arrangement  [10], however *Ceratitis* has all seven genes in a single perfect tandem array, confirming this model (see Additional file 2: Table S12). *Ceratitis* has, however, lost the ortholog for DmelGr61a/MdomGr4, while duplicating its ortholog of DmelGr5a/MdomGr5 (Figure 6). These sugar receptors are expressed in complicated combinations in subsets of sweet receptor gustatory neurons in Drosophila  [33], so it is unclear how losses and duplications of them affect perception of different sugars.

The conserved DmGr43a lineage has been shown to be a fructose receptor that also serves as a nutrient receptor in the brain  [35]. While *Musca* has a species-specific duplication of this lineage (MdomGr12/13), it is expanded to four genes in *Ceratitis*. 

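In the tree of Figure 6, read by eye, these are CcapGr11 to CcapGr14. CcapGr11, CcapGr12 and CcapGr13 matched open reading frames of the reproductive tract and gut assembly, with 100%, 99.4% and 99.5% identity over 94.3%, 85.8% and 100% of the protein, and the best frame for CcapGr14 was 59.1% identical. The levels were low, with 0.821 ± 0.176 CPM for CcapGr12 (comp18263_c0) and 0.766 ± 0.0958 for CcapGr13 (comp23412_c5) in the male reproductive tract, from 69 and 64 counts. Over the female tract libraries CcapGr12 had 3 counts and CcapGr13 had 1, and neither had a count in gut. Both were higher in the male than in the female tract (adjusted p = 3.1e-05 and 3.8e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CcapGr11 (comp12339_c0) had 32 counts over the male libraries, 1 over the female tract and 3 over gut, and did not pass the filter for the test.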

Although the tree suggests that only one of these is truly orthologous with DmelGr43a/MdomGr12/13) (Figure 6), separate phylogenetic analysis of this DmelGr43a lineage in diverse insects reveals that these four genes are actually a species-specific expansion in *Ceratitis*. Duplications of this lineage in other available insect genomes are not uncommon, with the hessian fly *Mayetiola destructor*  [36] and the silkmoth *Bombyx mori*  [37] each having duplicated it, while *Tribolium castaneum* has 10 paralogs  [38]. It is not obvious what role these duplications may play, but perhaps this is an example of subfunctionalization.

The DmelGr28b alternatively-spliced locus ortholog is relatively straightforward in *Ceratitis* (CcapGr41a-e), having the same five alternatively-spliced forms as in *Drosophila*, unlike *Musca* with multiple novel duplications (MdomGr39a-g) (Figure 6). The various splice forms of this gene are expressed in both gustatory cells and in the brain and elsewhere  [39], and some have taken on novel sensory roles, having been implicated in perception of both light and warmth  [40, 41].

Most of the remaining *Drosophila* GRs are implicated in perception of bitter tastants or have not yet been functionally characterized. They were named sequentially in *Ceratitis*, with no implications for orthology with the *Musca* genes. Some have simple orthologs across all three species, for example: DmelGr2a/MdomGr16/CcapGr24, DmelGr10a/MdomGr42/CcapGr50, DmelGr33a/MdomGr38/CcapGr42, DmelGr47b/MdomGr65/CcapGr71, DmelGr57a/MdomGr66/CcapGr72, DmelGr59f/MdomGr71/CcapGr64, DmelGr89a/MdomGr73/CcapGr66, and DmelGr93a/MdomGr74/CcapGr68. The highly conserved DmelGr66a protein required for detection of caffeine and many other bitter tastants  [42] also has a simple conserved ortholog in both *Musca* and *Ceratitis* (MdomGr36 and CcapGr38), however there is also an older duplicate of this gene in both flies (MdomGr37 and CcapGr39) that was lost from *Drosophila*, and presumably was also involved in detection of bitter tastants.

DmelGr32a is a particularly interesting candidate bitter taste receptor  [42], that is also involved in courtship through expression in a small set of gustatory receptor neurons on the male foreleg  [43), and mediates rejection of non-conspecific females as targets of male courtship {Fan, 2013 #69]. 

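CcapGr15 matched a complete open reading frame of the reproductive tract and gut assembly over its whole length with 100% identity (comp22997_c0, with 4 predicted frames), and CcapGr16 to CcapGr19 had none. Its component had 90.2 ± 9.37 CPM in the virgin and 86.3 ± 3.21 in the mated female reproductive tract, 75.3 ± 4.48 in gut and 47.5 ± 3.27 in the male tract. From the female to the male tract it fell by 0.89 on the log2 scale (standard error 0.10, adjusted p = 6.5e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the counts cover all 4 frames.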

Like *Musca* (MdomGr14), *Ceratitis* has a single ortholog of this gene (CcapGr15), however it also has four related genes (CcapGr16-19) that are related to DmelGr68a (lost from *Musca*), which is another candidate pheromone receptor expressed on the foretarsi of males  [44]. These expansions of candidate pheromone receptors imply a more complex set of cuticular hydrocarbons and other pheromones involved in sex and species recognition in *Ceratitis*  [24].

Many of the remaining candidate bitter taste receptors reveal complicated patterns of gene duplication and loss in these three flies, however the *Ceratitis* genome reveals some interesting genomic history for some of these. For example, despite being highly divergent, CcapGr43-52 are in a mostly tandem array (two genes are in inverted orientation) on a single scaffold (see Additional file 2: Table S12), indicating that they evolved by duplication via unequal crossing over, much like many other chemoreceptors (see sugar receptors above). 

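Of CcapGr43 to CcapGr52, CcapGr44 and CcapGr52 matched open reading frames of the reproductive tract and gut assembly, with 99.5% identity over 58.7% of the protein (comp10264_c0) and 100% over all of it (comp7975_c0). CcapGr44 had 49 counts over the 3 male reproductive tract libraries and none in the other 9 libraries, at least 28.0-fold higher than in the female tract with a floor of 3 counts over the group. CcapGr52 had 0.572 ± 0.0899 CPM in the male tract and 1 count over the other libraries. Both were called male-predominant (adjusted p = 1.6e-04 and 6.9e-05 for male against female tract from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).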

Remarkably, their entire set of relatives in *Musca* is also a complicated array on a single scaffold (MdomGr42-64)  [10]. In *Drosophila* their relatives (DmelGr10a/b; 36a-c; 47a; and 59a-d) are now on four different chromosome arms, presumably reflecting higher genomic flux in the *Drosophila* lineage after it separated from the *Musca* lineage. Similarly, CcapGr21-34 are two arrays on the same scaffold (Table 6), while the related expansions of Mdom16-19, 22-29, and 41 are on several scaffolds, and the related Dmel2a, 8a, 23aA/B, and 39b are on three different chromosome arms (Figure 6). The expansion of CcapGr55-61 are also in two arrays on a single scaffold (see Additional file 2: Table S12), while their DmelGr22a-f and 85a relatives are on two different chromosomes (Figure 6). In the tree most of the bitter taste receptors cluster together on the bottom half and upper left quadrants, except for the Gr66a and 47b/57a lineages which cluster with the Gr28a/b and Gr43a (fructose) receptors.

Finally, the comparison of *Drosophila* and *Musca* highlighted several instances of possible gene loss in one or other species amongst the many candidate bitter taste receptors. Addition of *Ceratitis* shows that some of these were artifacts of the phylogenetic analysis of these sometimes highly divergent proteins, for example DmelGr39b and MdomGr19 are now clustered in the tree. The addition of *Ceratitis* also allows improved understanding of some of the real gene losses. For example, DmelGr9a and 10b are missing from both other flies, implying that they were independently lost from the *Musca* and *Ceratitis* lineages. Two particularly intriguing examples are the gene set of DmelGr22a-f, which was independently amplified to seven genes in a split array in a single scaffold in *Ceratitis*, and DmelGr93b-d, which is an alternatively-spliced locus in *Ceratitis* (CcapGr67a/b) (see Additional file 2: Table S12 and Figure 6). Both of these lineages were lost from *Musca*, hinting that, like the expansion of genes related to DmelOr7a in *Ceratitis*, these gene lineages are involved in the common role of fruit tasting, a role *Musca* does not need.

In summary, while maintaining a conserved set of receptors for carbon dioxide, sugars, most bitter tastants, and light and warmth, with an expansion of fructose receptors, *Ceratitis* is more similar to *Drosophila* than *Musca* in maintaining and expanding receptors that might mediate perception of fruits, while being differentiated from both in having expansions of receptors implicated in perception of courtship chemicals.

**81 CcapGr proteins in FASTA format**

>CcapGr1.1

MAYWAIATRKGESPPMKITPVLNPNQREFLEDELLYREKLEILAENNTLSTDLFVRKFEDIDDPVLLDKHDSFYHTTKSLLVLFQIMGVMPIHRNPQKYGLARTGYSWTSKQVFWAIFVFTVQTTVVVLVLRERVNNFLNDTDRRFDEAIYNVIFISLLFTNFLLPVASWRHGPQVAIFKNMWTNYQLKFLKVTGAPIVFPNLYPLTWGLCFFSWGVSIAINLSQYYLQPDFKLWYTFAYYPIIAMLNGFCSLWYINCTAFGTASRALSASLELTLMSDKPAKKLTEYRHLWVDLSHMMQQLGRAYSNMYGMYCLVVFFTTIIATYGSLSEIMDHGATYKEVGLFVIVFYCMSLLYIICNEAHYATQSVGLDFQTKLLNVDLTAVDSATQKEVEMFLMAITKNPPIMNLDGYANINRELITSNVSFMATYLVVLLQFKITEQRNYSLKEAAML

>CcapGr1.2FIX

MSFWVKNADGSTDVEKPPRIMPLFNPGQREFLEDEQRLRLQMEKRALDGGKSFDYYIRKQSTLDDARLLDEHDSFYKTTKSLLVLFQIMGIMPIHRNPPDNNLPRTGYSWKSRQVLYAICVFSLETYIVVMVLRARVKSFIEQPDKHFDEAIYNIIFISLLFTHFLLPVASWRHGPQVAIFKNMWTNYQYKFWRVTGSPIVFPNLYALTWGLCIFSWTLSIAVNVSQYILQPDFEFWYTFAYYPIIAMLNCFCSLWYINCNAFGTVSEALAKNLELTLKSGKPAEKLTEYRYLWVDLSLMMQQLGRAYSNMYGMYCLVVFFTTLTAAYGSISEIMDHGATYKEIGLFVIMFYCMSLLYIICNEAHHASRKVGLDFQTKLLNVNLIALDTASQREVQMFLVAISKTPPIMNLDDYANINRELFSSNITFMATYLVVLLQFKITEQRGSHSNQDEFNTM

>CcapGr2

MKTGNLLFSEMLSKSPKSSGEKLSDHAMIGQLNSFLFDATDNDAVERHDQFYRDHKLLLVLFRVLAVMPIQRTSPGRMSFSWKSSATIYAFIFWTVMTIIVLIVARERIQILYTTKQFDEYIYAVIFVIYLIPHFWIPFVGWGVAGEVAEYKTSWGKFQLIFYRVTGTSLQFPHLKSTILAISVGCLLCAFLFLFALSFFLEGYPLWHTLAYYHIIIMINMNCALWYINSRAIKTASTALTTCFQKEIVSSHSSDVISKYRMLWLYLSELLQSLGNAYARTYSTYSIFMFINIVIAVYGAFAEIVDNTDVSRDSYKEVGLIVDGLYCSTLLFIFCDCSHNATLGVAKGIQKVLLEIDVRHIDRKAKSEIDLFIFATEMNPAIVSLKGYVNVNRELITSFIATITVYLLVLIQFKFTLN

>CcapGr3

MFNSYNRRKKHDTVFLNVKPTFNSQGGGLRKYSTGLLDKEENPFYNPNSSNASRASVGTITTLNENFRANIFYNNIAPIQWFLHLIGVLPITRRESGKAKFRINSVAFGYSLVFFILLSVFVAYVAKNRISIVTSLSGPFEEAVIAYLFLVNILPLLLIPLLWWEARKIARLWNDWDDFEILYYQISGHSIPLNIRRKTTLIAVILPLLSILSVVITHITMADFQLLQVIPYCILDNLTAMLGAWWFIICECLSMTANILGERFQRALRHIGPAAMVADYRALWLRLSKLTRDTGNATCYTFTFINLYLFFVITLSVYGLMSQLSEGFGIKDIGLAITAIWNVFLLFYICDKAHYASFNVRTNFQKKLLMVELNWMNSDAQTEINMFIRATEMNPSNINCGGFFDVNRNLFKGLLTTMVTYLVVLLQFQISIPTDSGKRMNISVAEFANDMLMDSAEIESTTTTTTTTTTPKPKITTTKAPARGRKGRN

>CcapGr4

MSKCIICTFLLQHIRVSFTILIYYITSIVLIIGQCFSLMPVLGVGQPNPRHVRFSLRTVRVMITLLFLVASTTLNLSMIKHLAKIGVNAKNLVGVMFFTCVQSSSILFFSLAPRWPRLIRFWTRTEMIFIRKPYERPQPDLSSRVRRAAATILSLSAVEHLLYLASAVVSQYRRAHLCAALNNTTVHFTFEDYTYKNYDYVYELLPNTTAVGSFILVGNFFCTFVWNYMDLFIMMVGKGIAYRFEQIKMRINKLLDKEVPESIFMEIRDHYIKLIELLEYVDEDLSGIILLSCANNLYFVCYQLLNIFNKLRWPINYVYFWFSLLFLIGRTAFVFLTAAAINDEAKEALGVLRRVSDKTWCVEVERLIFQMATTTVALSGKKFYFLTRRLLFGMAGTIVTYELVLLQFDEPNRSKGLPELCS

>CcapGr5

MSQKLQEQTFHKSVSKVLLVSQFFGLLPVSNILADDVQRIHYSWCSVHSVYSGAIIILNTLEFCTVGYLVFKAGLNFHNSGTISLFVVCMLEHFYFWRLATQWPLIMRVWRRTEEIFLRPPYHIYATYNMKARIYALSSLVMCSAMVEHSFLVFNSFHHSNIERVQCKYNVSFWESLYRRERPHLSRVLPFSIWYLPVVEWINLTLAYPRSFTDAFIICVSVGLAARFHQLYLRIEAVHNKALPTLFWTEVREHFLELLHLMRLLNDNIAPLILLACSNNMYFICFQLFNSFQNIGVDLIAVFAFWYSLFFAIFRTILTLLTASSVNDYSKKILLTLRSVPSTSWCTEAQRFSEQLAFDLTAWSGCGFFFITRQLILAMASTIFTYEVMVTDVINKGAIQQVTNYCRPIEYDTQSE

>CcapGr6

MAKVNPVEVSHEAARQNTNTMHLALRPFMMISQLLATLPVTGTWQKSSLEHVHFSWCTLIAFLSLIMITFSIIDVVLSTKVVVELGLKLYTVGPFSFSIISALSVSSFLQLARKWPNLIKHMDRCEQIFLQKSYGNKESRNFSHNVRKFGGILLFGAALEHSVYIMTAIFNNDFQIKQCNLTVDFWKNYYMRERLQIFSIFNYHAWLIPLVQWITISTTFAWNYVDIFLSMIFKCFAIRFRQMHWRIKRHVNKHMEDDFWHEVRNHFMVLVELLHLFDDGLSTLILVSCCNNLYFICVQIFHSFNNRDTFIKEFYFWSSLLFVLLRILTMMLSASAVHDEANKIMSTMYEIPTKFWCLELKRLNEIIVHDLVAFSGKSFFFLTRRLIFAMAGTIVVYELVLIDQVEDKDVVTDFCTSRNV

>CcapGr7

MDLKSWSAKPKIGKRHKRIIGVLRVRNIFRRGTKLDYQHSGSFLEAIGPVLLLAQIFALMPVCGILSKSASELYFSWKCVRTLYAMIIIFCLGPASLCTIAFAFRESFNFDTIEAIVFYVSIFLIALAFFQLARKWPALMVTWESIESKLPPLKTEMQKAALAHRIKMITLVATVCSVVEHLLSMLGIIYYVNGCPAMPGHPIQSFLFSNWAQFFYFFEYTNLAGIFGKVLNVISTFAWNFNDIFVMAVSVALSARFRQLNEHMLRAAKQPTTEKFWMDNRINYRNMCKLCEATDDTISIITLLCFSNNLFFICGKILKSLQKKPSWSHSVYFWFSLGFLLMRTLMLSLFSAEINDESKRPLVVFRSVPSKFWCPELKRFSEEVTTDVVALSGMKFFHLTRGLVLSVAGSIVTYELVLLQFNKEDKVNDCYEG

>CcapGr8

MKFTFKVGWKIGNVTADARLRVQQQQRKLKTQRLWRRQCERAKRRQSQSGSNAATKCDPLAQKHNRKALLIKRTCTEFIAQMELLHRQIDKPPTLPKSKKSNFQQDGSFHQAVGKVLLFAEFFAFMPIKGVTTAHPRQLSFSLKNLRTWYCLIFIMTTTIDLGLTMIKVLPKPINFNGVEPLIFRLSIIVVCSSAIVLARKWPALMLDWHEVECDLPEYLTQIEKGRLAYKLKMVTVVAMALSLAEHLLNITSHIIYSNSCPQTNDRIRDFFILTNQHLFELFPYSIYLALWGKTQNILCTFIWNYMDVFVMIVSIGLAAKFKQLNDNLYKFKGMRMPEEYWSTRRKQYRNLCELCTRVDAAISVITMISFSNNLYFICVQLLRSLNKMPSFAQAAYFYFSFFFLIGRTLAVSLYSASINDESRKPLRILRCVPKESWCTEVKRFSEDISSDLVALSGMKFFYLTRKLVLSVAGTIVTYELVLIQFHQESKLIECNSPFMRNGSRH

>CcapGr9

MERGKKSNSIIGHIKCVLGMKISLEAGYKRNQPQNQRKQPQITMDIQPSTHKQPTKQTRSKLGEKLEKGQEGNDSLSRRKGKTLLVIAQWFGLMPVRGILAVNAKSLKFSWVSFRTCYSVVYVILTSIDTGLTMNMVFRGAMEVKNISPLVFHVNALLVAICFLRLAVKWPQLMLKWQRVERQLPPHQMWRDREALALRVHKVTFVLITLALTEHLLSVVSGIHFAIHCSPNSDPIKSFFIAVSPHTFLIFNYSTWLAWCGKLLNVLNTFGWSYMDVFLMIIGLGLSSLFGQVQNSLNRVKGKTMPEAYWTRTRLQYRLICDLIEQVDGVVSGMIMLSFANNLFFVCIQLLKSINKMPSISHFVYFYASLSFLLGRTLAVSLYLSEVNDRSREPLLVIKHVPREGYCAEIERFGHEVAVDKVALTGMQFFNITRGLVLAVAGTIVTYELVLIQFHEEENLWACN

>CcapGr10

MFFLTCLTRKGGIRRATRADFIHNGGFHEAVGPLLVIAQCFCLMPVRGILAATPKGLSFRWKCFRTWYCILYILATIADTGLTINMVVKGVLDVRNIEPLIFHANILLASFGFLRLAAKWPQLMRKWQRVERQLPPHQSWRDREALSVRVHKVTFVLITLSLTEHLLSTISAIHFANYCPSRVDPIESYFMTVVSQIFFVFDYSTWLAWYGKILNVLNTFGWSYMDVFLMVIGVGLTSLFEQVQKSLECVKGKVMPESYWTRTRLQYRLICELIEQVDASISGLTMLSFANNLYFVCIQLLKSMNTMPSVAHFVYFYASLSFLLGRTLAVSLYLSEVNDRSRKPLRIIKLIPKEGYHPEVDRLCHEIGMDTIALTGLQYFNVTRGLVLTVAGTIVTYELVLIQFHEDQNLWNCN

>CcapGr11

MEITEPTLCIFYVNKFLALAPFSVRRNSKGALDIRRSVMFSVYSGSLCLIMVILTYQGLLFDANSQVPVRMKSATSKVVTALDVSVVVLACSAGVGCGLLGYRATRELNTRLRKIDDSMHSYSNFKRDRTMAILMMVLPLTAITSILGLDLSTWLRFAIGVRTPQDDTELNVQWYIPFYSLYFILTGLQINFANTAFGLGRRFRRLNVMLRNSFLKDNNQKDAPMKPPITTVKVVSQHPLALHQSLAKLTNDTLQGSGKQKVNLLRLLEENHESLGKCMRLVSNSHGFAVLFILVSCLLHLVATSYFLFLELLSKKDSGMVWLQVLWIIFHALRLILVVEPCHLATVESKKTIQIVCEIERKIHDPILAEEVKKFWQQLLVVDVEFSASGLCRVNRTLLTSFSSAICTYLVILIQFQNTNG

>CcapGr12

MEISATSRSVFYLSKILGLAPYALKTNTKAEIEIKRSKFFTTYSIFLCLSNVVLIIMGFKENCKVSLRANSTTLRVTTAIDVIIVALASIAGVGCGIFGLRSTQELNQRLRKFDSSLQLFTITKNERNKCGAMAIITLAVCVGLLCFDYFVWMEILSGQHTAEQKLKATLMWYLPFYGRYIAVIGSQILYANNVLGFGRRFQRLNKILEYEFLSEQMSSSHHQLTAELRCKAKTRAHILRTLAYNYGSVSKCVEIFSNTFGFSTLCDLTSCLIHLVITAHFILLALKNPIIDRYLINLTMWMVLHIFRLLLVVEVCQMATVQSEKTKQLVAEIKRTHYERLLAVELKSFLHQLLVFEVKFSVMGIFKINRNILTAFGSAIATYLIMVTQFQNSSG

>CcapGr13

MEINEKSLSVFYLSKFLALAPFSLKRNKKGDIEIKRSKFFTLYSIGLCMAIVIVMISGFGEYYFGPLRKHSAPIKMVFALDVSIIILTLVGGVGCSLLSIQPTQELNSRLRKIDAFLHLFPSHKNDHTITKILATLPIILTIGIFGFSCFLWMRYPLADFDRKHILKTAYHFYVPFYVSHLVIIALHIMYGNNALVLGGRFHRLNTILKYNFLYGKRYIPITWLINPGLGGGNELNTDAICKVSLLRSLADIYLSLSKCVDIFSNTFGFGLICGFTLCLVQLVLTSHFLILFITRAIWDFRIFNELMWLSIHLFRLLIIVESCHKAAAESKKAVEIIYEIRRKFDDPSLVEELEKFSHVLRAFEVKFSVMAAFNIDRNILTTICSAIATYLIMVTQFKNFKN

>CcapGr14

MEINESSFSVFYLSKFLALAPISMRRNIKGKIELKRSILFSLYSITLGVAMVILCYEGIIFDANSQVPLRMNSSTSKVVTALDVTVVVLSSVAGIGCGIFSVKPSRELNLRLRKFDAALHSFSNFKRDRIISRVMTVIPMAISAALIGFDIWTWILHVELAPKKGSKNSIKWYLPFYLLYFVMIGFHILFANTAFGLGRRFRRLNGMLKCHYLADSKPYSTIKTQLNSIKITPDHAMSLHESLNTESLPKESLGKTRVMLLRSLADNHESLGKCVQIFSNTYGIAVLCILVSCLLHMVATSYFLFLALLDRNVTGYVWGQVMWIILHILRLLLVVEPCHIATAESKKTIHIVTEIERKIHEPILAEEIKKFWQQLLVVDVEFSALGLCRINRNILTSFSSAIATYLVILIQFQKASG

>CcapGr15

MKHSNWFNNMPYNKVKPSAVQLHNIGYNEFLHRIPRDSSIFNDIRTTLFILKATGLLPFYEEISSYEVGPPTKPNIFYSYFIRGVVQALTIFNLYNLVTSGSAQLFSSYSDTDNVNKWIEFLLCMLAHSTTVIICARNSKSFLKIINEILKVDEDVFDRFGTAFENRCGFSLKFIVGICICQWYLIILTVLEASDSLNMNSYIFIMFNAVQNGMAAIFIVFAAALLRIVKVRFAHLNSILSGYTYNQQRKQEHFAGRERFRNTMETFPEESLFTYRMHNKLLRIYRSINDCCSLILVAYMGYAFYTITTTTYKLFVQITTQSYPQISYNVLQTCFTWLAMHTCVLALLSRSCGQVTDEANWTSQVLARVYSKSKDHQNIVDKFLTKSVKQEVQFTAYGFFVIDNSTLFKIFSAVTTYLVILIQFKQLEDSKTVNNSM

>CcapGr16

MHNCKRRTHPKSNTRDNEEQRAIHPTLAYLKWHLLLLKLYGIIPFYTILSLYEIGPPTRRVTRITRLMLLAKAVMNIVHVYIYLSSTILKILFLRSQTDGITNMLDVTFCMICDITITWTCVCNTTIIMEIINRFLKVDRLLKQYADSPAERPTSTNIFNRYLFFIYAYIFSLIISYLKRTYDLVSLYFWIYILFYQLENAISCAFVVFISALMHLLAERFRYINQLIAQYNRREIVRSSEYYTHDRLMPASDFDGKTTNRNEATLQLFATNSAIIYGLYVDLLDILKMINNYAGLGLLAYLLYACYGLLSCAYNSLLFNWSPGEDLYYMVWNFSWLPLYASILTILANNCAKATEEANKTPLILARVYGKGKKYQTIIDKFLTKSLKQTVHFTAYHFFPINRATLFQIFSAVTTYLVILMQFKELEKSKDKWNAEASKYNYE

>CcapGr17a

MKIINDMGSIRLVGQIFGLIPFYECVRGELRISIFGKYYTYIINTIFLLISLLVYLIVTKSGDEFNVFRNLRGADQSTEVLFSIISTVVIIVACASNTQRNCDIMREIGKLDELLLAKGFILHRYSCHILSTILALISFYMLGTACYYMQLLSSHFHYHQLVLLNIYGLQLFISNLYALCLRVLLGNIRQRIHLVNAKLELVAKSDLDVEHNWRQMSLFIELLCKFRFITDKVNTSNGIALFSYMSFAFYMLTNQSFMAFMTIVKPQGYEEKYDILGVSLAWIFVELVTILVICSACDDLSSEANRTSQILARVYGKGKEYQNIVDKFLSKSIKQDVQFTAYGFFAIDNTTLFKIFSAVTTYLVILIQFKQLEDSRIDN

>CcapGr17b

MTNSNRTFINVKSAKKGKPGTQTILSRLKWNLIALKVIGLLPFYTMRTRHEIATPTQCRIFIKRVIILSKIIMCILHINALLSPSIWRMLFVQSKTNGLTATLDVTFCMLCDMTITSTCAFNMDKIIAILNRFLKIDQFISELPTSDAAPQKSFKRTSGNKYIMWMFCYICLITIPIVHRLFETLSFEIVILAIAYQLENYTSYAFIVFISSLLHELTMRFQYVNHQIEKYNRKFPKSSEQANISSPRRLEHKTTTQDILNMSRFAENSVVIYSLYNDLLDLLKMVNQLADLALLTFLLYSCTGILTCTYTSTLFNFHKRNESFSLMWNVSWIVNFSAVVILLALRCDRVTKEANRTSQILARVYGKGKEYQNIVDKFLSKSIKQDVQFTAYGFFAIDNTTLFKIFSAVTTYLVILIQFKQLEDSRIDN

>CcapGr18

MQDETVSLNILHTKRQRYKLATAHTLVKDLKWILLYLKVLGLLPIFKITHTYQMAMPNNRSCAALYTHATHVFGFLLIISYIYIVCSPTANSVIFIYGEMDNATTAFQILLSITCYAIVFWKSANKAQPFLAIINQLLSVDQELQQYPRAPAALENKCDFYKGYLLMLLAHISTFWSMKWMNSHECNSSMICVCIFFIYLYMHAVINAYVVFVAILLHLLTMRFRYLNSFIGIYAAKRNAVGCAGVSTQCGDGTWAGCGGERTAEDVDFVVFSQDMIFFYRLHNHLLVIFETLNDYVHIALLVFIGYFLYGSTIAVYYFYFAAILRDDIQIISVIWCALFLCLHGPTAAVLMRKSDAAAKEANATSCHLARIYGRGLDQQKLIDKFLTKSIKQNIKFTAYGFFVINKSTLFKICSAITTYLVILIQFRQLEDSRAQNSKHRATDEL

>CcapGr19

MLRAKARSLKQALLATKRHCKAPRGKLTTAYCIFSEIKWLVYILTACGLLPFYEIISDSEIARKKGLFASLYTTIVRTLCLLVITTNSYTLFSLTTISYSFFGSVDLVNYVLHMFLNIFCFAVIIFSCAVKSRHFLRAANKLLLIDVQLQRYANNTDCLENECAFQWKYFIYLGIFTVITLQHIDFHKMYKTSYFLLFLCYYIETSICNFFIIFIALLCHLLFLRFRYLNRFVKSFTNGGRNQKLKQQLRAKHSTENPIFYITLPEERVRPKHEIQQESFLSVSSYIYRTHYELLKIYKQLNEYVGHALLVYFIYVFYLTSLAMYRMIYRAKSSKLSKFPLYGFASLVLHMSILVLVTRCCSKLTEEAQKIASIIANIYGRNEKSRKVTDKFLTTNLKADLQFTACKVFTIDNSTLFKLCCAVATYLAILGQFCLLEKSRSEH

>CcapGr20

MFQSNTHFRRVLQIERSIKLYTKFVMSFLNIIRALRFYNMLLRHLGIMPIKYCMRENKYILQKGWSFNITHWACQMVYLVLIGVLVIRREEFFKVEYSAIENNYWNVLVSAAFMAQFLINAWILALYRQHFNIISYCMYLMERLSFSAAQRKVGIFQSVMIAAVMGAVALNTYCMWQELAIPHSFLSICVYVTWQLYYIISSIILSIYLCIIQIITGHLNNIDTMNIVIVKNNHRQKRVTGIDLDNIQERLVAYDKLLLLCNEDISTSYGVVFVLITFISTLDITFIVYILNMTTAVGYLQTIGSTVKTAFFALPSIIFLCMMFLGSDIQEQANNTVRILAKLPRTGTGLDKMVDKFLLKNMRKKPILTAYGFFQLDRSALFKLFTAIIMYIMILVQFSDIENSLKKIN

>CcapGr21

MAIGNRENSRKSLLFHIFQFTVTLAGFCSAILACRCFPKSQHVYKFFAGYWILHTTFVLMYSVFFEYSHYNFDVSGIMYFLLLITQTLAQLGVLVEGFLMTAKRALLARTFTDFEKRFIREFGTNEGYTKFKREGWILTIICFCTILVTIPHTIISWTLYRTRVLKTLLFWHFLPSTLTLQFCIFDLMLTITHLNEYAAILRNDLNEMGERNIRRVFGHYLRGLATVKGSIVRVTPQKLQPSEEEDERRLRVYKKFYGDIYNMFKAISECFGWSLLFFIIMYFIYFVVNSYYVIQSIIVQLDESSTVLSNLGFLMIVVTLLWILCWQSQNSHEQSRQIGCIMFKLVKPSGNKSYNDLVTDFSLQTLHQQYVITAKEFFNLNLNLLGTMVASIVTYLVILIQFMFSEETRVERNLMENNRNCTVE

>CcapGr22

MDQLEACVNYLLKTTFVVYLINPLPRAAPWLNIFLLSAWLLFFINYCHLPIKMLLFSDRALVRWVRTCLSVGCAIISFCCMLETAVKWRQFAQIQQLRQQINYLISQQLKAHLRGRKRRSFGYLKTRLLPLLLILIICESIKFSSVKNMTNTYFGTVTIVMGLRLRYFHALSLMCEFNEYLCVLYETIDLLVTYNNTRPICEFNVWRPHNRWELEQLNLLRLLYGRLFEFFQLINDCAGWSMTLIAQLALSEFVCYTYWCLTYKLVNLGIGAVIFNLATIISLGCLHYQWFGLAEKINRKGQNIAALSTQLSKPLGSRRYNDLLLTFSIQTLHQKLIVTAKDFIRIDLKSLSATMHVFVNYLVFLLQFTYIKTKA

>CcapGr23

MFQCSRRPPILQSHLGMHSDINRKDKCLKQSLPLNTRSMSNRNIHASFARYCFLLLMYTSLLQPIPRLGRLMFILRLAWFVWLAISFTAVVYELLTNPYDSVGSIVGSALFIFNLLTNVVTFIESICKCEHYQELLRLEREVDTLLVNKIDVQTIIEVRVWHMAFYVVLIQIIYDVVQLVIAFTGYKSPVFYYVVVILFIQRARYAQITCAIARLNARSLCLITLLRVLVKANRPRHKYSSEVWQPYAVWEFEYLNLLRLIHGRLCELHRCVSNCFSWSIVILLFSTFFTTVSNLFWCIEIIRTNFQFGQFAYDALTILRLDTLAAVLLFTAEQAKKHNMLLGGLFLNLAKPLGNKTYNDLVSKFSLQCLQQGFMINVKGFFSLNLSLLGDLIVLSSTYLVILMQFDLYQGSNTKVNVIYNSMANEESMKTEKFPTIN

>CcapGr24

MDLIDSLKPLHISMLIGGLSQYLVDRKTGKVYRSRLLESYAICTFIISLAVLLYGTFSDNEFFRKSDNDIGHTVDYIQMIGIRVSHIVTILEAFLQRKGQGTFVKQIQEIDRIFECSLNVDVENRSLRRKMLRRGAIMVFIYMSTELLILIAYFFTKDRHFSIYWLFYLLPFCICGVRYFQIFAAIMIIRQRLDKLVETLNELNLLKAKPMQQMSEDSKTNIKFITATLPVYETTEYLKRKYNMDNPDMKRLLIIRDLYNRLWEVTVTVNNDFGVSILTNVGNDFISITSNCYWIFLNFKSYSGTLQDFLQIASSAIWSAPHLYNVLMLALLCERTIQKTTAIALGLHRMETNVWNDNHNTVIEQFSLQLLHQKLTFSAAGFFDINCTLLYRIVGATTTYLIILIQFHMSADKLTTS

>CcapGr25

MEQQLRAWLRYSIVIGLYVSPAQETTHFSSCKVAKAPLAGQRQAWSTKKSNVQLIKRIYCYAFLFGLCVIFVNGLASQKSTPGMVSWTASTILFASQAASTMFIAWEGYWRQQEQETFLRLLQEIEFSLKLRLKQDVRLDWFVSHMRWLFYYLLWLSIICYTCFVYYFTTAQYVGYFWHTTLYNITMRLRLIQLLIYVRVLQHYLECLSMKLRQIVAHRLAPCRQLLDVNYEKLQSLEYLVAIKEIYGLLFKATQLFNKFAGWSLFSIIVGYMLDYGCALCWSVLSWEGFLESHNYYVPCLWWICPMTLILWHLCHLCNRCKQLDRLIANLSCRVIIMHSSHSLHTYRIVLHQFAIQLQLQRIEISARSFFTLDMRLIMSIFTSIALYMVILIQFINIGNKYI

>CcapGr26

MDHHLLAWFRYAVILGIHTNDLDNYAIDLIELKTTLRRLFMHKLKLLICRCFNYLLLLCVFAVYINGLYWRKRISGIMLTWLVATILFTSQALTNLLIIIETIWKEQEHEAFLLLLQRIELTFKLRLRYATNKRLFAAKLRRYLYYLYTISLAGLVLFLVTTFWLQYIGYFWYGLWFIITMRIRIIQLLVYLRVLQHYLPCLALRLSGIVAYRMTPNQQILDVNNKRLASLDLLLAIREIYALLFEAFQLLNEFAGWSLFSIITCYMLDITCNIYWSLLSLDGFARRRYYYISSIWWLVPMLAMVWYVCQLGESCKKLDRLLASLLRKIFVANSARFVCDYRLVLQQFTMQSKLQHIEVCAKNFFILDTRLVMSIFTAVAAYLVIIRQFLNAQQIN

>CcapGr27

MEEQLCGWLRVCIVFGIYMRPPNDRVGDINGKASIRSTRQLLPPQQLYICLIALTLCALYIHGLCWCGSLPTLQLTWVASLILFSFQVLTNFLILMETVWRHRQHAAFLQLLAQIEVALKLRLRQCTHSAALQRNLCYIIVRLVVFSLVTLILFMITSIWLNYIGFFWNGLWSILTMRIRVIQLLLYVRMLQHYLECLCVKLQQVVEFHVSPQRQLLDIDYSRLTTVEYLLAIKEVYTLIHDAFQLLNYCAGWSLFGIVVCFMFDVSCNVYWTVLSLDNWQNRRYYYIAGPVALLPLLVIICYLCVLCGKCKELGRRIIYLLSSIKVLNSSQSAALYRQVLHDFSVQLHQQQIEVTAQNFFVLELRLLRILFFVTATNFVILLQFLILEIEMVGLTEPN

>CcapGr28

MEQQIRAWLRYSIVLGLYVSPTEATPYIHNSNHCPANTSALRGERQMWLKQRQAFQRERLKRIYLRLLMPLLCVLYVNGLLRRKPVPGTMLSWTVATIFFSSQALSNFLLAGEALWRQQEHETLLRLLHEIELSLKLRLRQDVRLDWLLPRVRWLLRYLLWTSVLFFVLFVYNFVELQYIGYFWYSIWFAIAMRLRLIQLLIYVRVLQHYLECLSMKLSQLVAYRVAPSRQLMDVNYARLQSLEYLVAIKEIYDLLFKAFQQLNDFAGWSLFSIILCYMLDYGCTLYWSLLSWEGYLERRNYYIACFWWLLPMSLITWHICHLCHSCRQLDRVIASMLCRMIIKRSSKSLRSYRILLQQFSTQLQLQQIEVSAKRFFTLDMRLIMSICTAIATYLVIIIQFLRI

>CcapGr29

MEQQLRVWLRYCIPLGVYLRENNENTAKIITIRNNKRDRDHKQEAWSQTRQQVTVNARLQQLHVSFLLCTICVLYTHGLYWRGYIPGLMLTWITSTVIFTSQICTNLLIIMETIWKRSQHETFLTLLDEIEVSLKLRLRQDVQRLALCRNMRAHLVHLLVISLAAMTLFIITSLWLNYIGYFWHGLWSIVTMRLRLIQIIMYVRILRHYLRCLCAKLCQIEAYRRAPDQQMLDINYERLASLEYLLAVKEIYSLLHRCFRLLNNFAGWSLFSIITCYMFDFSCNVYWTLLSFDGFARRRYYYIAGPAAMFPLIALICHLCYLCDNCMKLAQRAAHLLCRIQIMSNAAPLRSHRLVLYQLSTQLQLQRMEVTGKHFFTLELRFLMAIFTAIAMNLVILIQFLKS

>CcapGr30

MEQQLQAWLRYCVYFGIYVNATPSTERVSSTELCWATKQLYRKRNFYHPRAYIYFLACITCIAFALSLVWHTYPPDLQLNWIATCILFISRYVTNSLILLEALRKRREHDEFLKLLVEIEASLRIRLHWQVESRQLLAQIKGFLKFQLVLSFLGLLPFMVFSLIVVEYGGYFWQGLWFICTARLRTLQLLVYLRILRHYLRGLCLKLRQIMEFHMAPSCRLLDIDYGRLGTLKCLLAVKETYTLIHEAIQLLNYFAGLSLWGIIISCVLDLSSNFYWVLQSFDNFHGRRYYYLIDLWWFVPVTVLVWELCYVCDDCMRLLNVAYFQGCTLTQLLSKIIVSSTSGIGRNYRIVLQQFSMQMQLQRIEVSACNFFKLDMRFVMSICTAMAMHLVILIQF

>CcapGr31

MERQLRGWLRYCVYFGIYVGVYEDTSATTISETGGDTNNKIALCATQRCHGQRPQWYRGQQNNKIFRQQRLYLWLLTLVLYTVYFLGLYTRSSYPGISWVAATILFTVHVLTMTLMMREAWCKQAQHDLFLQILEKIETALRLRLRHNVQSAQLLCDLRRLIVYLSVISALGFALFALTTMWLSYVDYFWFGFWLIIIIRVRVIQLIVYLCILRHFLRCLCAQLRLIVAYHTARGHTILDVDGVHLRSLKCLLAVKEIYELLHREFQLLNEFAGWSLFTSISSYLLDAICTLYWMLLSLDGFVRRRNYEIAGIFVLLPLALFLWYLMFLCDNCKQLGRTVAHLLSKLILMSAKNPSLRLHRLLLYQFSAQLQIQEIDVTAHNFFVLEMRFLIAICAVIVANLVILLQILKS

>CcapGr32

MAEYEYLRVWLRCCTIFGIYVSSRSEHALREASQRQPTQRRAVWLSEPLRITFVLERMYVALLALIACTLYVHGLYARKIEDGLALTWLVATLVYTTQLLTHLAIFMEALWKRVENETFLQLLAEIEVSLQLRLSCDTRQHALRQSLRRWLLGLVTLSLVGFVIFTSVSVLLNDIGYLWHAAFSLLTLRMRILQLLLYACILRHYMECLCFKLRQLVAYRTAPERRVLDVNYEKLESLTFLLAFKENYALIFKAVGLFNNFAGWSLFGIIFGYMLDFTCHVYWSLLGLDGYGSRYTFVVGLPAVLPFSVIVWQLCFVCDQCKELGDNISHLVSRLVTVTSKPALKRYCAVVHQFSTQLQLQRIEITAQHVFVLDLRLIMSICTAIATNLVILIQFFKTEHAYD

>CcapGr33

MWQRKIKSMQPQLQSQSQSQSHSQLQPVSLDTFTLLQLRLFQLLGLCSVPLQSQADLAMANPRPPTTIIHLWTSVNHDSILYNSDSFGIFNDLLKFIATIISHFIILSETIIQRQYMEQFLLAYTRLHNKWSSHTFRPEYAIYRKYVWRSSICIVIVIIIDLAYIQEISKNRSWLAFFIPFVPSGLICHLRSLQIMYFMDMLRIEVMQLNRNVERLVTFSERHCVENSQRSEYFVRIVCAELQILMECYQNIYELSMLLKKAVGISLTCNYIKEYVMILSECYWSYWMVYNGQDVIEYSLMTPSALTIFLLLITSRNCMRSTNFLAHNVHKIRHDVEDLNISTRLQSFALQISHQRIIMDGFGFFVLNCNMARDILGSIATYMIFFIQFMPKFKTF

>CcapGr34a

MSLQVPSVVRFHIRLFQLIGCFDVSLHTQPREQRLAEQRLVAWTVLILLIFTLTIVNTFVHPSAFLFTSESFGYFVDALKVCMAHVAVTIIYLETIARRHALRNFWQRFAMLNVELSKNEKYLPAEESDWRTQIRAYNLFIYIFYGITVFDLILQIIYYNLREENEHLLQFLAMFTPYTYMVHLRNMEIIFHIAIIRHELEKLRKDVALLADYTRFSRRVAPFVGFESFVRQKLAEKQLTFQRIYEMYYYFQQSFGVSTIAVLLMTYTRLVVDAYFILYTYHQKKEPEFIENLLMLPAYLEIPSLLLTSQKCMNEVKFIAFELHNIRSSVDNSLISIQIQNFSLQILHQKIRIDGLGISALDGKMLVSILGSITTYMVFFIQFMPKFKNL

>CcapGr34b

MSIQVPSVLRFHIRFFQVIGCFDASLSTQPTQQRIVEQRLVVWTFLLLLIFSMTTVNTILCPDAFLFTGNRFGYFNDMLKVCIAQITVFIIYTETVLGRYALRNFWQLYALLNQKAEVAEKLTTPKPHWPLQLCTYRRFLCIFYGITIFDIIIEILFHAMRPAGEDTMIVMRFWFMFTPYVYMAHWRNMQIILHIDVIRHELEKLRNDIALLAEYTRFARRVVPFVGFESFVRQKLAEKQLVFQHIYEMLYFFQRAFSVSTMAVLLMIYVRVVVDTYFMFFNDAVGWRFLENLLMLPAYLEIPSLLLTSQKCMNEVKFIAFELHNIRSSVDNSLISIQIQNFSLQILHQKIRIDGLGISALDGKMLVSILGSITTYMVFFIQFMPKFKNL

>CcapGr35

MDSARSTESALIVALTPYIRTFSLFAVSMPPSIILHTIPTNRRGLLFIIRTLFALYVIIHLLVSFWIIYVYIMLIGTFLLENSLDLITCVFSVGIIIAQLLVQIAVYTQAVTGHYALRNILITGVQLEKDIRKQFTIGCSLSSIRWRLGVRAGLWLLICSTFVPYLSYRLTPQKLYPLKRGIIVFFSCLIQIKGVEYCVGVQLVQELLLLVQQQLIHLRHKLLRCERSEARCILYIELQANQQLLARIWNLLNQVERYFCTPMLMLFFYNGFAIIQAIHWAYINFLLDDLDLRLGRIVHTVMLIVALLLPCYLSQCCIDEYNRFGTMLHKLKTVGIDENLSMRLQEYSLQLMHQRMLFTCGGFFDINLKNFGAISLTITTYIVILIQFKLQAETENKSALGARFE

>CcapGr36

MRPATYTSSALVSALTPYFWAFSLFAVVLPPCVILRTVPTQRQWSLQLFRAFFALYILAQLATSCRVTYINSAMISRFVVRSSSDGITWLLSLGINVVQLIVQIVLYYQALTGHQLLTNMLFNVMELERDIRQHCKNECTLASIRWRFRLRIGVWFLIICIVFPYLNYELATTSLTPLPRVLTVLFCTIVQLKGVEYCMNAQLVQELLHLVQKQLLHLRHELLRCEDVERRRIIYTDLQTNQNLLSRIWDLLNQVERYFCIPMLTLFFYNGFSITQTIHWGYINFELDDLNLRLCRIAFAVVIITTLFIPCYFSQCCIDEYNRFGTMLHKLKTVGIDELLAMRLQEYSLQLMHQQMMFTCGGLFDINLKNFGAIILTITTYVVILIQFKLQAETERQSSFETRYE

>CcapGr37

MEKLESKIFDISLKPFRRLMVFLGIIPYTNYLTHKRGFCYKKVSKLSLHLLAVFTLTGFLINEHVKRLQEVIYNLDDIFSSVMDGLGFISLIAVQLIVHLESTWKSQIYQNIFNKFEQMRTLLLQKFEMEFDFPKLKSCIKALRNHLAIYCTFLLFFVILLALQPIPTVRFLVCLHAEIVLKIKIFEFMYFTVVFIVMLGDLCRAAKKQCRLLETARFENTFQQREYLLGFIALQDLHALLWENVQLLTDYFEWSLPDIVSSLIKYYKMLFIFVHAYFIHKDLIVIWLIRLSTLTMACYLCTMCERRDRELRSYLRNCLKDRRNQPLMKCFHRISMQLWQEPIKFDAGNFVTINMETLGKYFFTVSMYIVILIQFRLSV

>CcapGr38

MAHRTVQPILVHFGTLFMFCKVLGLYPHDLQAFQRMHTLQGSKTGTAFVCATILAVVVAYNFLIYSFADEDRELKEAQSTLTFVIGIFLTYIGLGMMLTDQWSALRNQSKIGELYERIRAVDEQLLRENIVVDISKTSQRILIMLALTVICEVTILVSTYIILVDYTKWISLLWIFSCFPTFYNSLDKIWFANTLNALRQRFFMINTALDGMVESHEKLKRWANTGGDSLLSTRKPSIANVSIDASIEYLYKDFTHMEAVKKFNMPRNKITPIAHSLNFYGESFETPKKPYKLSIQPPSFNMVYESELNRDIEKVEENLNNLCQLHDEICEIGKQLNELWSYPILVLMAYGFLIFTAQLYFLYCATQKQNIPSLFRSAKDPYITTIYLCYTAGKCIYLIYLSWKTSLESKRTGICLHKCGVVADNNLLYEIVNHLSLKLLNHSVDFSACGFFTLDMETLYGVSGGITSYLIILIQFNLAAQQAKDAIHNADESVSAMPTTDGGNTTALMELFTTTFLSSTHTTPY

>CcapGr39

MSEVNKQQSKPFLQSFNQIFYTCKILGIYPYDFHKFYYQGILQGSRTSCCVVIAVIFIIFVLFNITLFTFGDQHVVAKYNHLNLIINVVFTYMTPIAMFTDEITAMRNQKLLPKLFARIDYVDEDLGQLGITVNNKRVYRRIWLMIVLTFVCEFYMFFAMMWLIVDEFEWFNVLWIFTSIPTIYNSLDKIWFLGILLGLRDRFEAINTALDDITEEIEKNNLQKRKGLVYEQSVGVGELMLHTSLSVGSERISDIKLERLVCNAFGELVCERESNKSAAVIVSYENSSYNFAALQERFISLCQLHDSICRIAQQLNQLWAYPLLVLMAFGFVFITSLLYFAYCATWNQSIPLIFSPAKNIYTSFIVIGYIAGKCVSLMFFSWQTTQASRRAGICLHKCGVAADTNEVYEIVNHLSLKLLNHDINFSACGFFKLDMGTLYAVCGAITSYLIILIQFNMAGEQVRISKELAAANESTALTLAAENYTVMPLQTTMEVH

>CcapGr40

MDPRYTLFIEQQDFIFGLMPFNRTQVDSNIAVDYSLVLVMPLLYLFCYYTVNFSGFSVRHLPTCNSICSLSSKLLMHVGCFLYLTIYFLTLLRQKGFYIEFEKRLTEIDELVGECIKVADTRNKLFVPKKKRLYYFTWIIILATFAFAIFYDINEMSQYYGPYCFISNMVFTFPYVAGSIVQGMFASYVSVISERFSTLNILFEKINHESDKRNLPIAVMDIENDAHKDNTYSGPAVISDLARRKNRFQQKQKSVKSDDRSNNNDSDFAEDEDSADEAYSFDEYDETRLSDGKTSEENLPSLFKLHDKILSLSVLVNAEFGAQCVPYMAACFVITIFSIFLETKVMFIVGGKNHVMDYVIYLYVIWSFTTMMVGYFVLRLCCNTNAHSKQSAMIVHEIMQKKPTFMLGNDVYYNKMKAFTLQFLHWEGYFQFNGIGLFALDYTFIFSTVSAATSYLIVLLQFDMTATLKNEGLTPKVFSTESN

>CcapGr41a

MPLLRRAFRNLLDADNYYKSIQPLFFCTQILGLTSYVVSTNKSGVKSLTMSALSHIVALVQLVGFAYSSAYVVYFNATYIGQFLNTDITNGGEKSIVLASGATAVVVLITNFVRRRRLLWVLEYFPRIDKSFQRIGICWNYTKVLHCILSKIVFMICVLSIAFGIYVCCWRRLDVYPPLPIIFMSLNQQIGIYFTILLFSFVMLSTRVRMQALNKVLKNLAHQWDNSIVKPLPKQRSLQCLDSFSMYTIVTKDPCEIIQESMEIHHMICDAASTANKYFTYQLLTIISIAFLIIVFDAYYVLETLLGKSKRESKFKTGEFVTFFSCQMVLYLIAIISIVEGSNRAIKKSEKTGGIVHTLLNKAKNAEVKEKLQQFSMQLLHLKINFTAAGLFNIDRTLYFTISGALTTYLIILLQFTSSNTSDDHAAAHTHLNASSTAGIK

>CcapGr41b

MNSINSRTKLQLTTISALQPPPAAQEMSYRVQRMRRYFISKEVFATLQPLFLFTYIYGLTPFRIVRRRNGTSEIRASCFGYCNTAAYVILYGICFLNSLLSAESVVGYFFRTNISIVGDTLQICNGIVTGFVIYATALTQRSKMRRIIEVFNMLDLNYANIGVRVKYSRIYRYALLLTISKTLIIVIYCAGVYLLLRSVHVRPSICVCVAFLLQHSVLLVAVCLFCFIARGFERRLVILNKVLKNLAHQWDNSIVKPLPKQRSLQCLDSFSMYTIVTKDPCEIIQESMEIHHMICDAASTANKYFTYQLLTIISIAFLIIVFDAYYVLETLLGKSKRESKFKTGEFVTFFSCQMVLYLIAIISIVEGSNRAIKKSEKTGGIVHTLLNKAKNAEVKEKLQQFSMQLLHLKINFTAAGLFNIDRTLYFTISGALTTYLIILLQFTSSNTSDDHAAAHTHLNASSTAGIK

>CcapGr41c

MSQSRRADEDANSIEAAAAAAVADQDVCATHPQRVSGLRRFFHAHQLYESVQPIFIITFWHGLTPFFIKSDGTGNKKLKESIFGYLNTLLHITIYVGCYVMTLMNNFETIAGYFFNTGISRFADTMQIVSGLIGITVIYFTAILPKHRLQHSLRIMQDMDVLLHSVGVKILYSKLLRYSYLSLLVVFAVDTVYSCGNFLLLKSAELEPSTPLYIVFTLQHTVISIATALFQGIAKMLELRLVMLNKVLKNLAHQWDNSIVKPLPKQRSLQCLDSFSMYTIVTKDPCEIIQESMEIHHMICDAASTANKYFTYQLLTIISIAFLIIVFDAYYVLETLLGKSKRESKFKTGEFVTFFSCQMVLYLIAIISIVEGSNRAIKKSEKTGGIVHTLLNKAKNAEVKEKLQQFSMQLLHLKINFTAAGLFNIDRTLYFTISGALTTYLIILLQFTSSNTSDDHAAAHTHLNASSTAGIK

>CcapGr41d

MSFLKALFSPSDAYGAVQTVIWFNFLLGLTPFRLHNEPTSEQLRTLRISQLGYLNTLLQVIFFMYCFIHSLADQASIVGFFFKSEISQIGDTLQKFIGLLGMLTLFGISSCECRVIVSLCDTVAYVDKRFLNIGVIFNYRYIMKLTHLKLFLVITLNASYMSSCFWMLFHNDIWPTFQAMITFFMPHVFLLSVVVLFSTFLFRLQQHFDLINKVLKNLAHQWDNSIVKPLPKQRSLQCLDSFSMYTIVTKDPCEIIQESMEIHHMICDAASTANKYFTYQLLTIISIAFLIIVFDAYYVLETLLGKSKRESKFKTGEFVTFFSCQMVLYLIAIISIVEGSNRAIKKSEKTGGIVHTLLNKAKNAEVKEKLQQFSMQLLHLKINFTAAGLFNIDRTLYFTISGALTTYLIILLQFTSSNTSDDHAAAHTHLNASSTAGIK

>CcapGr41e

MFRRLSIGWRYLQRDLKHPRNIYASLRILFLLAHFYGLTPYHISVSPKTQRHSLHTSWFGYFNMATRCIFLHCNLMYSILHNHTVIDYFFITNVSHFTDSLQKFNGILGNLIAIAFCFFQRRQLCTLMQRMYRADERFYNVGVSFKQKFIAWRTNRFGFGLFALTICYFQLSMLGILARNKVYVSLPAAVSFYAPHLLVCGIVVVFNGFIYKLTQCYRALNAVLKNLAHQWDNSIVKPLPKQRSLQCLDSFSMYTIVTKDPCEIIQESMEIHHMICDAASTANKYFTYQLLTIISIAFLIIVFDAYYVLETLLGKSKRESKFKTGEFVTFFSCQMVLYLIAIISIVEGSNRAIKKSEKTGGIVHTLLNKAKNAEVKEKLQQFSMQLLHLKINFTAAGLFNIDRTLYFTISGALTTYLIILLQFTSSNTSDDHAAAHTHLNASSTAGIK

>CcapGr42

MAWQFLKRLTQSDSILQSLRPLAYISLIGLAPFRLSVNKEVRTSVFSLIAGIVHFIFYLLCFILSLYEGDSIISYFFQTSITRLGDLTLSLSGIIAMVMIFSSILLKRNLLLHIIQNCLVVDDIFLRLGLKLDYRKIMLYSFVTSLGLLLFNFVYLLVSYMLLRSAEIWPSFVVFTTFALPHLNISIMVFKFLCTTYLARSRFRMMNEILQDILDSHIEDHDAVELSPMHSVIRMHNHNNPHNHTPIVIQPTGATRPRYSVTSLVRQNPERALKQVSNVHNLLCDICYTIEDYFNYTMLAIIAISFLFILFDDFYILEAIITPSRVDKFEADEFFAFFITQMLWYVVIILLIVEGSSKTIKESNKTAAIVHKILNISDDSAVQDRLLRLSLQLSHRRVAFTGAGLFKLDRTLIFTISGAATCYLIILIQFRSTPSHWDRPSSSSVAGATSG

>CcapGr43

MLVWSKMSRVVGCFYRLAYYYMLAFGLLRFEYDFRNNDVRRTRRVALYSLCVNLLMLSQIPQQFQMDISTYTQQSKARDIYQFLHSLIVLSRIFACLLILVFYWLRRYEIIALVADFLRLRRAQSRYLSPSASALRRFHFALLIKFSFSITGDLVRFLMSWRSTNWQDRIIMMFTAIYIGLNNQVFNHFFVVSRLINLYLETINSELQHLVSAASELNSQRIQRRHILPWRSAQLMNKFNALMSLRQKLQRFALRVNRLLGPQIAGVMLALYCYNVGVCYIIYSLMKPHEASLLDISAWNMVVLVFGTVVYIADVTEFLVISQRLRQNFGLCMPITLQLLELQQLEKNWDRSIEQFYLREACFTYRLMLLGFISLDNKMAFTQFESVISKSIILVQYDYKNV

>CcapGr44

How the deposited data were processed for this re-analysis (not part of the article)

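RNA-Seq libraries of medfly tissues of the Egypt II strain were used: 12 libraries of 50 bp reads, 3 each of virgin female gut, virgin female lower reproductive tract, mated female lower reproductive tract 1 day after mating, and mated male reproductive tract (testes and accessory glands) 1 day after mating. A further 9 libraries of 100 bp reads, by the series description, made the transcriptome assembly, and no separate values of these were used here. The series description gives those reads as paired and the library protocol as single. For the virgin female tract the age is 1 day in the sample titles and 4 days in another label field. The whole body libraries of the paper and its lists of seminal fluid protein genes were not analysed here.

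The authors deposited estimated counts per component, a component being a group of assembled contigs, for 95106 components in 12 libraries, and the amino acid and nucleotide sequences of 76362 predicted open reading frames, of which 58210 are complete. The aligner, the counting program, the frame predictor and their versions are not given in the sources used here. Of the values, 91.0% are whole numbers and 52.2% are 0, the libraries sum to different totals, and 9147 components have no count in any library, so the table holds estimated counts without normalization. The 16149 components with a frame hold 82.1% of the counts. Estimates were rounded to whole counts. Totals per library ranged from 22804523 to 28032427, and a count of 0 over a group's 3 libraries allows up to 3 counts, which covers counting error only.

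Differences were tested in edgeR 4.0.16 under R 4.3.3 on the rounded counts, with TMM normalization, the filterByExpr filter (minimum count 10, minimum total count 15, 17824 components kept), 1 fit with 4 groups of 3 libraries, the quasi-likelihood F-test and a Benjamini-Hochberg adjusted p under 0.05. The biological coefficient of variation was 0.283. The comparisons were male against the mean of virgin and mated female tract, mated against virgin female tract, and the mean of both female tracts against gut. Male-predominant components were past the threshold and at least 2-fold higher in the male tract in a separate test against each other group, and female-predominant ones were so in both female tracts against the male tract and against gut. The comparisons, the alternatives and the rule for the named transcripts were set before the data were examined, except where the text says otherwise. The rule names every gene of the paper's sentences that can be matched, and for each comparison and set the 3 transcripts with the largest change in each direction among those past the threshold, with groups that do not overlap and at least 10 CPM in the higher group. Of the latter, 2 per direction of the male and female comparison are printed, since the files do not pair these components with names.

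Published chemosensory proteins (Additional file 4) were matched to the predicted frames with BLASTp of BLAST+ 2.17.0 (expectation value 1e-05), with at least 95% identity over at least 50% of the protein, keeping the best score. The gene table of the reference assembly that was at hand holds no sequences and shares no identifiers with the components, so no other gene named in the paper was looked up and no coordinates are given. A gene was counted as expressed in a group at 1 CPM or more in all 3 libraries, without TMM factors. Families were compared with all tested components by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over 8 tests. These steps used Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1, and the plot used Matplotlib 3.10.9.

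The procedure was tested on simulated data with 200 components changed by known folds. For male against female it recovered 82.5% of them and called 19 unchanged ones (16288 components tested), for mated against virgin 69.0% and 8 (16472 tested), and for female tract against gut 79.0% and 9 (16353 tested), and in each it recovered 100% of the 8-fold changes. In the same order it recovered 45%, 20.5% and 40% of the 2-fold changes. The simulation changed 200 components from a profile common to all groups, whereas 12014 differed between male and female tract in the data. It therefore does not test the procedure where so many components change. The screen for hydrophobic N-terminal segments, a window of 9 residues with a mean hydropathy of at least 2 within the first 30 residues, called 250 of 250 simulated sequences with such a segment and 16 of 250 without.

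The alternatives were the Wald test of DESeq2 1.42.0, DESeq2 size factors, library sizes alone, no filter on low counts, a stricter filter (at least 10 counts in 3 libraries of a group), a fit of only the groups compared, the replicate number as a block, each library left out in turn, other fold, identity, alignment and detection thresholds, and, chosen after seeing the data, another background for the family tests and TMM-normalized values for the detection threshold. Other splits of the same libraries into groups of the same sizes were refitted, with 84 splits for each comparison of 9 libraries, 10 for mated against virgin females and 100 drawn groupings for each set.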

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

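Several tests were chosen after the results were seen. These are the tests of a fixed share of male reads, of exchanged labels, of another female tissue and of gut RNA. The test of the number of components detected in each tissue was also chosen then (on both scales, without the OR components and for these alone). The test of a fixed share of male reads was redefined after an earlier form had been run. The refits of other splits were set in advance.

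In the male reproductive tract, the component shared by CcapObp36 and CcapObp37A held 6.81% of the counts on average, the highest mean of all components, and this was looked at again because it is a signal in libraries whose OBP values the paper's text does not give, far above the level in the other tissues. In male replicate 1 another component ranked first, with 6.22% of that library's counts. The male libraries differ from the others in sex, tissue and dissection at once, and each of these stays open as its source, untested. Reads of CcapObp37B and CcapObp38, whose best frames lie on this component, could be part of the 6.81%, and no value separates the 4 proteins. In the 9 female libraries the component stood at 0.107% to 0.285% of its male level, and a candidate explanation is a fixed share of male reads in every library. Under it, every abundant male-predominant component would stand at no less than that share. The 10th percentile of the 45 other components with at least 1000 CPM in the male tract left room for a median of 66.4% of its level over the 9 libraries (26.7% to 89.6%). Low expression in female tissue and male reads therefore cannot be told apart for this component, since the share that male reads leave room for lies below its level in every library but close to it in some.

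Of the odorant receptor genes, 7 were expressed at 1 CPM or more in all 3 libraries of the male reproductive tract and 0 in each of the other groups without TMM factors, a signal in libraries whose OR values the paper's text does not give. These 7 genes lie on 6 components. On the TMM-normalized scale, chosen after seeing the data, the 7 remained and CcapOr18 passed in the mated female tract too. The levels are low, and at 5 CPM 2 of the 7 remained, CcapOr49 and CcapOr50, which share a component with 13 predicted frames, so that its counts could come from another frame. With 1 CPM in any 1 library, 3 OR genes passed in the virgin and 3 in the mated female tract. More components of every kind were detected in the male tract, 10045 against 8796 in the virgin female tract, which could raise the count without any change in this family. The male excess was larger among chemosensory components: 15 of the 36 detected in either tissue were detected in the male tract alone, or 41.7%, against 20.6% of all 11077 components (two-sided Fisher's exact test, p = 0.0035). The share was again 41.7%, against 19.7% of all, on the TMM-normalized scale (Fisher's exact test, p = 0.0025). But the OR components are among the 36 and prompted the test. Without them 9 of 30 were detected in the male tract alone, which was not past the threshold (Fisher's exact test, p = 0.25). That test covers the OBP, GR and IR components and cannot decide the question for the OR family. Of the OR components 6 of 6 were detected in the male tract alone, against 20.6% of all (Fisher's exact test, p = 7.6e-05). This comparison was chosen after these genes had been noticed. In the tests of all families, the 6 OR components tested were all male-predominant, against 19.1% of all components tested (Fisher's exact test, adjusted p = 3.9e-04). These values argue against the wider detection as the whole cause for the 6 OR components, whose levels are low. A part in it stays open. Total counts did not separate the groups. A difference between the sexes or the tissues stays open, untested.

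The paper does not compare mated with virgin females in these libraries. For mated against virgin female reproductive tract, 119 components differed, 93 higher in mated and 26 higher in virgin females, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 3140 at an unadjusted p under 0.05. The count depends on the tool: DESeq2's Wald test gave 627, and edgeR on the 6 female libraries alone gave 0, with 2474 at an unadjusted p under 0.05. It changes as strongly with single libraries left out, being 186 without gut replicate 2, 45 without gut replicate 3, 973 without virgin replicate 1, 12 without virgin replicate 2, 46 without virgin replicate 3, 24 without mated replicate 1, 25 without mated replicate 2, 11 without mated replicate 3 and 74 without male replicate 3. The low-count filter was applied again in each of these fits. Of the 10 ways to split the 6 libraries into 3 and 3, 2 gave a count as large, the real one and the split that sets virgin replicate 1 with mated replicates 2 and 3, which gave 448. With 10 splits the share is never under 10%, so chance cannot be excluded by this count. The other 8 splits gave 0.

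For the larger count of that split, an exchange of the labels of virgin replicate 1 and mated replicate 1 is a candidate explanation. It would leave the labels as given no better than the other splits that differ from it by 1 exchange. The labels as given separated 119 components and those splits 0. This cannot decide, since 1 of so few splits can rank first by chance. Deviations from the group means correlated at 0.322 and 0.309 between virgin replicate 1 and mated replicates 2 and 3. Between mated replicate 1 and virgin replicates 2 and 3 they correlated at 0.312 and 0.378, which goes with an exchange. An exchange of these 2 labels therefore stays open. Another female tissue in some dissected samples may contribute. The first principal component of the 5110 components with at least 10 CPM held 63.1% of the variance among the female tract libraries, with scores of 36.1 for virgin replicate 2, 20.3 for virgin replicate 3, -2.24 for mated replicate 1, -12.9 for virgin replicate 1, -19.4 for mated replicate 2 and -21.8 for mated replicate 3. The block of 100 components that load most on it was higher in gut replicate 3 than in gut replicate 1 by a median log2 of 0.77. This decides nothing, since the components were chosen for the pattern and the gut libraries as the highest and lowest for them, and 79 of the 100 exceeded 5 CPM in a male library. Another tissue and a program that varies within the tract therefore cannot be told apart.

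Of the 93 components higher in mated females, 85 (91.4%) had a higher mean in gut than in the mated tract, compared with 57.6% of all tested, and gut RNA carried into the mated samples could give this. It would bring the abundant gut transcripts along. The 46 transcripts with at least 1000 CPM in gut and under 5% of that in the virgin tract stood at a median of 0.405% of their gut level in the mated tract, whereas the 93 stood at 38.1%. This argues against gut RNA as a whole as the cause for the 93. Of the 46, 40 were higher in mated than in virgin females, 3 past the threshold, with a median log2 difference of 0.83, so a trace of gut RNA is not excluded. The labels give 5 days as the age of the mated flies and 1 day or 4 days for the virgin tract, so age goes with mating here. A part of the gut with another profile, the day of dissection, age and mating itself stay open, untested.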

How the results depend on the processing

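The alternatives were set in advance, except the background of the family tests and the scale of the detection threshold. In male against female reproductive tract, leaving out each library gave 11176 to 12862 components past the threshold (6330 to 7194 higher in male, 4846 to 6035 higher in female), and the DESeq2 test, both other scalings, the stricter filter and the fit of only the groups compared gave 11317 to 12036. The share higher in male was 55.7%, against 64.7% with library sizes alone. Without the filter, 85919 components were tested in place of 17824, 19247 differed, and in male against female reproductive tract, higher in male, there were 11751. In female reproductive tract against gut the range with each library left out was 8101 to 9680 (3307 to 4727 higher in female tract, 4049 to 5581 higher in gut) around 8978 (3669 and 5309), and without the filter 13596, with 8158 in female reproductive tract against gut, higher in gut. With each library left out, 3521 to 3870 components were male-predominant and 1333 to 1619 female-predominant. The male-predominant values all lie above the 3411 of the full fit. The low-count filter was applied again in each fit with a library left out, so the components tested can differ too. Without the filter 5826 were male-predominant, and at 4-fold in place of 2-fold 728 female-predominant, which the stricter threshold itself lowers. No component called in both the main and another setting of these comparisons changed its sign.

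The count for mated against virgin female reproductive tract, 119 (93 higher in mated, 26 higher in virgin), changed by more than 1.5 times under several settings. DESeq2's Wald test gave 627, which held all 119, with 426 in mated against virgin female reproductive tract, higher in mated, and 201 in mated against virgin female reproductive tract, higher in virgin. Library sizes alone gave 203, with 73 higher in virgin. No filter gave 1869, with 1014 higher in mated and 855 higher in virgin. The fit of only the groups compared gave 0 (0 and 0), with fewer libraries for the estimate of the spread. With each library left out the count ranged from 11 to 973, from 7 to 265 higher in mated and from 0 to 708 higher in virgin. DESeq2 size factors gave 122 and the stricter filter 145. The share higher in mated was 78.2%, against 64.0% with library sizes alone, 67.9% with DESeq2's test, 54.3% without the filter and 27.2% without virgin replicate 1, where the balance turned to virgin. Beyond the settings' own construction the cause was not tested. The median log2 fold change of all tested components moved with library sizes alone from 0.08 to 0.30 in male against female reproductive tract, from 0.00 to -0.11 in mated against virgin female reproductive tract and from -0.14 to -0.24 in female reproductive tract against gut, and changes are relative to these medians.

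The groups share replicate numbers, but the numbers did not pair the libraries: over 18 pairs with the same number the correlation of deviations from the group means ran from -0.528 to 0.361 with a median of -0.014, and 4 pairs were over 0.1. With the replicate number as a block the counts were 11723 for male against female, 7 for mated against virgin (4 higher in mated, 3 higher in virgin), 8565 for female tract against gut, 3383 male-predominant and 1330 female-predominant.

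Among the chemosensory results, requiring 80% of the protein aligned left 6 matched OR and 7 matched IR proteins, and 5 GR components in the male-predominant set with an adjusted p of 0.073, and at 5 CPM 7 OBP genes and 15 genes in all were expressed in gut. These follow from the stricter rules, which leave fewer proteins. With TMM-normalized values for the threshold, 24 genes in place of 23 were expressed in the mated female tract and the other totals were the same. Against tested components with an open reading frame, chosen after seeing the data since a protein can be matched through a frame only, the share of male-predominant components was 18.9% and no call changed (OBP 7.3e-04, OR 3.7e-04, GR 0.040, IR 0.28 by Fisher's exact tests). For 76 named transcript results, 1433 values were recomputed: 1324 kept direction and side of the threshold, 99 of 14 results lost the threshold, 10 of 5 results gained it, and 0 changed direction. Depth limits the receptors with fewer than 100 counts, for which the fold against a group near 0 is a lower bound. Not run were limma, since the table holds counts, and summing by reference gene, since nothing at hand pairs components with reference genes. The fit of only the groups compared has no form for the sets, which use all 4 groups.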

Other observations

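The tests of carryover into gut replicate 2 and of transfer at mating were chosen after the results were seen, the test of secreted proteins was set beforehand but its range of abundance, its comparison set and its bounds for missing frames were chosen after a first form over all components had been seen, and the refits of other splits were set beforehand.

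Chance was examined for 4 further results by other splits of the same libraries. For male against female reproductive tract, 1 of 84 splits, the real one, gave a count as large (11769 with 2 groups, and at most 141 in the others). For female tract against gut it was 1 of 84 (8526, and at most 19). The size of the male-predominant set was reached by 1 of 100 groupings (at most 919 in the others), and that of the female-predominant set by 1 of 100 (0 in the others). For these 4 results chance is excluded at a share of 0.05. Between female tract and gut, 8978 components differed, 3669 higher in the female tract and 5309 higher in gut.

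Gut replicate 2 held transcripts of the female reproductive tract. Of the female-predominant components with at least 1000 CPM in the female tract, 12 stood under 1% of that level in gut replicates 1 and 3, with medians of 0.151% and 0.102%, and in gut replicate 2 they stood at 0.808% to 2.61%, with a median of 2.26% and quartiles of 2.01% and 2.48%. A candidate explanation is carryover of female tract RNA into this library during dissection or preparation, since a mixed sample would bring all these transcripts at about the same share. Over all 28 such components, with no limit in the other gut libraries, the medians were 3.56%, 2.56% and 4.70% in gut replicates 1, 2 and 3, which do not set gut replicate 2 apart, while the lower quartiles of 0.157%, 2.22% and 0.116% do, and the limit was added after the medians were seen. No biological explanation was tested.

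RNA transferred by the male at mating could raise male-predominant components in mated females. The 46 such components with at least 1000 CPM in the male tract had a median log2 difference of 0.0298 between mated and virgin females, with quartiles of -0.19 and 0.17, 25 of them higher in mated and 1 past the threshold. With members that go both ways, transfer and its absence cannot be told apart for these components 1 day after mating.

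Secreted proteins were expected to be more frequent among male-predominant components. Among complete frames of components with at least 100 CPM, a hydrophobic N-terminal segment was present in 14.7% of the male-predominant set and 24.7% of the components in neither set (two-sided Fisher's exact test, adjusted p = 3.1e-05 over 4 tests), where 86.2% of the set has a complete frame. Components without a complete frame could undo this: with a segment in all of these in the set and in none outside it, the shares would be 26.5% and 22.1% (Fisher's exact test, unadjusted p = 0.056), which reverses the direction without passing the threshold. An enrichment and its absence therefore cannot be told apart among the abundant male-predominant components. Over all components, 42.1% of the set has a complete frame, so that comparison (20.3% against 21.3%) is void. The female-predominant set at this range had 46.9% (Fisher's exact test, adjusted p = 1.2e-07), with a complete frame for 78.8% of it. With no segment in the rest of this set and a segment in every such component of neither set, the share would still be the higher one, 37.0% against 32.7%, but not past the threshold (Fisher's exact test, unadjusted p = 0.25). OBPs are secreted proteins, and of the 16 OBP components with a complete frame that passed the filter for the test, 13 had the segment. The share of components with any frame was 52.4% in the male-predominant set, 49.2% in the female-predominant set and 53.5% in neither.

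Other chemosensory components varied between libraries of the same group. The component of CcapObp11 and CcapObp12 had 0.795 to 137 CPM over the mated female libraries, and its difference between mated and virgin females did not pass (log2 fold change 4.42, adjusted p = 0.12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Additional file 4 marks 10 IR proteins as pseudogenes, and the paper's count is 9.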
